# MicroRNA-205 promotes hair regeneration by modulating mechanical properties of hair follicle stem cells

**DOI:** 10.1073/pnas.2220635120

**Published:** 2023-05-22

**Authors:** Jingjing Wang, Yuheng Fu, Wenmao Huang, Ritusree Biswas, Avinanda Banerjee, Joshua A. Broussard, Zhihai Zhao, Dongmei Wang, Glen Bjerke, Srikala Raghavan, Jie Yan, Kathleen J. Green, Rui Yi

**Keywords:** cell mechanics, actomyosin contractility, hair follicle stem cells, hair regeneration, miRNA

## Abstract

Stiffness and actomyosin contractility are intrinsic mechanical properties of animal cells required for the shaping of tissues. However, whether tissue stem cells (SCs) and progenitors located within SC niche have different mechanical properties that modulate their size and function remains unclear. Here, we show that hair follicle SCs in the bulge are stiff with high actomyosin contractility and resistant to size change, whereas hair germ (HG) progenitors are soft and periodically enlarge and contract during quiescence. During activation of hair follicle growth, HGs reduce contraction and more frequently enlarge, a process that is associated with weakening of the actomyosin network, nuclear YAP accumulation, and cell cycle reentry. Induction of *miR-205*, a novel regulator of the actomyosin cytoskeleton, reduces actomyosin contractility and activates hair regeneration in young and old mice. This study reveals the control of tissue SC size and activities by spatiotemporally compartmentalized mechanical properties and demonstrates the possibility to stimulate tissue regeneration by fine-tuning cell mechanics.

## Significance

In this study, we have determined spatiotemporal compartmentalization of mechanical properties and their associated cell activities within the HF-SC niche during quiescence and activation. The spatial compartmentalization of stiff and quiescent hair follicle stem cells and soft and primed HGs is distinct from the architecture of the epidermis, where the basal, proliferative SC layer is soft and the suprabasal, differentiated layer is stiff. We have identified miR-205, a versatile and potent regulator of the actin cytoskeleton, whose expression modulates actomyosin contractility and the dynamics of cell size changes. Together, this study has implicated the dynamic changes of cell size and subsequent cell cycle reentry as a mechanism to sense and respond to mechanical forces during tissue regeneration.

Tissue regeneration is essential for homeostasis, wound repair, and aging. Adult stem cells (SCs) and their microenvironment control tissue regeneration by constantly sensing and responding to extrinsic and intrinsic cues ranging from signaling molecules to mechanical forces. The response of living cells to mechanical forces is modulated by physical properties of both external microenvironment, such as extracellular matrix (ECM) stiffness, and internal force-generating machinery, such as the cytoskeleton (1, 2). These mechanical properties have a profound impact on cell behaviors including cell adhesion, division, migration, and differentiation (1, 3, 4). However, although mechanical forces continuously regulate cellular and tissue functions, it has been challenging to directly observe their effects on cell size and activities of SCs within the SC niche during homeostasis and regeneration. It is unclear whether spatiotemporally demarcated SC activities, such as quiescence and cell cycle reentry, within distinct regions of the SC niche are regulated by local stiffness and differentially generated mechanical forces.

Mammalian skin is an excellent experimental system to interrogate the function of mechanical mechanisms on SC activity, tissue regeneration, wound repair, and tumorigenesis (5–10). A subset of epidermal SCs rapidly responds to external force-induced stretch by transiently activating cell division (5). Perturbations in the force-generating cytoskeleton and ECM through genetic deletion of key components of these machinery change mechanical properties of the cells (6, 8), and these changes compromise tissue functions. Interestingly, basal epithelial SCs and cultured keratinocytes have been shown to control their cell-cycle progression in a cell size-dependent manner (11, 12). However, whether cell mechanics controls cell size and regulates the transition between quiescence and activation of hair follicle stem cells (HF-SCs) and HG progenitors remains poorly understood. In this study, we uncovered spatiotemporally demarcated mechanical properties of tissue SCs and progenitors as tunable features to promote hair regeneration through the modulation of actomyosin contractility and cell size dynamics.

## Results

### HF-SC Compartment Is Demarcated by Differential Mechanical Stiffness and Actomyosin Contractility.

To determine cell dynamics within the HF-SC compartment, including both the bulge and HG (13, 14), during quiescence and activation, we performed noninvasive intravital imaging (15, 16). We monitored HF cells labeled with H2b-GFP (*Krt14-H2b-GFP* mice) beginning from late catagen (~postnatal day 19, P19) to early anagen (~P27). The size and position of individual HF-SCs in the bulge remained largely constant over the period. However, the size and shape of HG, which typically consists of ~10 to 20 stem and progenitor cells, underwent substantial (~35%) changes during the same period without any cell proliferation or death (Fig. 1*A* and *SI Appendix*, Fig. S1 *A* and *B*). To ensure the accuracy of H2b-GFP nuclear signals in measuring HG volume, we used *Krt14-H2b-GFP/Rosa-mTmG* to mark the nuclei and cell membrane, respectively. Double labeling revealed that stem and progenitor cells in the bulge and HG of HFs comprised mainly the nuclei with minimal cytoplasm. Therefore, the HG size quantified by H2b-GFP or membrane-localized tdTomato was similar for telogen and early anagen HGs (*SI Appendix*, Fig. S1 *C* and *D*). To minimize phototoxicity, we used H2b-GFP in subsequent studies since it allowed us to distinguish individual cells and cell division events at very low laser power. As shown in Fig. 1*A*, the HG contained the same number of cells but changed the volume, unlike the bulge, which remained largely unchanged from P19 (late catagen) to P24 (late telogen). For each HG, we designated the largest volume during observation as 100%. The smallest size reached ~54.56% of the largest volume (*SI Appendix*, Fig. S1*B*), usually during the middle of telogen. When the HFs transitioned toward anagen regeneration and cell cycle reentry, the size of HG increased (Fig. 1*A* and *SI Appendix*, Fig. S1*B*), with the average size of HG cells ranging from 454 μm^3^ to 735 μm^3^ (*SI Appendix*, Fig. S1*B*).

**Fig. 1.**
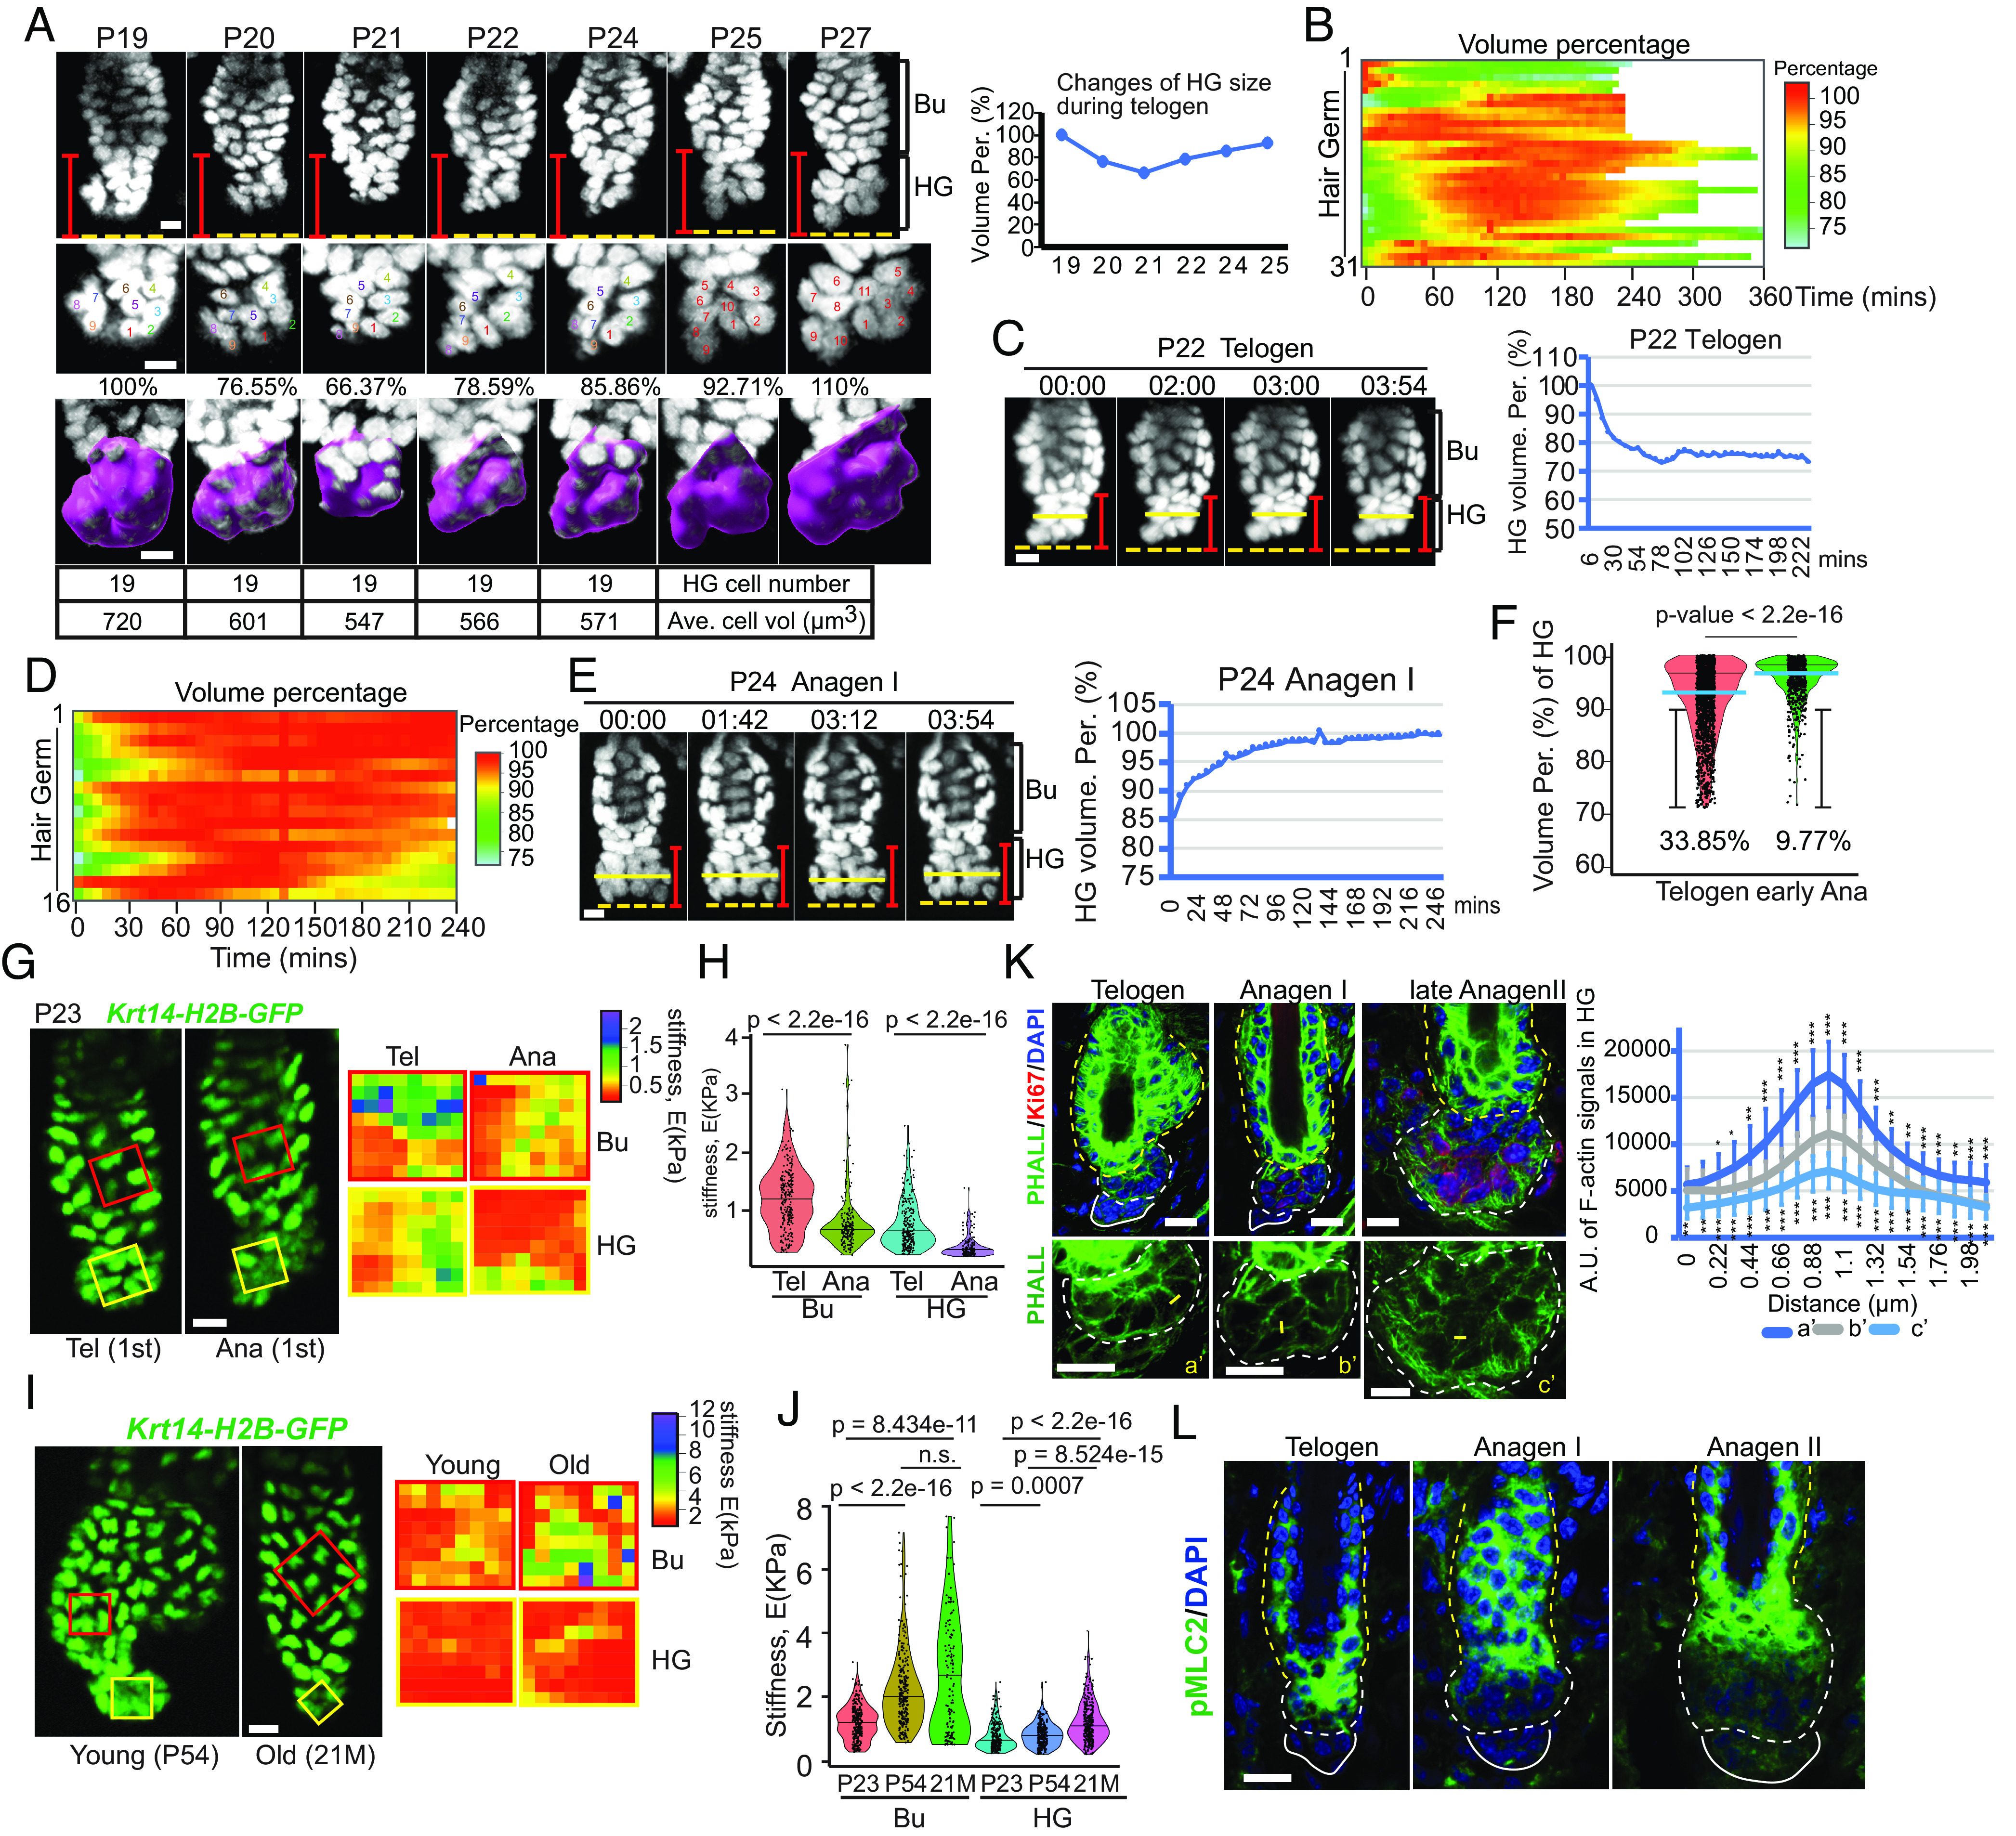
HF-SC compartment is mechanically active and exhibits differential mechanical stiffness and actomyosin contractility during activation. (*A*) Hair germ (HG) showed dynamic volume change in late catagen and telogen in the absence of cell division. Bu, bulge; HG, hair germ. Purple surfaces indicate HG areas used for quantification in Imaris. Totally 65 hair follicles from four animals were tracked. (*B*) HGs in telogen showed pulsatile contraction and enlargement. A total of 31 hair follicles from nine animals were used to calculate volume changes over 4 to 6 h. (*C*) An example of HG undergoing continuous contraction (*Left*) with quantification (*Right*) over 4 h in telogen. (*D*) HGs in early anagen with reduced contraction, compared to HGs in telogen. For quantification, 16 hair follicles from five animals were recorded. (*E*) An example of HG undergoing continuous enlargement (*Left*) with quantification (*Right*) over 4 h in early anagen without cell division. (*F*) HGs in early anagen showed reduced contraction, compared with those in telogen. The light blue lines represent median (med), and black lines in the violin plot represent the third quarter of all time points. (*G*) Stiffness of the bulge and HG in first telogen and anagen was measured ex vivo by atomic force microscopy (AFM). Force maps (with 64 measured points) of the bulge and HG are shown in the *Right* panel. (*H*) Quantification of stiffness (Young’s modulus) of bulge and HG in first telogen and anagen. Four hair follicles from two animals in telogen and anagen, respectively, were measured. For each area, 64 points were measured. In telogen, Bu mean = 1,196 ± 534 Pa, HG mean = 747.3 ± 414.3 Pa; in anagen, Bu mean = 798.3 ± 530.7 Pa, HG mean =374.9 ± 183 Pa. *P* values were determined by the Mann–Whitney *U* test. Number following the ± sign shows SD. (*I*) Stiffness of the bulge and HG in young and old back skin was measured ex vivo by AFM. (*J*) Quantification of stiffness (Young’s modulus) of bulge and HG in first telogen (P23), young (P54) and old back skin (26 mo old). Five hair follicles from two young animals and old animals were measured. For each area, 64 points were measured. For young hair follicles, Bu mean = 2240.1 ± 1251.1 Pa, HG mean = 824.2 ± 368.0 Pa. For old hair follicles, Bu mean = 2620.9 ± 1,868.0 Pa, HG mean = 1207.2 ± 625.2 Pa. *P* values were determined by the Mann–Whitney *U* test. Number following the ± sign shows SD. (*K*) Cortical F-actin signals were reduced, and cortical cytoskeletons were rearranged during the activation of hair growth. For quantification, mean and SD were shown from over 10 line-quantification values (*Right*). (*L*) pMLC2 signals were reduced in HG cells in early anagen, compared to telogen. Scale bar, 10 μm in A, C, E, G, I, K, and L. *P* values in F and K were determined by Student’s *t*-test. In *C* and *E*, the red line indicates the height of the hair germ (distance from the bottom of the bulge to the bottom of the hair germ) from the starting point. The yellow solid line indicates the width of the hair germ from the starting point. The yellow dash line indicates the position of the bottom of the hair germ from the starting point.

To determine the temporal dynamics of cell size changes in HF-SCs and HGs, we next performed intravital time-lapse imaging to quantify the relative size of telogen HFs. We recorded 31 HFs from nine animals every 6 min over 4 to 6 h, resulting in a total of 1,560 time points during telogen. Our results show that while the bulge HF-SCs remained largely unchanged, the HGs were dynamic. We designated the largest volume during observation as 100% and calculated the relative volume at each time point for comparison between HGs. We observed three types of HG activities—2 out of 31 (6.5%) continuously enlarged, 25 out of 31 (80.6%) dynamically enlarged and contracted, and 4 out of 31 (12.9%) contracted continuously (Fig. 1*B* and *SI Appendix*, Fig. S2*A*). For instance, one HG continuously contracted and reduced the volume by ~25% over 4 h during the first telogen at P22 (Fig. 1*C* and Movie S1). In contrast, the width and length of the bulge of the same HF remained constant (*SI Appendix*, Fig. S2*B*), and the relative position of one randomly selected cell to its two neighbors within the bulge remained unchanged (*SI Appendix*, Fig. S2*C*). Another HG enlarged and contracted intermittently in a 6-h span (Movie S2). The substantial contraction of HG during telogen was further confirmed when we visualized the adherens junction (AJ) on the cell membrane using an *E-cad-CFP* knock-in mouse (*SI Appendix*, Fig. S2*D* and Movie S3).

We next examined the dynamics of HG cells during the telogen-to-anagen transition when a new round of hair growth and cell cycle reentry were initiated. In early anagen, cell division was expected to increase the number of HG cells to fuel hair growth. Indeed, we observed cell division events and used them to mark the beginning of anagen (*SI Appendix*, Fig. S2 *E* and *F*). Infrequent cell divisions were observed in early anagen, such that there was no more than one cell division in a single HG over the time span of 4 to 6 h. Interestingly, cell division did not lead to significant increases in HG size (*SI Appendix*, Fig. S2*F*), consistent with experimental observations that cell division resulting from a larger cell gives rise to two smaller cells (12, 17). Overall, we found that HGs contracted less during early anagen than during telogen. Specifically, in 16 HFs from 5 mice, 25% of HGs exhibited continuous enlargement (Movie S4), while only 18.8% showed substantial (>10%) contraction (Fig. 1 *D* and *E* and *SI Appendix*, Fig. S2*G*). Similar to the telogen bulge, the bulge HF-SCs during the transition still remained largely unchanged (*SI Appendix*, Fig. S2 *H* and *I*). Quantification of the relative size of all HGs across 2,215 imaging time points (1,560 time points in telogen and 655 time points in anagen) revealed significantly reduced HG contraction in early anagen (9.77% of all HGs were smaller than 90% of the largest volume) compared to telogen (33.85% of all HGs were smaller than 90% of the largest volume) (Fig. 1*F*). Collectively, these intravital imaging data reveal that HG progenitor regions have different cell size dynamics in vivo compared to quiescent bulge HF-SCs. The quiescent bulge resists cell size changes, whereas HGs constantly change cell sizes during both quiescence and activation.

Cell size homeostasis has been linked to cell growth and global protein degradation in previous studies (12, 18–20). However, the differential size change observed in quiescent HF-SC and HG cells suggested a more dynamic mechanism modulating the cell size. We hypothesized that the spatially confined deformation patterns of the bulge and HG could be attributed to different mechanical properties, such as mechanical forces and resistance to the forces. We first used atomic force microscopy (AFM) to measure the stiffness of the bulge and HG in the first adult telogen and anagen ex vivo (*SI Appendix*, Fig. S3 *A*–*C*). Surprisingly, the bulge was 60% stiffer than HGs in the first telogen (1,196 Pa vs. 747 Pa) despite their spatial proximity. The stiffness of both bulge and HGs was reduced to 798 Pa and 375 Pa, respectively, during the first anagen when HF-SCs and HGs were activated to fuel hair growth (Fig. 1 *G* and *H*). Because the first telogen is very short, typically lasting 3 to 5 d, we further measured the stiffness of the bulge and HG during the prolonged second telogen and the extended telogen in old mice. Both bulge and HGs became progressively stiffer such that the stiffness of the bulge and HG was 2,240 Pa and 824 Pa, respectively, in P54 samples and 2,620 Pa and 1,207 Pa, respectively, in 26-mo samples (Fig. 1 *I* and *J*). The mechanical architecture of the HF-SC compartment, where HF-SCs are stiffer than HG progenitors, differs from that of the epidermis, where differentiated cell layers were >4 times stiffer than the basal SC layer (7).

Next, we examined internal force generation by the bulge and HG cells. Previous studies demonstrated that the actomyosin network plays important roles in pulsed cellular activities during tissue morphogenesis, including apical constriction during gastrulation of *Drosophila melanogaster* and *Caenorhabditis elegans* (21, 22), dorsal closure (23) and germband extension (24) of *Drosophila*, and compaction of mouse embryos (25). We quantified filamentous actin (F-actin) in both bulge HF-SCs and HG cells during telogen and the telogen-to-anagen transition. We used Ki67 staining to mark the onset of anagen as an indicator of an active cell cycle. In telogen, HF-SCs located in the bulge had very strong F-actin signals with robust stress fibers across the cells. During early anagen, actin organization transitioned from stress fibers to more cortical organization (Fig. 1*K*). In contrast to bulge HF-SCs, HG cells exhibited weaker F-actin signals characterized by cortical organization. However, F-actin bundles in HG cells were also rearranged during the activation of anagen hair growth. In telogen, cortical F-actin had stronger signals and was evenly distributed underneath the plasma membrane. At the onset of anagen (anagen I), as Ki67-positive (Ki67+) cells appeared in the HG, F-actin signals became weaker and more diffuse. As the hair cycle progressed to anagen II and more HG cells became Ki67+, HG cells exhibited more diffuse and weaker cortical F-actin signals than their telogen counterparts (Fig. 1*K*). Consistent with these patterns of F-actin, phosphorylated myosin light chain 2 (pMLC2), a well-established effector for actomyosin contractility, was strong in both the bulge and HG during telogen, but its intensity was reduced in HGs during early anagen (Fig. 1*L*).

We next investigated how actomyosin contractility is translated into biochemical signals that activate cell cycle reentry in HG cells. To this end, we examined the correlation between F-actin signal strength and nuclear YAP, a mechanosensitive indicator and signal transducer (5, 26, 27), during telogen and early anagen. YAP signals were weak and diffuse in the cytoplasm during telogen (*SI Appendix*, Fig. S4*A*). However, YAP accumulated in the nuclei of a few HG cells when transitioning into early anagen (*SI Appendix*, Fig. S4*B*), and the nuclear accumulation spread to nearly all HG cells by late anagen II (*SI Appendix*, Fig. S4*C*). Coquantification of cortical F-actin and nuclear YAP signals within individual cells revealed an inverse correlation between cortical actomyosin cytoskeleton and nuclear accumulation of YAP (*SI Appendix*, Fig. S4*D*). A randomized test with 1,000 resamplings indicated that the inverse correlation was highly significant (*P* < 0.001) (*Materials and Methods*). Furthermore, a combined F-actin and nuclear YAP score accurately distinguished telogen and anagen states in a mathematical model (*SI Appendix*, Fig. S4 *E* and *F*). Together, these data indicate that the weakened actomyosin contractility, correlated with nuclear YAP accumulation, initiates HG proliferation to fuel hair growth at the onset of anagen.

### miR-205 Induction Promotes Hair Regeneration.

We next examined whether the differences in actin cytoskeleton and contractile behaviors observed in bulge HF-SCs and HG cells were associated with differential gene expression. We calculated an actin-related gene expression score (*Materials and Methods*) for epithelial and dermal cell populations of the skin by analyzing single-cell RNA-seq datasets from telogen skin (16). HF-SCs located in the bulge had the highest actin score, correlating with the strongest F-actin bundle formation and high pMLC2 levels. HG progenitors had lower actin scores than that of HF-SCs (Fig. 2*A*), consistent with the weaker actomyosin network in the HG. Interestingly, two basal populations of the interfollicular epidermis (IFE), commonly identified in scRNA-seq dataset (28), had different actin scores, indicating that different actin cytoskeleton contributes to epidermal heterogeneity. Sebaceous glands had the lowest actin score among major epithelial populations.

**Fig. 2.**
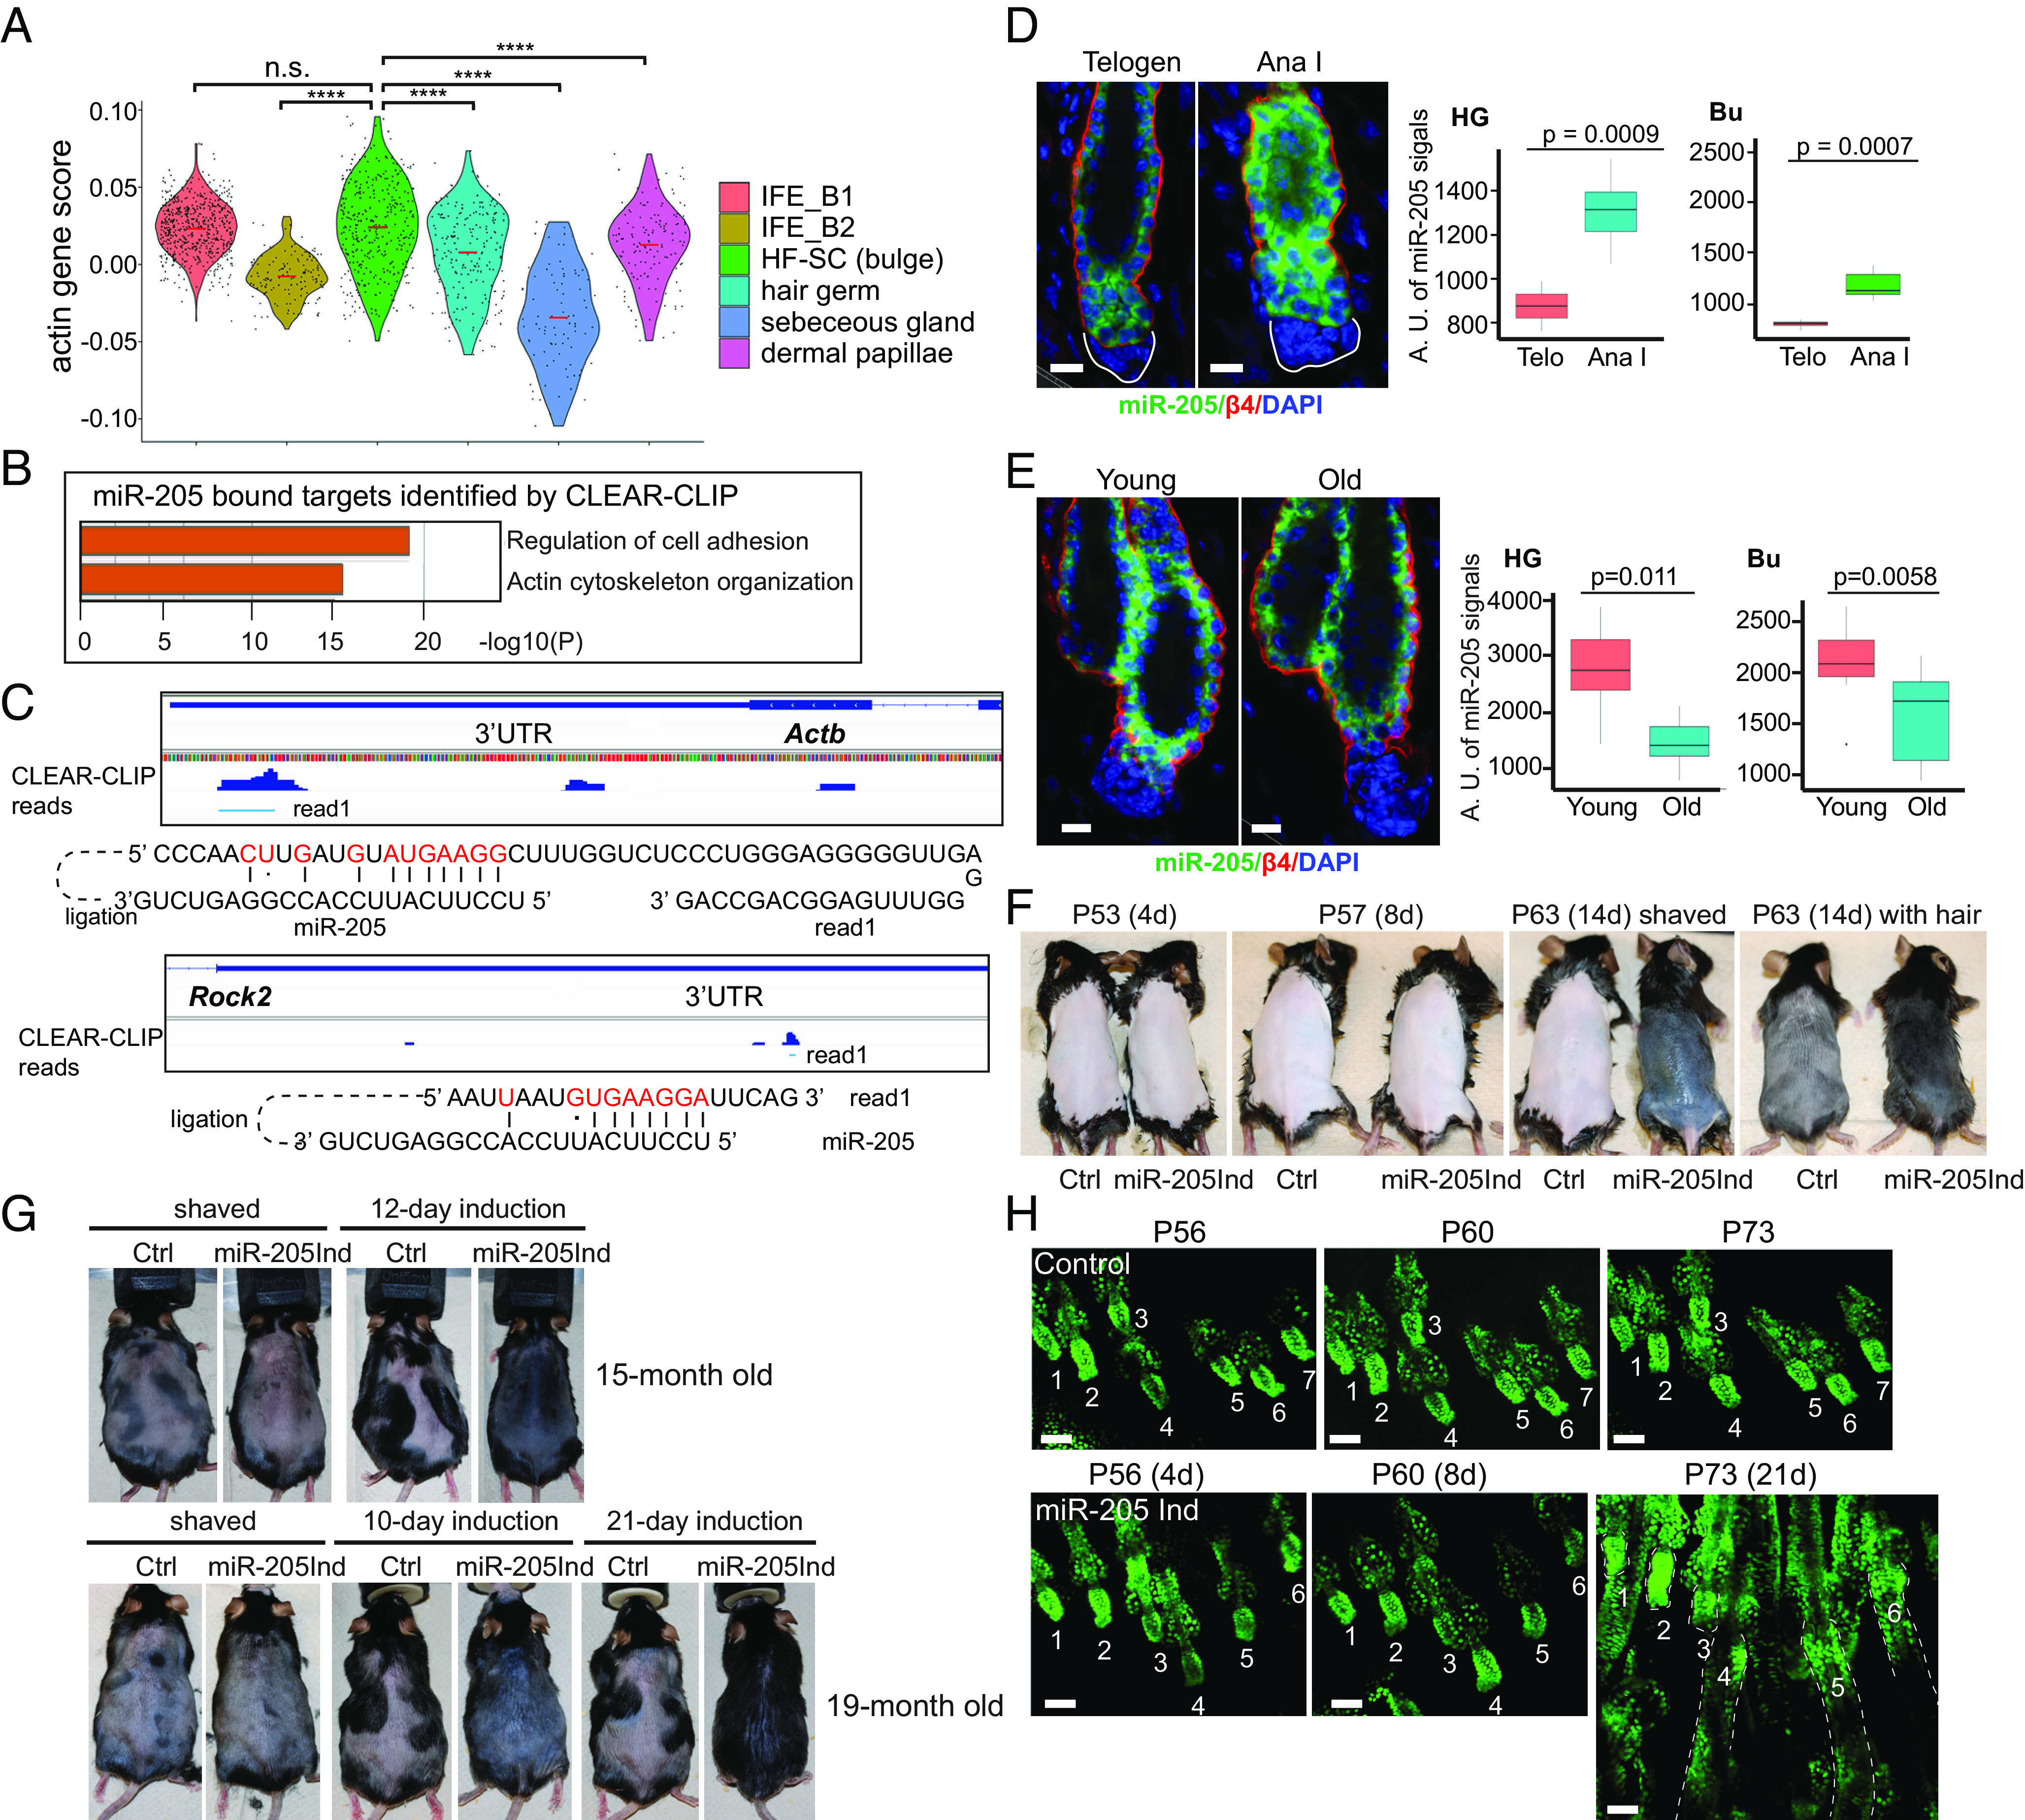
*miR-205* induction promotes hair regeneration in young and old mice. (*A*) Epithelial and dermal cell populations from telogen skin had different actin gene expression scores. ****P < 0.001, n.s., not significant. IFE_B: interfollicular epidermis basal cell; HF-SC: hair follicle stem cells. (*B*) *miR-205* bound targets were enriched in components and regulators of the actin cytoskeleton and cell adhesion, determined by CLEAR-CLIP. (*C*) Binding of *miR-205* to target sites in the 3′UTR of *Actb* and *ROCK2* was captured by CLEAR-CLIP. Base-pairing between *miR-205* and targeted sites, marked by red font, is shown. (*D*) In the bulge and HG, the expression of *miR-205* was elevated by ~50% from telogen to the initiation of anagen in the bulge and HG, detected by fluorescent in situ hybridization. Quantification for HG and Bu is shown in the right panel. For quantification, 4 telogen and 6 anagen hair follicles were used. (*E*) The expression of *miR-205* was decreased by ~50% between young and old telogen HG and ~ 20% between young and old bulge, detected by fluorescence in situ hybridization. Quantification for HG and bulge is shown in the *Right* panel. Six young hair germs and 10 old hair germs as well as 14 young and 13 old bulges were used for quantification. (*F*) *miR-205* promoted hair growth in second telogen, starting induction at P49. Of note, eight pairs, three pairs, and seven pairs of animals were used for 4-d, 8-d, and 14-d induction phenotypical analysis, respectively. (*G*) *miR-205* promoted hair regeneration in old mice (15-mo and 19-mo-old). Four pairs and three pairs of animals were used for 15-mo and 19-mo induction phenotypical analysis, respectively. (*H*) *miR-205* promoted ear hair follicle regeneration in young mice, observed with a multiphoton microscope. (Scale bar, 10 μm in *D* and *E*, 100 μm in *H*). *P* values were determined by Student’s *t*-test.

We next asked whether we can modulate actomyosin cytoskeleton and force generation by perturbing the expression of actin regulators. We turned to miRNAs, which are known to posttranscriptionally down-regulate many genes on a relatively minor scale and in a reversible manner (29, 30). We performed genome-wide capture of miRNA targets together with their associated miRNAs, which detected individual miRNA:mRNA interactions through a direct ligation of miRNA and targeted mRNA site when they were present in the same miRNA-induced silencing complex (31). By analyzing all miRNA–mRNA targeting pairs, we found that *miR-205*, one of the most highly expressed miRNAs in epidermal stem and progenitor cells (32), targets many components and regulators of actomyosin cytoskeleton and cell adhesion. Genes involved in force generation by myosin II activation, such as kinase *Rock2*, and F-actin polymerization, such as *Actb* and *Actn4,* as well as AJ components and force transducers, such as *Ctnna1* (encoding α-catenin), were broadly targeted by this miRNA (Fig. 2 *B* and *C* and *SI Appendix*, Fig. S5 *A* and *B*). Notably, *miR-205* also directly bound to *Piezo1*, a mechanosensitive calcium channel gene, at an evolutionarily conserved site in the 3′UTR (*SI Appendix*, Fig. S5*B*).

We next examined the expression and regulation of *miR-205.* The expression of *miR-205*, determined by quantitative fluorescent in situ hybridization, was elevated by ~50% from telogen to the initiation of anagen in the bulge and HG (Fig. 2*D*). Furthermore, *miR-205* was down-regulated both in the bulge and HG in old mice (Fig. 2*E*). *miR-205* is transcriptionally regulated by ΔNp63 through three enhancers (*SI Appendix*, Fig. S6*A*), the master transcription factor for specifying the epithelial fate of the skin (33). Interestingly, ΔNp63 expression was low and sparse in both HF-SCs and HGs in telogen, compared to their anagen counterparts, while ΔNp63 expression was generally strong and uniform in the IFE basal cells (*SI Appendix*, Fig. S6 *B*–*D*). In old mice, ΔNp63 expression was significantly reduced in both HF-SCs and HGs, compared to young mice (*SI Appendix*, Fig. S6 *E*–*G*). Thus, decreased *miR-205* expression was correlated with reduced hair regeneration in old mice.

We next tested whether *miR-205* induction controls bulge HF-SCs and HG cells and modulates hair regeneration. We first induced *miR-205* during early telogen of the second adult hair cycle at P42 (*SI Appendix*, Fig. S7 *A* and *B*). Usually, the second telogen lasts more than 30 d from P42 to P70 (13). Here, we found that by 5 d after the initial induction (P47), the hair cycle of the dorsal skin transitioned to anagen II-III. By 7 d postinduction (P49), the hair cycle reached anagen IV accompanied by the appearance of darkened skin, caused by terminal differentiation of the melanocytes (*SI Appendix*, Fig. S7 *C* and *D*). The rapid telogen-to-anagen transition caused by *miR-205* was unusual. In comparison, in mice with genetic deletion of *Foxc1*, which is a key transcription factor (TF) governing HF-SC quiescence through the control of BMP and FGF signaling, it takes ~14 d to reach anagen III (34, 35). To further examine the potency of *miR-205* induction on promoting hair growth, we induced *miR-205* at P49, when the dorsal HFs were uniformly in refractory telogen with high BMP signaling (36). By P53, 4 d after the initial *miR-205* induction, both control and induced HFs still appeared to rest in telogen. By P57, 8 d after the initial induction, most dorsal HFs entered anagen III when HF downgrowth was readily observed. By P63 (14 d of induction), the dorsal hair coat was regenerated (Fig. 2*F* and *SI Appendix*, Fig. S7*E*). During aging, the duration of quiescent telogen gradually increases, and it often lasts >100 d in mice more than 1 y old (37). To test the efficacy of *miR-205* induction in old animals, we examined 15-mo-old and 19-mo-old mice. In all cases examined, *miR-205* induction resulted in robust and uniform hair growth typically within 14 d, judging by the appearance of darkened skin color and hair coat regeneration (Fig. 2*G*).

To track the progression of hair growth of individual HFs in live animals, we used 2-photon microscopy to monitor the same HFs (ear) in control and *miR-205-*induced animals. Although HFs in the ear were more refractory to the initiation of hair growth (38), *miR-205* induction still initiated anagen hair growth, judging by the HG morphology, within 14 d in young (~P52), middle-aged (~12-mo), or older (~15-mo) mice (Fig. 2*H* and *SI Appendix*, Fig. S7*F*). Thus, *miR-205* induction potently promotes hair regeneration regardless of the age or the inhibitory microenvironment.

### miR-205 Inhibits Actomyosin Contractility and Force Generation.

To determine the underlying mechanism of *miR-205*-mediated hair regeneration, we performed bulk RNA-seq with FACS-purified HF-SCs 2 d after the induction during the refractory telogen before any signs of cell proliferation and anagen reentry. 

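Bulge hair follicle stem cells (HF-SCs) were sorted as live, H2BGFP-high, Sca1-negative, α6-high, CD34-high cells, and RNA was sequenced from 2 control and 2 *miR-205*-induced libraries after 2 d of doxycycline, the drug that switches the transgene on. The sample labels place the mice at postnatal day 44, with doxycycline chow from day 42, and describe the control mice as untreated. The paper's methods have both groups fed doxycycline, and Fig. 3A gives postnatal day 51 for its qPCR at the same 2 d of induction. The values used here are those of the authors' deposited table, which gives for each of 24421 genes a mean normalized count over the 4 libraries, a log2 fold change of induced over control, its standard error, a Wald statistic, a p-value and an adjusted p, and holds no value for a single library. The spread between libraries therefore enters only through the standard errors of the authors' deposited table, and no test across libraries was run. A p-value was given for 17044 genes, and these were adjusted again by the Benjamini-Hochberg method over all 17044. Sequencing depth was not given as a total. Genes with 1 read in 1 library share a mean, which gives the relative depths of the libraries as 0.716 and 1.24 for the control pair and 0.966 and 1.18 for the induced pair, so that the deeper control library had 1.73 times the depth of the shallower one. The methods name the genome as NCBI37/mm10, which are different builds, and the table holds no coordinates. Places given here are on NCBIM37 with the GENCODE vM1 annotation.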

While *miR-205* was only mildly induced by ~1.8-fold (Fig. 3*A*), it caused widespread downregulation of targeted genes involved in actin cytoskeleton, cell adhesion, and junctions (Fig. 3 *B* and *C*). This result confirmed that *miR-205* down-regulated genes involved in the regulation of actin cytoskeleton upon the induction in HF-SCs in vivo, including *Actb, Actn1, Actn4, Ctnna1, Rock2,* and *Piezo1,* identified by the direct ligation of *miR-205* and targeted sites (Fig. 3*D* and Dataset S1). 

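At a recomputed adjusted p under 0.05 (Benjamini-Hochberg over all genes with a p-value), 401 genes differed, of which 325 fell and 76 rose after induction. The alternative that moved this most, an unadjusted p under 0.05 with a mean normalized count over 50, gave 994 falls and 331 rises. With the median log2 fold change of each of 20 bins of mean expression subtracted, a setting added after the values were seen, 115 genes fell and 68 rose. The CLEAR-CLIP list of bound genes in Fig. S5A names 111 genes, and 109 of them were matched to the authors' deposited table. Their median log2 fold change was -0.20, and 83.5% had a value below 0. Random lists of 109 genes matched on mean expression had a median of -0.11, since highly expressed genes as a whole fell slightly, and the median of the bound list lay at percentile 0.05 of 10000 such lists. This percentile describes these libraries and is not a test across mice. Of the bound genes, 18 passed the recomputed adjusted p under 0.05, and all 18 fell. The actin cytoskeleton part of the list had a median of -0.22, at percentile 0.29, and the cell adhesion part a median of -0.17, at percentile 5.75. The paper combines CLEAR-CLIP capture, TargetScan prediction and bulk RNA-seq of HF-SCs to identify targets (Fig. 3B). It reports that the induction widely lowered targeted genes of the actin cytoskeleton, adhesion and junctions.

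**Figure D1:**
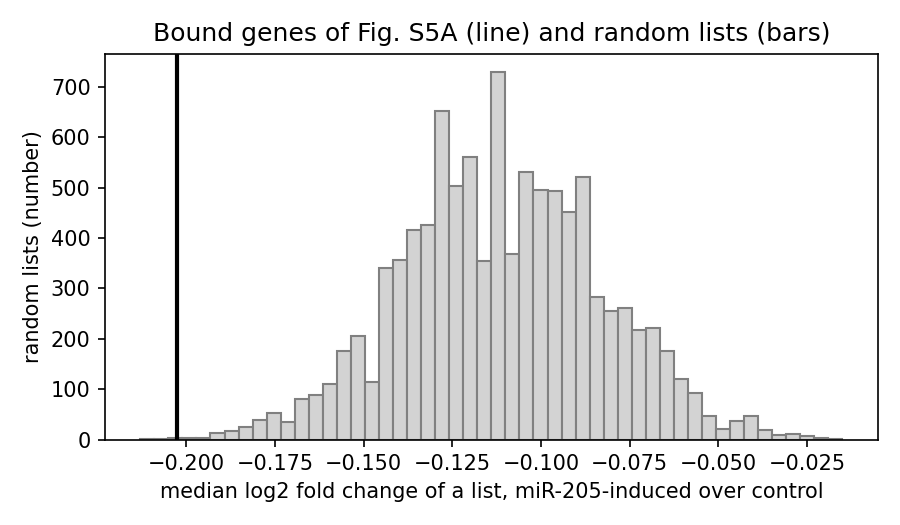
Median log2 fold change, induced over control, of the bound genes of Fig. S5A (vertical line) and of 10000 random lists matched on mean expression (bars, number of lists per bin). The line lies at -0.20, and the random lists have a median of -0.11.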

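All 15 genes named in the text or in Fig. 3D had a negative log2 fold change in the authors' deposited table, and 11 of them passed the recomputed adjusted p under 0.05. With the median log2 fold change of each of 20 bins of mean expression subtracted, a setting added after the values were seen, all 15 stayed below 0 and 2 passed, *Piezo1* and *Thbs1*. In the authors' deposited table, *Piezo1* (NCBIM37 chromosome 8, 125005598 to 125075229, listed there as *Fam38a*) had a log2 fold change of -0.83 with a standard error of 0.14, and its recomputed Benjamini-Hochberg adjusted p was 1.85e-06. A 7-base match to *miR-205* bases 2 to 8 lies in its last exon, exon 50 of 50, at 125005851 to 125005857 in the 3′UTR, within GGCACCGGGAATGAAGGAGCTGCCTCA. *Actb* (chromosome 5, 143664794 to 143668433) had a log2 fold change of -0.44 with a standard error of 0.12 in the authors' deposited table and a recomputed adjusted p of 0.014, and its 3′UTR in exon 6 of 6 holds such a match at 143664896 to 143664902, within AACTTGATGTATGAAGGCTTTGGTCTC. For *Ctnna1* the authors' deposited table gives a log2 fold change of -0.46 (standard error 0.12), with a recomputed adjusted p of 0.00724. For *Rock2* the authors' deposited table gives -0.47 (standard error 0.14), with a recomputed adjusted p of 0.0279. *Rock2* also held a 7-base match, but none was found in the 3′UTRs of *Ctnna1*, *Actn1*, *Actn4* or *Thbs1*. In *Piezo1* another match lay in exon 39 of 50, which its annotated 3′UTR also covers. *Actn1* and *Actn4* fell by less than the other 4 text targets, with a log2 fold change of -0.27 for each in the authors' deposited table, and their recomputed adjusted p values were 0.279 and 0.323. Adjusted over the list alone, all 6 text targets passed, which is not independent evidence because Fig. 3D was drawn from these libraries.

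**Figure D2:**
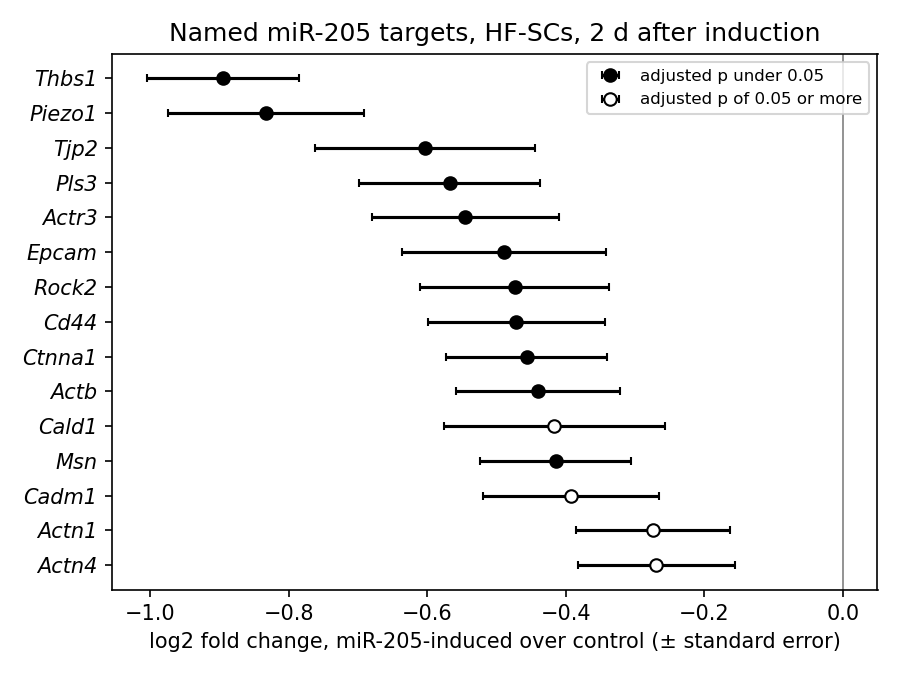
Log2 fold change, induced over control, with its standard error for the 15 named genes in the authors' deposited table. Filled circles mark the 11 genes with a recomputed adjusted p under 0.05, and every gene lies below 0.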

We next examined the impact of *miR-205* on the transcriptome of epithelial cell populations by performing scRNA-seq 4 d after the induction when HFs transition from telogen to anagen. Unchanged UMAP cell clustering between control and *miR-205-*induced samples indicated that *miR-205* induction did not globally perturb cell fate (*SI Appendix*, Fig. S8 *A*–*D*). Consistent with the bulk RNA-seq data, *miR-205* targets, including the ones involved in myosin II activation, F-actin bundle formation, and cell-junction organization, were broadly down-regulated in both HF-SCs and HGs (Fig. 3 *E* and *F* and Dataset S2). Interestingly, the actin score, a composite index of actin-related gene expression, was significantly down-regulated in the actin^hi^ IFE, HF-SCs, HGs, and SGs but not in the actin^lo^ IFE and dermal papillae in the *miR-205-*induced sample (Fig. 3*G*), confirming the broad impact of *miR-205* induction on actin cytoskeleton in the epithelial cells. In HF-SC and HG cell clusters, the most highly enriched gene groups among the down-regulated *miR-205* targets were actin cytoskeleton and cell adhesion (Fig. 3 *F* and *H*). Furthermore, genes associated with response to FGF signaling, regulation of mitotic cell cycle, and active WNT signaling were enriched among up-regulated genes in *miR-205-*induced HGs (*SI Appendix*, Fig. S8 *E* and *F*), consistent with the gene signatures detected during normal telogen-to-anagen transition (13). Together, these data indicate that *miR-205* suppresses genes associated with the actomyosin cytoskeleton and promotes anagen activation.

**Fig. 3.**
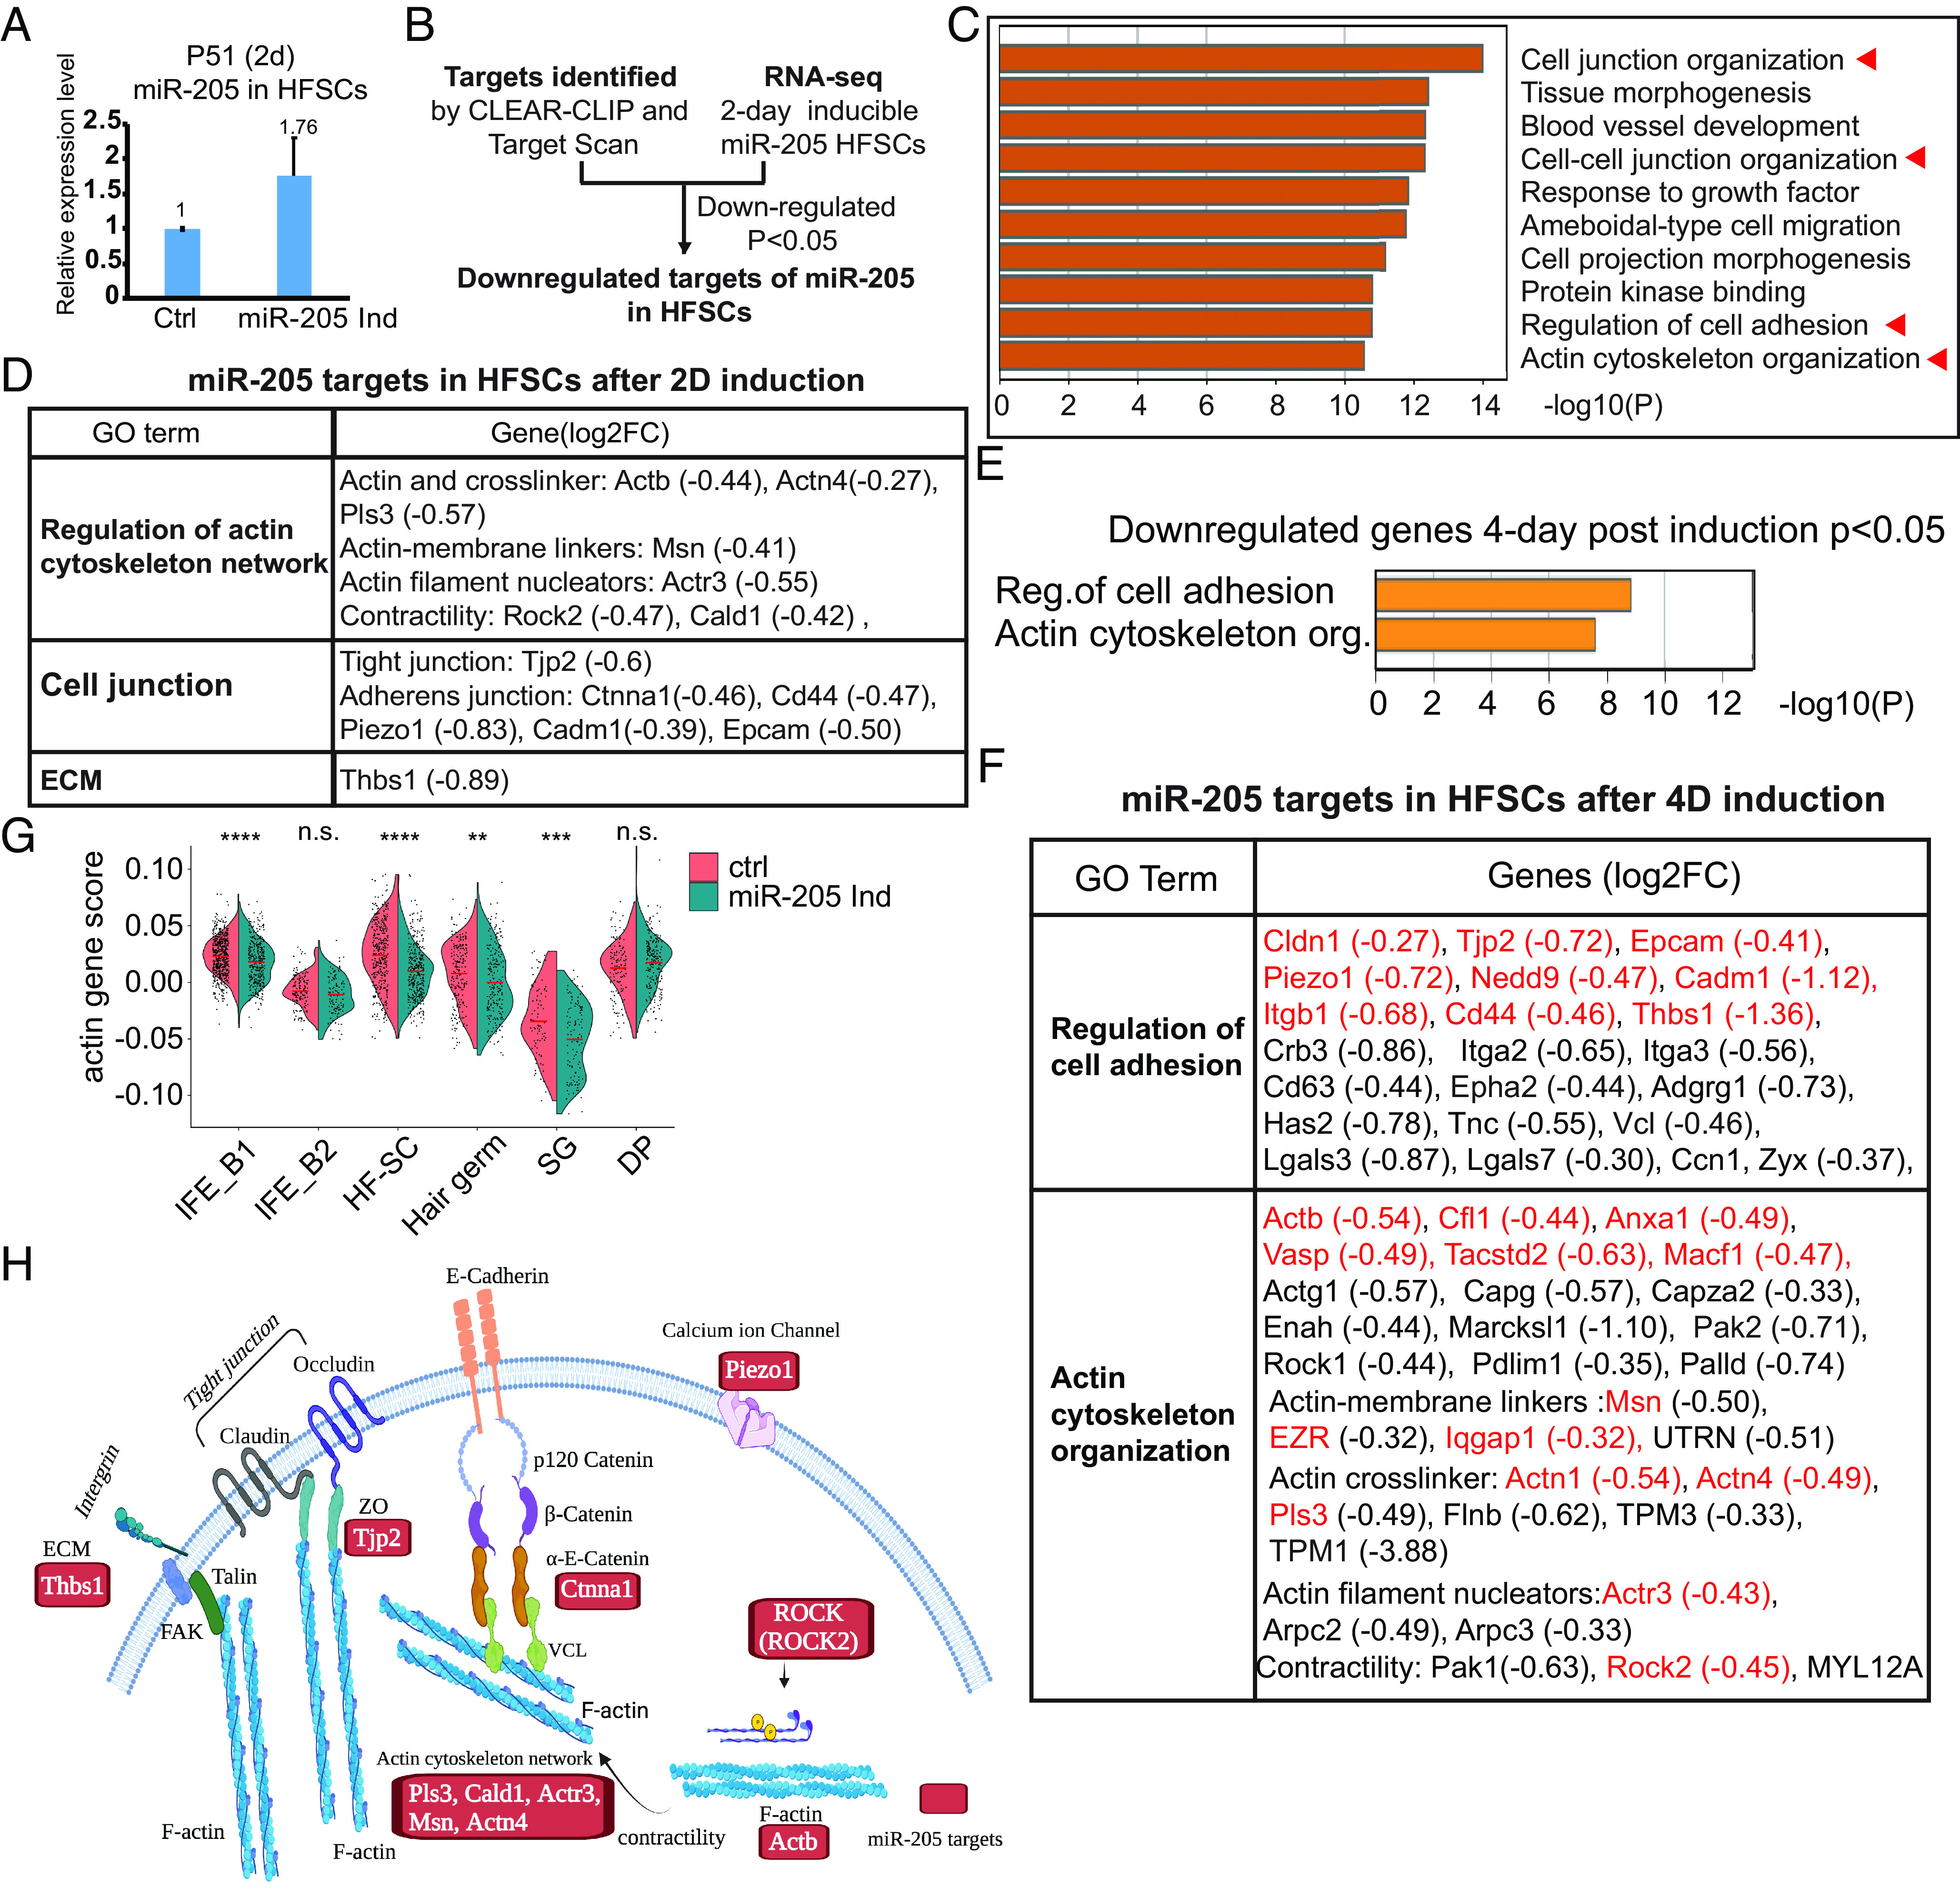
*miR-205* targets actomyosin network and cell adhesion genes. (*A*) The *miR-205* level was increased by ~1.76 fold 2 d after induction in FACS-purified HF-SCs. (*B*) Workflow of *miR-205* target identification by combining CLEAR-CLIP capture and TargetScan prediction (for target site conservation) and bulk RNA-seq in HF-SCs. (*C*) *miR-205* targets, enriched in the gene categories of cell junction and the actin cytoskeleton, are the most highly enriched gene groups among down-regulated genes in HF-SCs after 2-d induction. (*D*) *miR-205* targets, enriched in the gene categories of cell junction and the actin cytoskeleton, were broadly down-regulated in HF-SCs after 2-d induction. (*E*) Genes associated with the regulation of cell adhesion and actin cytoskeleton organization are the most highly down-regulated genes in *miR-205*-induced HF-SCs 4 d after induction. (*F*) Down-regulated genes in the categories of cell adhesion and actin cytoskeleton organization in *miR-205*-induced HF-SCs 4 d after induction. *miR-205* targeted genes are highlighted in red color. (*G*) *miR-205* reduced the actin score in the actin^hi^ basal epidermis, HF-SCs, HGs, and SGs but not in DP. (*H*) Illustration of widespread regulation of the actomyosin network, multiple cell adhesion machinery, including the adherens junction, tight junction, and integrin, as well as *Piezo-1* by *miR-205*. Experimentally identified *miR-205* targets are highlighted in red color.

We next examined how elevated *miR-205* expression regulates actomyosin contractility and mechanical property of the cells by using primary keratinocyte isolated from the inducible model. Consistent with in vivo induction, *miR-205* levels were induced by ~75% 24-h postinduction (*SI Appendix*, Fig. S9*A*). Importantly, induction of *miR-205* reduced cortical F-actin bundle formation without changing the levels of E-Cad, which is not a target (Fig. 4*A*). Phosphorylated myosin light chain 2 (pMLC2), an indicator for actomyosin contractility and regulated by ROCK2 (39–41), was reduced by ~40% in *miR-205-*induced keratinocytes (Fig. 4*B*). Furthermore, whereas the levels of α-catenin (*Ctnna1)*, which is a target of *miR-205,* were mildly reduced (~20%) by *miR-205* as expected, α18 signals were reduced more strongly by ~40% (Fig. 4*C*), reflecting the reduction of mechanical forces on a-catenin.

**Fig. 4.**
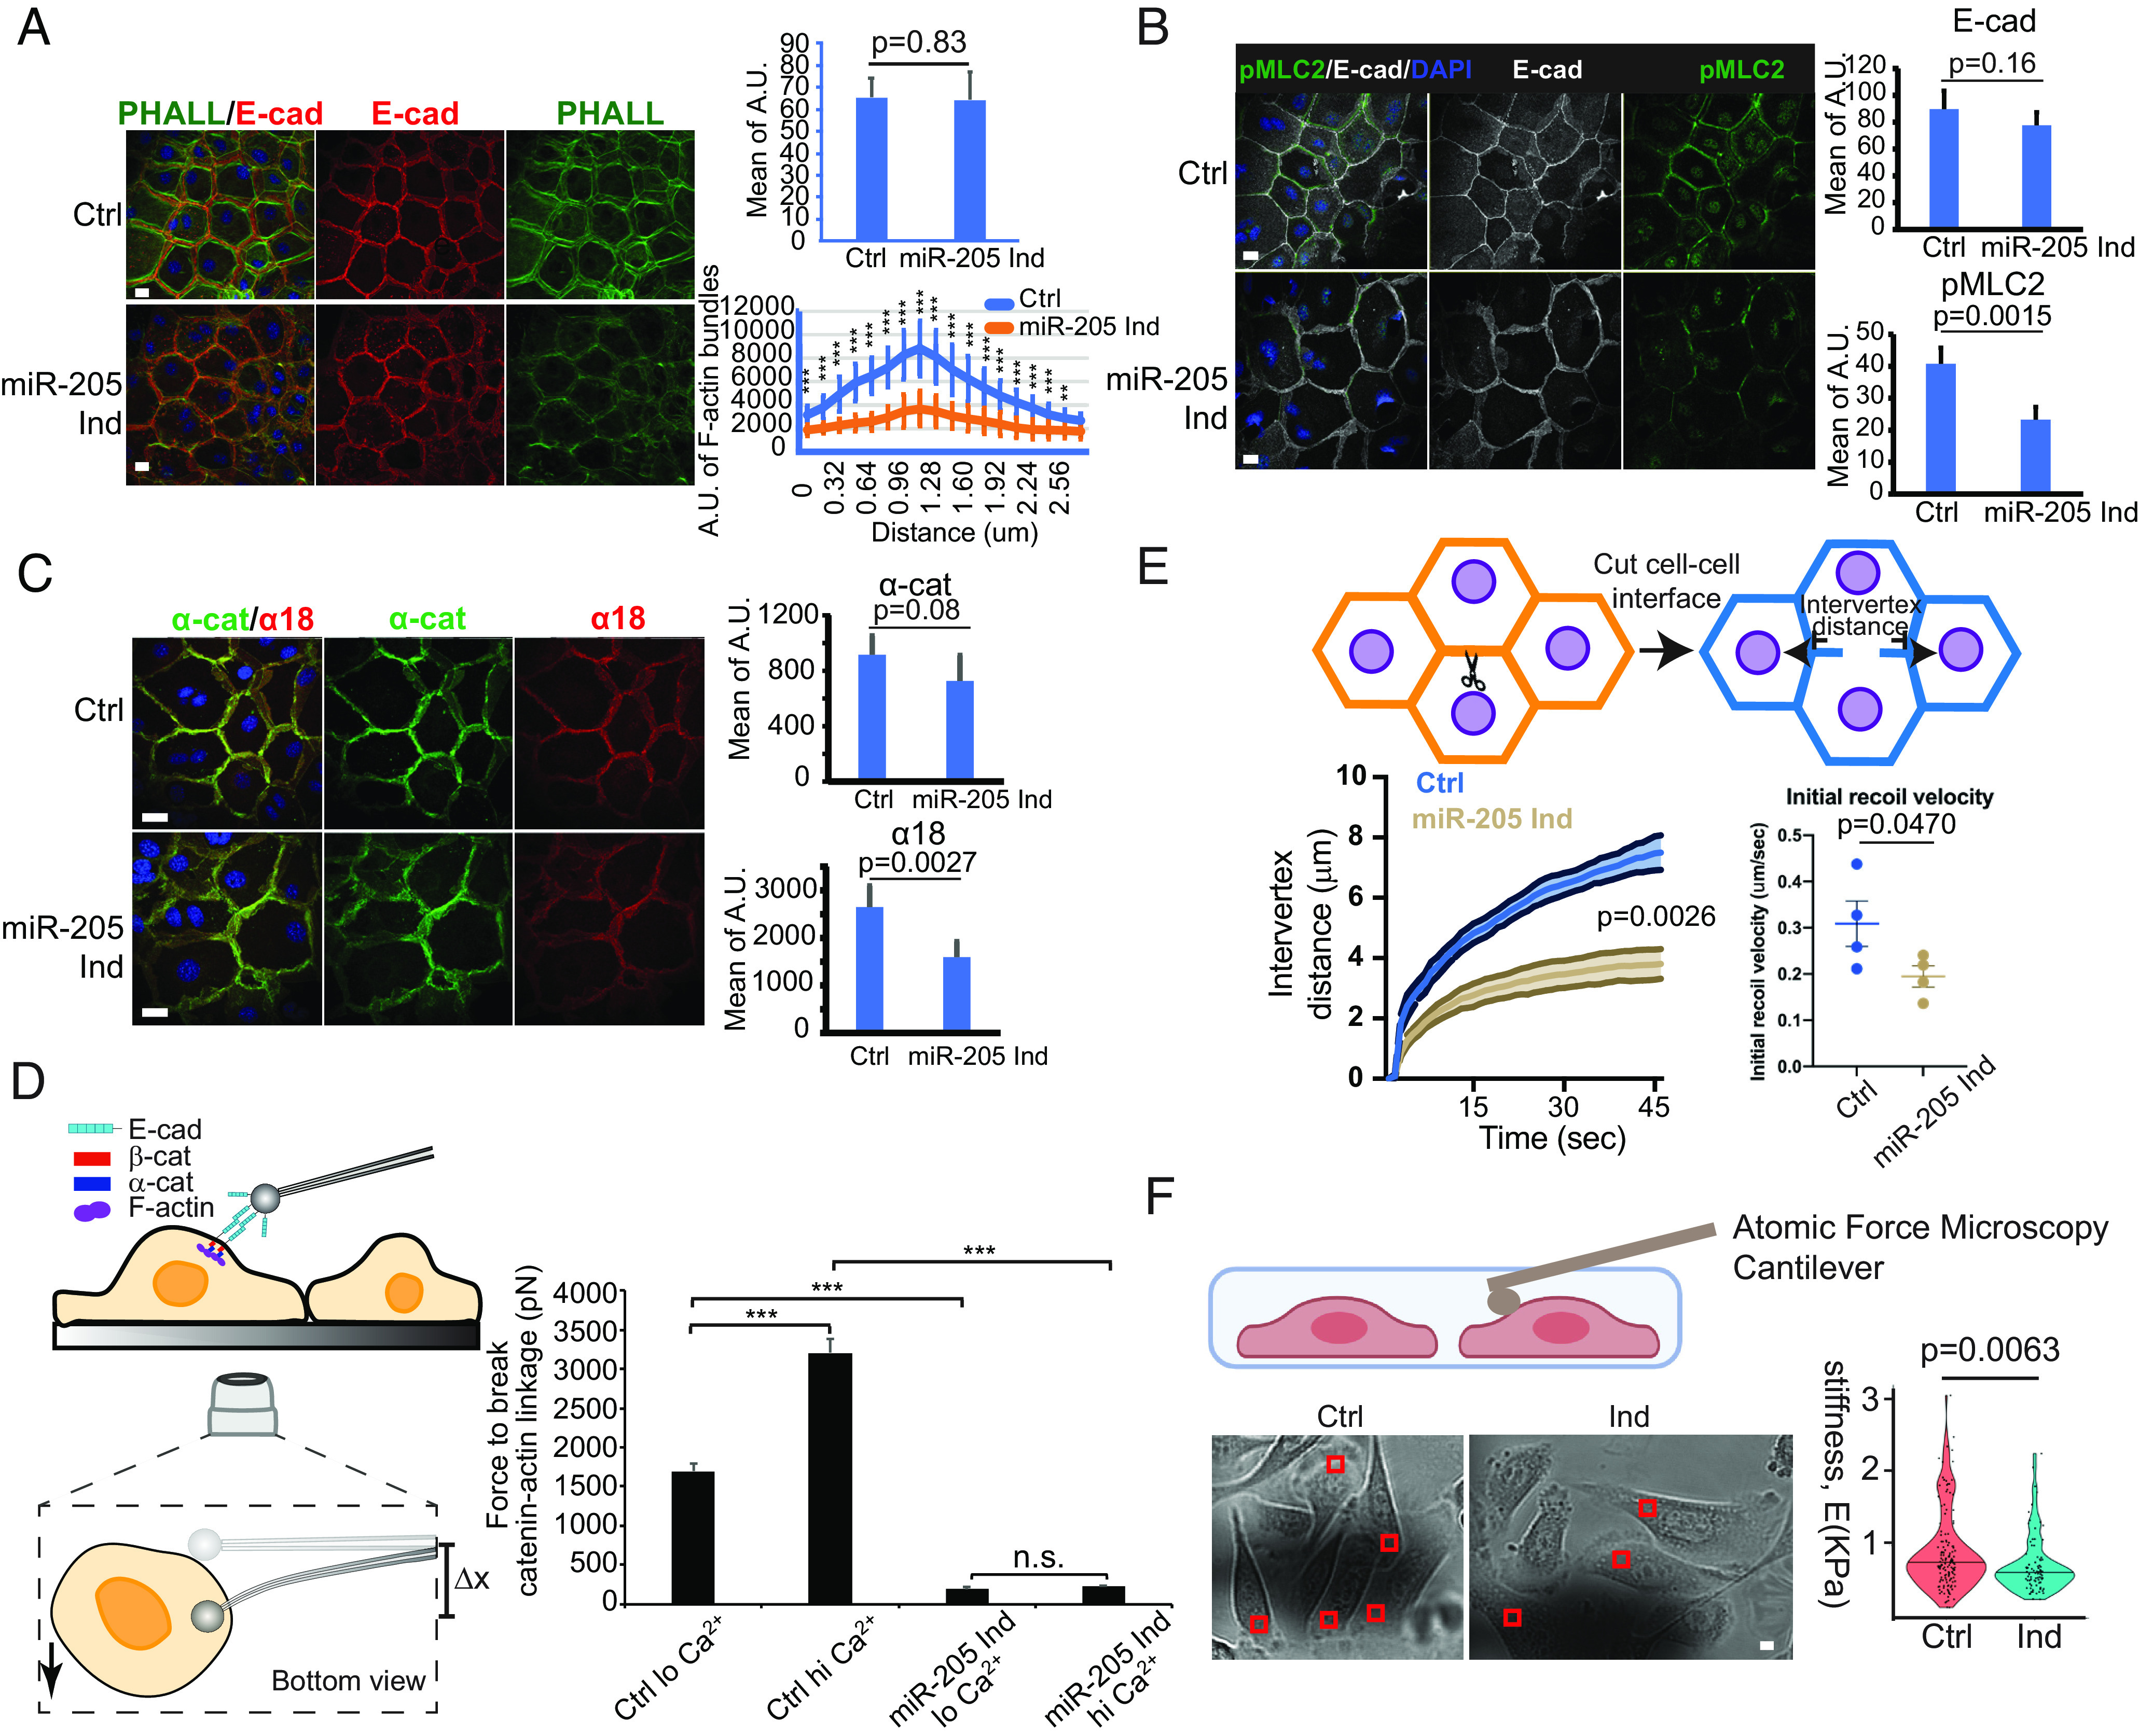
*miR-205* inhibits actomyosin contractility and force generation and reduces cell stiffness. (*A*) *miR-205* reduced cortical F-actin bundle formation but not E-cadherin membrane localization. For E-cadherin and PHALL data, 9 control and 15 *miR-205* induction images were used for quantification (*Right*). F-actin bundle data (*Lower Right*) were mean and SD from over 10 line-quantification values. (Scale bar, 20 μm). **P < 0.01, ***P < 0.001, ****P < 0.0001 determined by Student’s *t*-test. (*B*) *miR-205* reduced pMLC2 levels in keratinocytes. Three control and 6 *miR-205* induction images were used for quantification (*Right*). *P* values were determined by Student’s *t*-test. (Scale bar, 20 μm). (*C*) *miR-205* reduced actomyosin forces on α-catenin (reflected by α18 signals). Seven control and 4 *miR-205*-induced images were used for quantification (*Right*). *P* values were determined by Student’s *t*-test. (Scale bar, 10 μm.) (*D*) *miR-205* reduced the mechanical forces generated by the AJs and the underlying actomyosin networks in keratinocytes with and without calcium-induced differentiation. ***P < 0.001 determined by Student’s *t*-test. (*E*) *miR-205* decreased cell membrane tension. For the initial recoil velocity assay, the *P* value was determined by the paired *t*-test. For intervertex distance measurement, the *P* value was determined by two-way ANOVA. Both graphs showed the average of four independent experiments with the error bars as SEM. (*F*) *miR-205* reduced stiffness of culture cells. A total of 20 control cells from 2 plates and 23 *miR-205* inducible cells from 2 plates were used for quantification. Control cells, mean = 910.6 ± 542.8 Pa; cells after *miR-205* induction, mean = 734.4 ± 395.4691Pa. *P* values were determined by the Mann–Whitney *U* test. Number following the ± sign shows SD (Scale bar, 10 μm).

To investigate the effect of *miR-205*-mediated regulation on mechanical forces generated by the AJ and the actomyosin cytoskeleton, we conducted an E-cad microbead displacement experiment (6) to quantify the forces required to break the interaction between AJs and the underlying actomyosin network. In low Ca^2+^–cultured keratinocytes, control cells required ~1,700 pN of force to break the AJ–actin linkage, whereas the breaking forces were elevated to ~3,300 pN in high Ca^2+^–cultured, differentiated keratinocytes due to the increased bond between the AJ and the actin cytoskeleton upon Ca^2+^ stimulation (Fig. 4*D*). Strikingly, *miR-205* induction reduced the mechanical forces required to break the AJ–actin linkage by ~10-fold, regardless of the Ca^2+^ concentration in the media (Fig. 4*D*). Notably, genetic deletion of *VCL*, a key connector of AJs to the actin cytoskeleton, reduced the mechanical forces only by ~two fold in the same assay (6). In mice, genetic deletion of *VCL* significantly reduced F-actin and α18 signals and caused widespread cell cycle reentry of both HF-SCs and HGs (*SI Appendix*, Fig. S9 *B* and *C*), directly linking AJ-mediated force generation to the control of cell cycle reentry. Collectively, these results demonstrate that *miR-205* substantially reduces the AJ–actin force generation by cotargeting myosin II activation, F-actin bundle formation, and AJ components.

Next, we asked whether *miR-205* induction also perturbed the tension on the plasma membrane because actomyosin contractility could affect mechanical property on the cell surface. Using a laser ablation and recoil assay (42, 43), we observed that the intervertex distance decreased by ~50% within 45 s after the laser ablation, and the initial recoil velocity decreased by ~33% (Fig. 4*E*). To further corroborate these findings, we used AFM to measure the stiffness of the cell surface upon *miR-205* induction. Interestingly, the stiffness of the cell surface was reduced from 910 Pa in control cells to 734 Pa in *miR-205*-induced cells. Together, these data demonstrate that *miR-205* induction reduces mechanical forces generated by the AJs and actomyosin contractility at the cortex as well as decreases the stiffness and membrane tension of the cell surface.

### Mechanism of miR-205-Mediated Hair Regeneration.

Having established the role of *miR-205* in modulating actomyosin contractility and membrane tension in vitro, we examined cellular responses to *miR-205* induction in vivo. The appearance of Ki67+ cells in the HG marks the onset of anagen initiation. In *miR-205-*induced skin, Ki67+ HG cells began to emerge sporadically 4 d after the initial induction (P49-P53), and ~20% of HFs contained Ki67+ HG cells. By 5 d after the induction, however, nearly 100% of HFs contained Ki67+ HG cells (Fig. 5 *A* and *B*). These data were consistent with our transcriptome analysis for the effect of *miR-205* induction. Indeed, cortical F-actin bundles were reduced in HG cells 4 d after the induction (Fig. 5 *C*, *Left*). By 5 d after the induction, cortical F-actin signals were further weakened and became diffuse with clear signs of cell number increase in the HG (Fig. 5 *C*, *Right*), reflecting cell cycle reentry. Consistent with these morphological changes in actomyosin networks, mechanical properties of HG cells also changed, indicated by reduced pMLC2 signals in the HG (Fig. 5*D*) and reduced (~40%) and punctate α18 signals that reflect weakened actomyosin forces on a-catenin (Fig. 5*E*). The reduced α18 signals in *miR-205*-induced HGs were similar to those of the normal telogen-to-anagen transition, observed in control mice (*SI Appendix*, Fig. S9*D*). Accompanying these changes, YAP protein began to accumulate in the nuclei of not only HG cells but also bulge HF-SCs 4 d after *miR-205* induction (Fig. 5*F*). Furthermore, modeling of cortical F-actin and nuclear YAP signals obtained from *miR-205-*induced samples revealed that *miR-205* induction promoted the transition of HG cells from the quiescent telogen state to the activated anagen state (*SI Appendix*, Fig. S9 *E* and *F*). In addition to the changes in actin cytoskeleton, *miR-205* induction was also correlated with reduced stiffness of both the bulge and HG compartments in both young and old samples, determined by AFM ex vivo (Fig. 5 *G*–*J*). In P54 samples, bulge stiffness was reduced from 2,240 Pa to 2,030 Pa, and HG stiffness was reduced from 824 Pa to 505 Pa (Fig. 5 *G* and *H*). Interestingly, the stiffness of the bulge (2,620 Pa) and HG (1,207 Pa) in 21- to 22-mo-old mice was reduced to the levels usually found in young mice (bulge, 2,335 Pa; HG, 887 Pa) upon *miR-205* induction (Fig. 5 *I* and *J*).

**Fig. 5.**
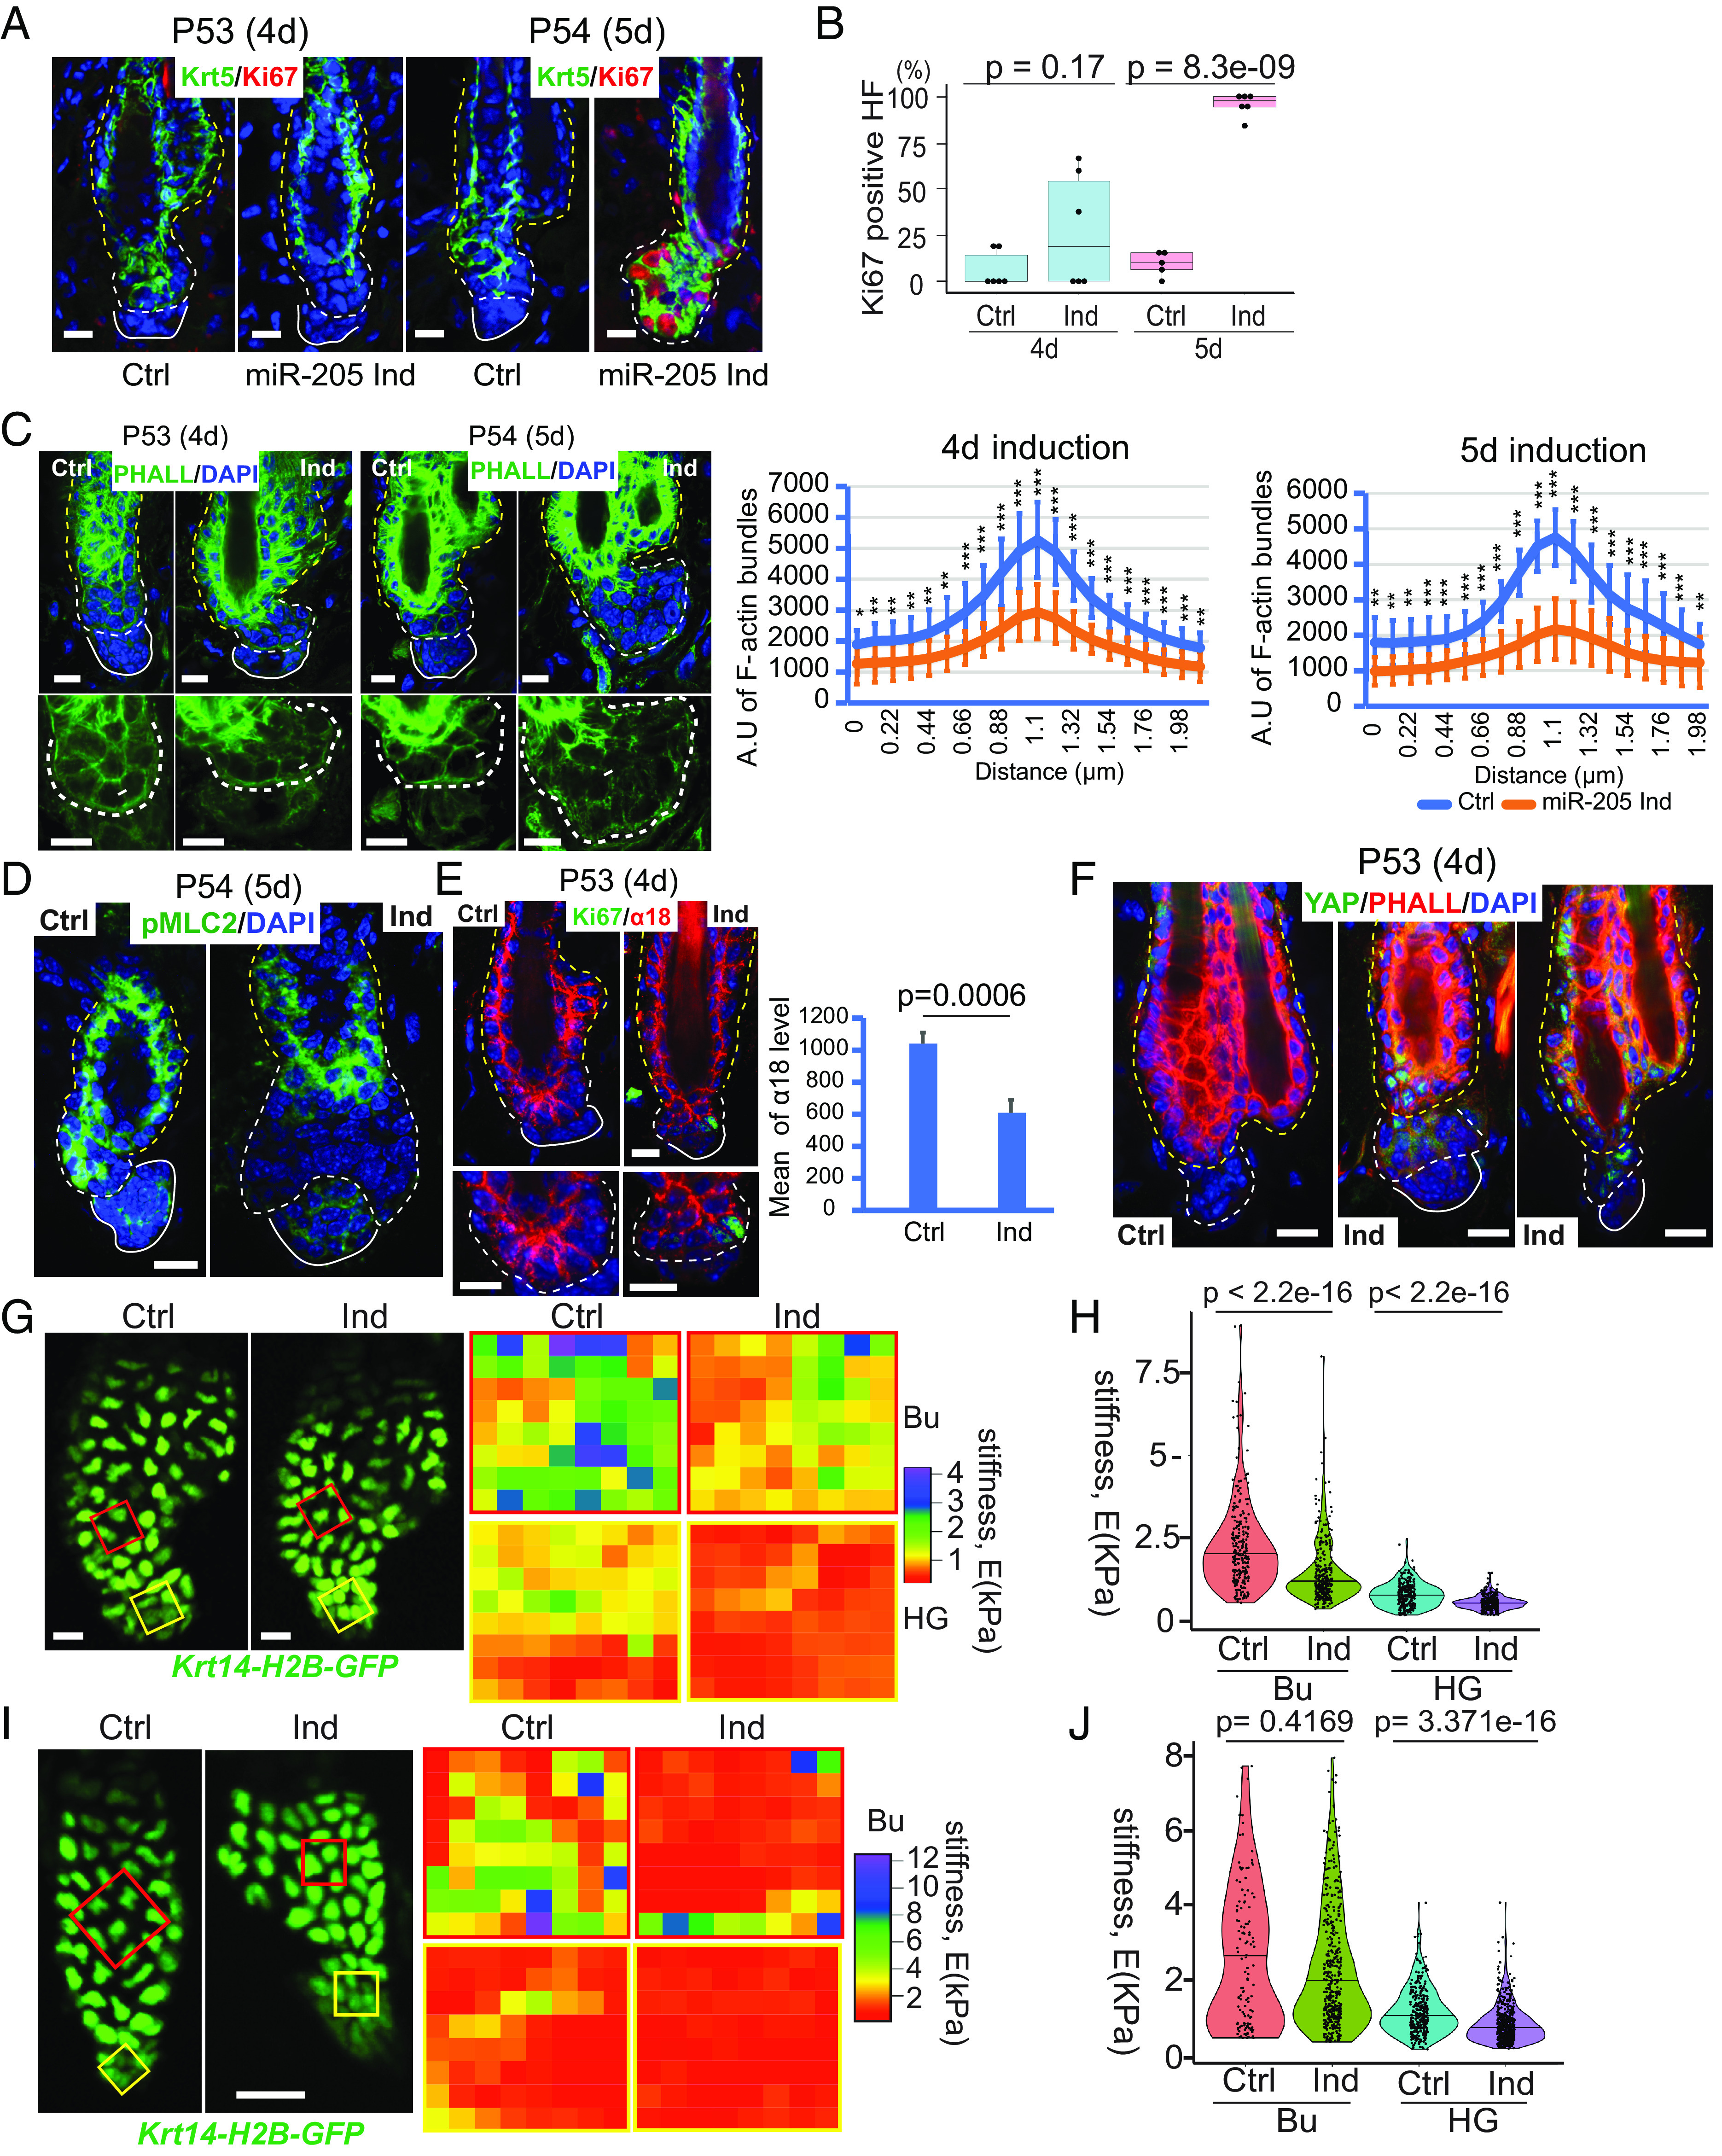
*miR-205* modulates mechanical stiffness and actomyosin contractility of HF-SC compartment. (*A*) *miR-205* promoted Ki67 accumulation 4 to 5 d after induction. (*B*) The percentages of Ki67+ HFs were quantified after 4-d and 5-d induction. A total of 71 control HFs and 57 *miR-205*-induced HFs from six pairs of animals for 4-d induction, 61 control HFs from five animals, and 145 *miR-205*-induced HFs from six animals for 5-d induction, respectively, were used. *P* values were determined by Student’s *t*-test. (*C*) *miR-205* reduced cortical F-actin levels and modulated the actomyosin network after 4-d and 5-d induction. F-actin bundle data (*Right*) were mean and SD from over 10 line-quantification values. (*D*) *miR-205* reduced pMLC2 levels in HG cells after 5-d induction. (*E*) *miR-205* reduced actomyosin forces on a-catenin (reflected by α18 signals). Seven control and 4 *miR-205*-induced images were used for quantification (*Right*). *P* values were determined by Student’s *t*-test. (*F*) *miR-205* remodeled the actomyosin cytoskeleton and resulted in nuclear YAP accumulation in both HF-SCs and HG cells after 4-d induction. (*G*) *miR-205* reduced the stiffness of both the bulge and HG compartments after 5-d induction in young mice, determined by AFM ex vivo. (*H*) The stiffness of both the bulge and HG compartments was reduced in *miR-205*-induced young hair follicles. Bu in control skin, mean = 2240.1 ± 1251.1 Pa; Bu in miR-205 samples, mean = 2030.8 ± 1570.6 Pa. HG in control samples, mean = 824.2 ± 368.0 Pa; HG in miR-205 skin, mean = 505.7 ± 244.6 Pa. (*I*) *miR-205* reduced the stiffness of both the bulge and HG compartments after 7-d induction in old mice, determined by AFM ex vivo. (*J*) The stiffness of both the bulge and HG compartments was reduced in *miR-205*-induced hair follicles in old mice. Four control and 5 *miR-205* inducible hair follicles from two pairs of animals were used for quantification. Bu in control skin, mean = 2620.9 ± 1,868.0 Pa; Bu in miR-205 samples, mean = 2335.6 ± 1,603.0 Pa. HG in control samples, mean = 1207.2 ± 625.2 Pa; HG in miR-205 skin, mean = 886.9 ± 501.9 Pa. *P* values were determined by the Mann–Whitney *U* test. Number following the ± sign shows SD (Scale bar, 10 μm in *A*, *C*, *E*, *F*, *G*, and *I*, 15 μm in *D*).

Because *miR-205* reduced actomyosin contractility in the bulge and HG, we next asked whether *miR-205* changes contractile behaviors and cell size dynamics of HGs in live animals. During the second, prolonged telogen, time-lapse live imaging revealed the same enlargement and contraction activities of quiescent HGs. In 21 HFs from 7 mice, 19 (90.5%) HGs exhibited dynamic enlargement and contraction with a size change of ~20% and 2 (9.5%) HGs only underwent enlargement during the 4 to 6-h imaging window (Fig. 6 *A* and *B*). These cell behaviors were reminiscent of the behavior of HGs in the first telogen, during which 93.5% of HGs (29 out of 31 HFs) exhibited substantial (>10%) contraction (Fig. 1*B*). In contrast, only 9 (26.5%) HGs showed substantial (>10%) contraction, whereas the remaining 73.5% of HGs did not contract or mildly increased their size in 34 HFs from 8 induced mice (Fig. 6 *C* and *D* and Movie S5). Thus, *miR-205* induction significantly reduced HG contraction, defined by the percentage of HGs whose size was less than 90% of the largest volume during observation (Fig. 6*E*). Collectively, these results demonstrate that *miR-205* induction reduces cell size contraction and promotes cell cycle reentry through reduced actomyosin contractility in the bulge and HG.

**Fig. 6.**
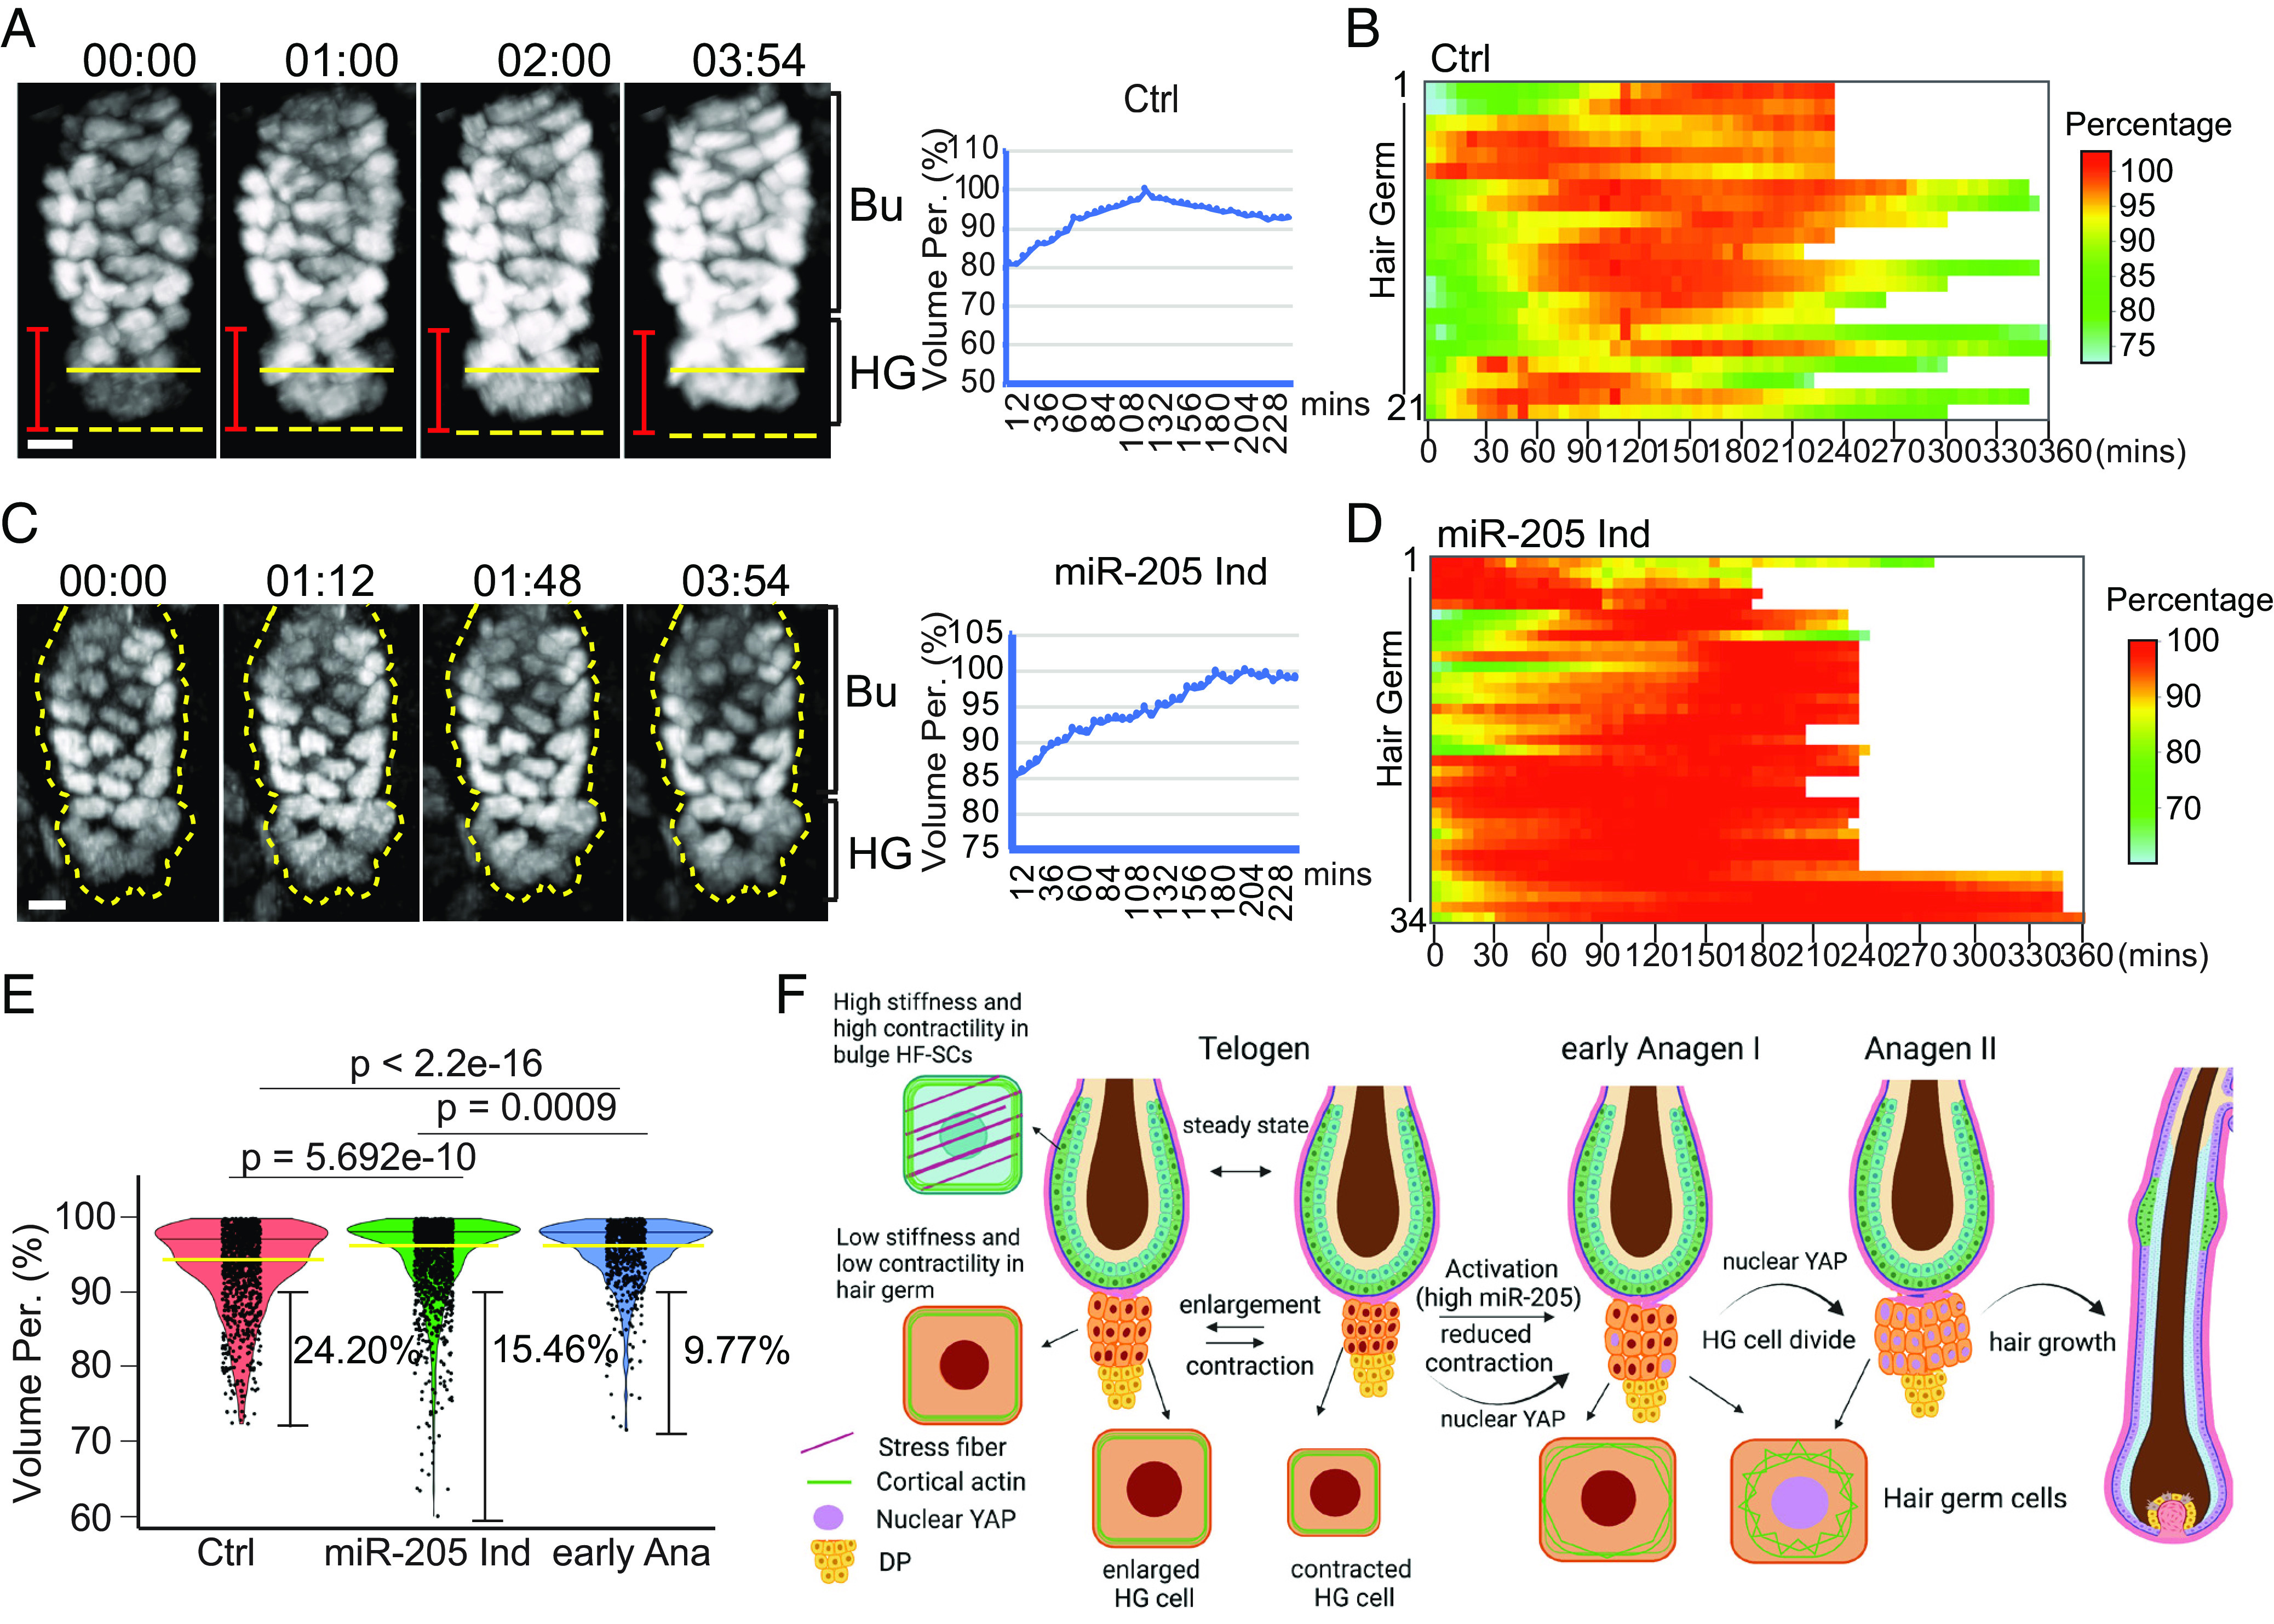
Interplay between tissue stiffness, actomyosin contractility, and cell size control during the transition between quiescence and activation of hair regeneration. (*A*) An example of HG undergoing enlargement and contraction (*Left*) with quantification (*Right*) over 4 h in second telogen. (*B*) HGs showed the behaviors of contraction and enlargement in second telogen. A total of 21 hair follicles in second telogen from seven control animals were quantified. (*C*) An example of HG undergoing continuous enlargement (*Left*) with quantification (*Right*) in *miR-205*-induced sample over 4 h. (*D*) *miR-205* reduced HG contraction; 34 hair follicles from 8 *miR-205-*induced animals were recorded. (*E*) miR-205-induced HGs reduced contraction, mimicking the behavior observed in early anagen of control mice. The yellow lines represent the median values, and the black lines represent the third quarter of all time points in the violin plot. (*F*) Schematic illustration of the interplay between tissue stiffness, actomyosin contractility, nuclear YAP accumulation, and cell size dynamics during the transition between quiescence and activation of hair regeneration. (Scale bar, 10 μm in *A* and *C*). *P* values were determined by Student’s *t*-test.

## Discussion

### Spatiotemporally Defined Mechanical Properties of HF-SC Niche.

In this study, we have demonstrated spatiotemporal compartmentalization of mechanical properties and their associated cell activities within the HF-SC niche in live animals (Fig. 6*F*). Bulge HF-SCs are stiff and exhibit strong actomyosin contractile forces, while HG progenitors are relatively soft and mechanically dynamic. We note that the measurement of stiffness in sliced HFs using the contact-based AFM method likely probed the composite that was in direct contact with the cantilever. To address this issue, we selected only HFs whose epithelial–dermal interface was exposed (*SI Appendix*, Fig. S3*A*) and measured 64 points in a 15-μm × 15-μm region for each HF. As a result, we obtained similar results for young and old HFs, as previously reported (8). Although induction of *miR-205* reduces actomyosin contractility in both the bulge and HG, only HG cells readily reenter the cell cycle and initiate HF growth. These results suggest that HG progenitor cells are more sensitive to the change of mechanical forces and rapidly mobilize to initiate HF regeneration, whereas HF-SCs are more insulated and protected by high actomyosin contractility of individual HF-SCs and the stiffer microenvironment. The spatial compartmentalization of stiff and quiescent HF-SCs and soft and primed HGs is different from the architecture of the epidermis, where the basal, proliferative SC layer is soft, and the suprabasal, differentiated layer is stiff (7). Interestingly, our single-cell transcriptomic analysis suggests that two basal SC populations have different actin scores (Fig. 2*A*). This raises a possibility that these two populations may also have distinct mechanical properties and respond differently to the changes of forces. For HF regeneration, previous studies have revealed a stepwise activation mechanism of bulge HF-SCs and HGs, controlled by signaling pathways such as FGF and SHH (13, 14). This study has characterized the mechanical heterogeneity of HF-SCs and HG progenitors and has demonstrated that mechanical properties modulate cellular activities.

### Widespread Targeting of Actomyosin Machinery by miR-205 Modulates Cell Mechanics.

Mechanistically, *miR-205* inhibits many genes involved in the regulation of the actomyosin network as well as *Piezo1*. Genome-wide detection of *miR-205* targeted mRNAs through direct ligation of *miR-205* and target sites allows unbiased identification of most targets and predicts the functional impact of this miRNA in the regulation of cell mechanics. This approach, in combination with both bulk and single-cell RNA-seq, globally assesses miR-205-mediated gene regulation and function in the bulge and HG cells. 

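Across the 15 genes named as *miR-205* targets for the bulk RNA-seq, the median log2 fold change in the authors' deposited table was -0.47, which leaves 72.1% of the control level. The smallest fall left 83.0% and the largest, that of *Thbs1*, left 53.8%, as computed from the authors' deposited table. With the median log2 fold change of each of 20 bins of mean expression subtracted, a setting added after the values were seen, the median of the 15 genes was -0.28, which leaves 82.3%, and the smallest and largest falls left 94.9% and 61.5%. Fig. 3D was drawn from these libraries, so the falls of its genes can be overstated by selection. The 109 bound genes of Fig. S5A had a median of -0.20, against -0.11 for random lists matched on mean expression. Among the 401 genes past the recomputed adjusted p under 0.05, the median size of the log2 fold change was 0.63.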

Although each mRNA is only mildly reduced upon *miR-205* induction, the collective impact on cell mechanics is substantial. Interestingly, *miR-205* is transcriptionally targeted by ΔNp63, whose expression together with *miR-205* is reduced in old HF-SCs and HGs particularly in telogen. ΔNp63 has been implicated in epithelial stem cell self-renewal, while *miR-205* modulates actomyosin contractility to promote cell cycle reentry. The concurrent decreases in their expression in old HF-SCs are consistent with reduced ability to self-renew and increased stiffness during aging (8, 44).

We note that *miR-205* has been previously shown to target negative regulators of PI3K pathways, including *Pten* and *Inppl1,* in cultured cells and during embryonic skin development (32, 45). However, this layer of regulation appears to be relatively minor in adult HF-SC and HG cells because we detected low expression of these targets and only minor changes of their expression upon *miR-205* induction. Furthermore, genetic deletion of *Pten* in adult HF-SCs fails to activate HF-SCs and HF regeneration in 4 weeks (46). This makes it unlikely that *miR-205-*mediated regulation of PI3K pathways is a major contributor for the observed phenotype. However, it is possible that the repression of other targets of *miR-205* plays a key role to promote cell cycle reentry and hair regeneration.

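In the bulk RNA-seq of HF-SCs after 2 d, *Inppl1* had a mean normalized count of 552 over the 4 libraries in the authors' deposited table. This mean lies at percentile 76.2 of the 17044 genes with a mean above 0, and at percentile 60.7 of genes with a mean over 50. All 15 named targets lay above percentile 76.2, the lowest being *Cald1* at 85.3. For *Inppl1* the authors' deposited table gives a log2 fold change of 0.02 with a standard error of 0.18 and an unadjusted p of 0.892, so the change does not exceed its standard error.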

Functionally, whereas *Vinculin-*deleted HFs eventually degenerate due to permanent deletion of this cytoskeleton gene (6), induction of *miR-205* rapidly promotes hair regeneration in both young and old mice through mild and reversible downregulation of many genes. Furthermore, perturbation of cell mechanics by *miR-205* induction overrides the inhibitory BMP signaling and correctly activates FGF and WNT signaling for hair regeneration. The reversible gene expression regulation and potent effect as well as the possibility to deliver small RNA through nanoparticles subcutaneously (47) nominate *miR-205* as a candidate to stimulate adult hair regeneration by transiently modulating cell mechanics through fine-tuning gene expression.

Finally, cell size control and mechanics play fundamental roles in cell physiology and tissue homeostasis (1, 2, 12, 18, 48). This study has implicated dynamic changes in cell size and subsequent cell cycle reentry as a mechanism for sensing and responding to the changes of mechanical forces during homeostasis, wound repair, and aging.

## Materials and Methods

### Cell Lines.

Primary keratinocytes were isolated from mice between the ages of P0 and P4 as previously described, with some modifications (49). Mice were killed, back and belly skin was collected, and excess fat was scraped from the tissue. The skin was then placed dermal side down in 2× dispase for 30 to 60 min at 37 °C. The epidermis was subsequently separated from the dermis with forceps and placed into 0.05% trypsin–EDTA for 10 min at 37 °C. Trypsin was quenched with culture media, and cells were strained through a 40-µm filter and subsequently plated in E-low Ca^2+^ media onto dermal feeder cells.

### Animal Studies.

All mice breeding and operation procedures were approved by the institutional animal care and use committees at the University of Colorado Boulder (CO, USA) and at Northwestern University Feinberg School of Medicine (IL, USA) and in accordance with the guidelines and regulations for the care and use of laboratory animals.

The miR-205 induction mouse line was generated through standard transgenic injection of the linearized *pTRE2-miR-205* DNA into FVB mice. Founders were bred with mice harboring a keratin14 reverse tetracycline trans-activator (*Krt14*-rtTA, E. Fuchs, Rockefeller University) to produce mice with skin-specific doxycycline-inducible expression of the miR-205. Multiple lines were established and validated for the study. Doxycycline chow used in experiments was 625 mg/kg (Teklad rodent diet TD-7012). *E-cadherin-mCFP* (JAX # 016933), and *Rosa-mTmG* (JAX # 007676) mice were obtained from the Jackson laboratory. *Krt14*-*H2b*-*GFP* (E. Fuchs, Rockefeller University), *E-cadherin-mCFP*, and *Rosa-mTmG* mice were used for live animal imaging.

### Immunostaining, In Situ Hybridization, and Imaging.

For analysis of back-skin phenotypes, 10-μm OCT sections were fixed in 4% PFA for 10 min in phosphate-buffered saline (PBS) and washed three times for 5 min in 1× PBS at room temperature. The sections were blocked with 2.5% NGS and 2.5% NDS in PBS. Sections were incubated with primary antibody overnight at 4 °C (50). After incubation with primary antibodies, sections were washed three times in 1× PBS for 5 min and incubated for 1 h at room temperature with Alexa Fluor 594–, Alexa Fluor 488–, or Alexa Fluor 647–conjugated secondary antibodies (1:2,000; Invitrogen/Molecular Probes). Alexa Fluor™ Plus 555 Phalloidin (1:200; A30106; Invitrogen) or Alexa Fluor 488 conjugated phalloidin (1:50; A12379; Invitrogen) was used to stain F-actin. For pMLC2 staining, fluorescent signals of pMLC2 were amplified for 10 min and detected using the TSA Plus Fluorescein System (Perkin Elmer) by following the manufacture’s instruction. Nuclei were stained with Hoechst 33342 (1:5,000; Invitrogen).

In situ hybridizations were performed by adapting miRNA localization protocols to skin. Signals were detected using the TSA Plus Fluorescein System (Perkin Elmer) for fluorescent signal and posthybridization staining. The miRCURY LNA miR-205 detection probe (Exiqon) was 5′-DIG and 3′-DIG double labeled and hybridized to skin sections at 61 °C. Sections were stained with β4-integrin (BD Biosciences, 553745) and Alexa-Fluor-594-conjugated secondary antibody (1:2,000, Invitrogen/Molecular Probes, A11007) after developing.

Imaging was performed on a Leica DM5500B microscope with an attached Hamamatsu C10600-10B camera and MetaMorph (version 7.7; MDS Analytical Technologies) software, and Nikon W1 Dual CAM Spinning Disk at Northwestern University Feinberg School of Medicine.

### Single-Cell RNA-seq Assay and Data Analysis.

Single-cell RNA-seq was performed according to the manufacturer’s instruction (10× Genomics). Cells from both control and miR-205 inducible animals after 4-d induction were collected from the FACS sorting machine with cell surface proteins and H2b-GFP signals such that the epidermal cells, hair follicle cells, and dermal cells are in 3:5:2 ratio. Each sample was targeted to obtain ∼5,000 cells. Single-cell RNA-seq reads were sequenced on Illumina Hi-Seq 4000.

The Cell Ranger Single-Cell Software Suite was used to perform barcode processing and single-cell 3′ gene counting (https://support.10xgenomics.com/single-cell-gene-expression/software/overview/welcome). The barcodes, features, and matrix files were loaded into Seurat 3.0 for downstream analysis (https://satijalab.org/seurat/articles/install.html). For each sample, the analysis pipeline followed the guided tutorial. The cells were filtered with nFeature_RNA (>200 and <5,000) and mitochondrial percentage (<10). After clustering and UMAP dimension reduction, the cluster markers were used to identify distinct cell populations. For comparison among different samples, samples were integrated to promote the identification of common cell types and enable comparative analysis.

### Intravital Live Imaging and Image Processing and Quantification.

Intravital live imaging was performed as previously described (15, 51) with modifications. Mice used for imaging were sedated using 1% oxygen and ~2% isoflurane. Once a mouse was fully sedated, it was put on a warm pad at 37 °C. The oxygen and isoflurane were maintained during the course of imaging. Night-time ointment (Genteal, NDC 0078-0473-97) was applied to keep eyes moisturized. A custom-manufactured spatula was used to flatten the region of interest and maintained at adjustable height. Double-sided tapes were used to adhere the lower side of the ear onto the spatula. After applying long-lasting Genteal gel (0078-0429-47) to the region of interest, a second adjustable spatula, glued with cover-glass on one end, was gently pressed down to the ear so that the cover glass was right on top of the region. Long-lasting Genteal was applied on the cover-glass to keep the tip of the objective merged in during imaging. The Olympus FVMPE-RS multiphoton imaging system was applied for acquiring Krt14-H2b-GFP images. The lasers were Insight X3 with the wavelength set to 920 nm for GFP signals. The emission wavelength was 510 nm. For images, 10× and 25× objectives were used. The Leica DiveB Sp8 Multiphoton imaging system was used for E-cad-mCFP and mTmG/Krt14-H2B-GFP images. During the imaging session, the light should be turned off, and the stages and scope should be covered with a black curtain to avoid exposure to light. After the image session is done, the mouse was kept in oxygen to recover before sending back in cage. Two photon images were acquired using FluoView software from Olympus. The time-lapse images were aligned using Fiji > plugins > registration > descriptor-based series registration (2d/3d +t) before being exported. Then, images were exported to tif format using Fiji > plugins > bio-formats > bio-formats-exporter. The exported tif files were further converted to Imaris file format using Imaris File Converter software. The Imaris x64 9.7.2 were used for further analysis. The images were adjusted on x, y, or z plane for better visualization. Movies were also adjusted and generated from Imaris.

For HG volume quantifications, the 3D pictures were opened in Imaris and the epidermis and upper hair follicle regions were then cut off to acquire individual hair follicles, including bulge and HG. Individual HG regions were applied with the Imaris Surface module. The volume output of hair germ was used for quantification. The hair follicles with obvious drift were excluded to avoid artificial effects. Individual HG volumes are heterogeneous. To determine the dynamic changes of HGs at different stages and in different samples, we designated the largest value of the volume during a period of time as 100% and obtained relative percentage value at different time points by comparing with the largest value. The average cell volumes were obtained from total HG volume divided by cell numbers included for HG volume calculation.

## Statistics and Study Design.

In general, all sequencing experiments (RNA-seq) were repeated on at least two pairs of control and miR205 inducible per experiment. Single-cell RNA-seq was performed with one pair of control and miR-205-inducible samples at the same time on the same chip to avoid the batch effect. All experiments were designed such that there were always littermate controls. All statistical tests performed are as indicated in the figure legends. No statistical methods were used to predetermine the sample size. The experiments were not randomized, and the investigators were not blinded to allocation during experiments and outcome assessment, except where stated.

For all experiments with error bars, the SD was calculated to indicate the variation within each experiment. The numbers of animals used for phenotype study have been indicated in the manuscript and figure legends. Student’s *t*-test or the Mann–Whitney *U* test was used for most experiments, as indicated in figure legends.

## Supplementary Material

Appendix 01 (PDF) Click here for additional data file.

Appendix 02 (PDF) Click here for additional data file.

Dataset S01 (XLSX) Click here for additional data file.

Dataset S02 (XLSX) Click here for additional data file.

Movie S1. **Hair germ contraction during telogen**. In the 4-hour intravital imaging, the HG but not the bulge HF-SC compartment contracts by ~30% in volume. Note the constant position and location of each HF-SCs during the same period. All epithelial cells are labeled with H2b-GFP. The constant red dotted line outlines the HF-SC and HG compartments. The yellow dotted line and green arrowheads track the movement of the bottom of the HG.

Movie S2. **Dynamic contraction and enlargement activities of hair germ during telogen**. In the 6-hour intravital imaging, the HG exhibits pulsatile contraction and enlargement activities. Note the constant position and location of HF-SCs during the same period. All epithelial cells are labeled with H2b-GFP. The green arrowheads track the movement of the bottom of the HG.

Movie S3. **Hair germ contraction during telogen**. In the 4-hour intravital imaging, the HG but not the bulge HF-SC compartment contracts by ~30% in volume. The plasma membrane of epithelial cells is labeled with E-Cad-CFP. Note the strong E-Cad levels in the HF-SCs and the relatively weak E-Cad levels in the HG. The constant red dotted line outlines the HF-SC and HG compartments. The yellow dotted line and green arrowheads track the movement of the bottom of the HG.

Movie S4. **Hair germ enlargement during early anagen**. In the 4-hour intravital imaging, the HG enlarges by ~20% in volume in the absence of cell division. Note the HF-SC compartment also enlarges but less than the HG. All epithelial cells are labeled with H2b-GFP. The constant red dotted line outlines the HF-SC and HG compartments. The yellow dotted line and green arrowhead track the movement of the bottom of the HG.

Movie S5. **Hair germ enlargement in an miR-205 induced hair follicle**. In the 4-hour intravital imaging, the HG initially enlarges and then slightly contracts toward the end of the imaging session in the absence of cell division. Note the HF-SC compartment also enlarges slightly. All epithelial cells are labeled with H2b-GFP. The constant red dotted line outlines the HF-SC and HG compartments. The yellow dotted line and green arrowheads track the movement of the bottom of the HG.

## Data Availability

RNA-seq and single-cell RNA-seq data have been deposited in NCBI/GEO (GSE131205 (52) and GSE185117 (53)).

# Supplementary material for: MicroRNA-205 promotes hair regeneration by modulating mechanical properties of hair follicle stem cells
**Source:** Proc Natl Acad Sci U S A. 2023 May 22;120(22):e2220635120. doi: 10.1073/pnas.2220635120
**Supplement:** Supplementary file 1 — Appendix 01

**Supporting Information for**

**MicroRNA-205 promotes hair regeneration by modulating mechanical properties of hair follicle stem cells**

Jingjing Wang<sup>1</sup>, Yuheng Fu<sup>1</sup>, Wenmao Huang<sup>2</sup>, Ritusree Biswas<sup>3</sup>, Avinanda Banerjee<sup>4</sup>, Joshua A.

Broussard<sup>1,6</sup>, Zhihai Zhao<sup>2</sup>, Dongmei Wang<sup>1,6</sup>, Glen Bjerke<sup>5</sup>, Srikala Raghavan<sup>3,4</sup>, Jie Yan<sup>2</sup>,

Kathleen J. Green<sup>1,6</sup> and Rui Yi<sup>1,6\*</sup>

\*Rui Yi

**This PDF file includes:**

Supporting text  
Figures S1 to S9  
Legends for Movies S1 to S5  
Legends for Datasets S1 to S2  
SI References

**Other supporting materials for this manuscript include the following:**

Movies S1 to S5  
Datasets S1 to S2

## Supporting Information Text

### Method

#### Atomic force microscopy

25- $\mu\text{m}$ -thick OCT cryosections of back skin for control and miR-205 inducible were prepared for measurements of hair follicles and dermal tissue stiffness. Samples were affixed to Superfrost Plus Adhesion Microscope slides and washed three times for 5 min in 1x PBS at room temperature to remove OCT. For miR-205 inducible cells, cells were treated with doxycycline at the concentration of 3  $\mu\text{g}/\text{ml}$  after cell attachment. After 24-hour incubation, cells were used for stiffness measurement by AFM.

AFM measurements. The AFM-based nanoindentation measurements were carried out using an commercial AFM (JPK Nanowizard) equipped with a Nikon optical microscope. AFM nanoindentation tests were performed using a 5- $\mu\text{m}$ -radius cylindrical tipped nitride cantilever (SAA-SPH-5UM, Bruker) in 1x PBS. Cantilever spring constants were calibrated each time before sample measurements using the thermal fluctuation method, which were in the range of 0.20–0.30  $\text{N m}^{-1}$ . During measurements, samples were maintained in 1x PBS. Brightfield and K14rt-H2B-GFP images were captured, and used to align the cantilever to the sample and for image co-registration. To ensure only intact HFs, but not sliced cells, were measured, we performed Z scan on selected HFs and confirmed their intact surface in both the bulge and HG regions as shown in figure S3A. Two-dimensional force maps were taken in 15  $\mu\text{m} \times 15 \mu\text{m}$  square grids with 64 sample points per axial dimension. For cultured keratinocytes, cells were maintained in fresh medium. Two-dimensional force maps were taken in 10  $\mu\text{m} \times 10 \mu\text{m}$  square grids with 4 sample points per axial dimension. AFM measurements were made using a cantilever deflection set point of 2.0 nN and an indentation rate of 5  $\mu\text{m s}^{-1}$  to capture elastic properties and minimize viscoelastic effects.

The force-indentation traces were analyzed to obtain the Young's modulus of the cells by using the JPK Data processing program. After baseline correction and contact point estimation, the

approaching force-indentation curve was fitted with the Hertz (Spherical) model (eq. 1). Constant parameters were chosen to minimize the bias for different samples.

$$F(x) = \frac{4}{3} \frac{E}{(1-\nu^2)} \sqrt{r} x^{3/2} \quad (1)$$

where  $F$  is the force of the cantilever,  $x$  is the indentation distance of the cell pressed by the cantilever,  $E$  is the Young's modulus of the cell layer,  $r$  is the radius of the spherical indenter, and  $\nu$  is the Poisson ratio. The Poisson ratio of cell is normally in the range of 0.3-0.5. We chose  $\nu = 0.5$  in all calculations.

## Quantification and statistical analysis

### Quantification and 3D F-actin vs YAP analysis

To quantify the immune-staining signals of YAP and cortical F-actin in hair germs, the images were converted to Imaris for further quantification. Briefly, Imaris Surface module was applied to automatically select YAP positive areas in the nucleus in hair germ cells. The mean/median intensity of YAP signals of the selected region was obtained from the statistical tab. Cortical F-actin signals were quantified using Line quantification, crossing F-actin bundles, in Fiji software. The mean peak intensities of 5 line quantifications per cell was calculated.

After quantification of F-actin and YAP signals in wildtype control and miR-205 ind samples, we did normalization of F-actin values and YAP values by dividing all the values with the maximum value of the condition. For wildtype data, we also assigned a phase of the hair cycle (Telogen and Anagen) to each cell depending on their morphology and hair cycle stages. We then defined Telogen Center,  $t$ , and Anagen Center,  $a$ , by calculating the mean of normalized F-actin value and YAP value for Telogen and Anagen cells in wildtype respectively. We then defined a binary phase score for a cell  $c$  as:

$$\text{Binary Phase Score} = \text{dist}(c, a) - \text{dist}(c, t)$$

, where the distance is between normalized F-actin and YAP of the cell and two centers.

Observe that if a cell is closer to the Telogen Center, it will have a positive binary phase score. Otherwise, if it is closer to the Anagen Center, it will have a negative binary phase score. If a cell is equidistant from both centers, it will have a zero score.

For visualization, we defined a Telogen-Anagen phase landscape by finding binary phase scores for simulated normalized F-actin and YAP value combinations ( $n=21^2$ , where both values in any combination is out of a sequence ranging from 0 to 1, incremented by 0.05) and created a smoothed 3D surface from simulated combinations with

$$\begin{aligned} x &= \text{normalized YAP value} \\ y &= \text{normalized F-actin value} \\ z &= \text{binary phase score} \end{aligned}$$

Later, for each cell in control and miR-205 ind samples, we again calculated its binary phase score based on the normalized YAP and F-actin values and then plotted the data to the Telogen-Anagen phase landscape. For each group of data, one-sided Wilcoxon test was used to test the difference in mean.

To investigate the significance of the correlation between YAP and cortical F-actin (PHALL signal), we conducted a randomization test by shuffling all YAP and PHALL value pairs 1000 times, and we calculated  $R^2$  with 1000 for each shuffle and built a background distribution from these 1000  $R^2$ . Finally, we defined the empirical p-value of R-squared as:

$$p - \text{value}_{\text{empirical}} = \frac{\# \text{ of shuffles with } R^2 > R_{\text{YAP-PHALL}}^2 + 1}{1000 + 1}, \text{ where 1 is a pseudocount.}$$

For other cortical F-actin signal quantification, over 10 line quantifications were used for the one hair germ area and they were aligned by the peak values of those line quantification. The mean intensity of F-actin signals for each pixel were used for quantification.

**Figure S1**

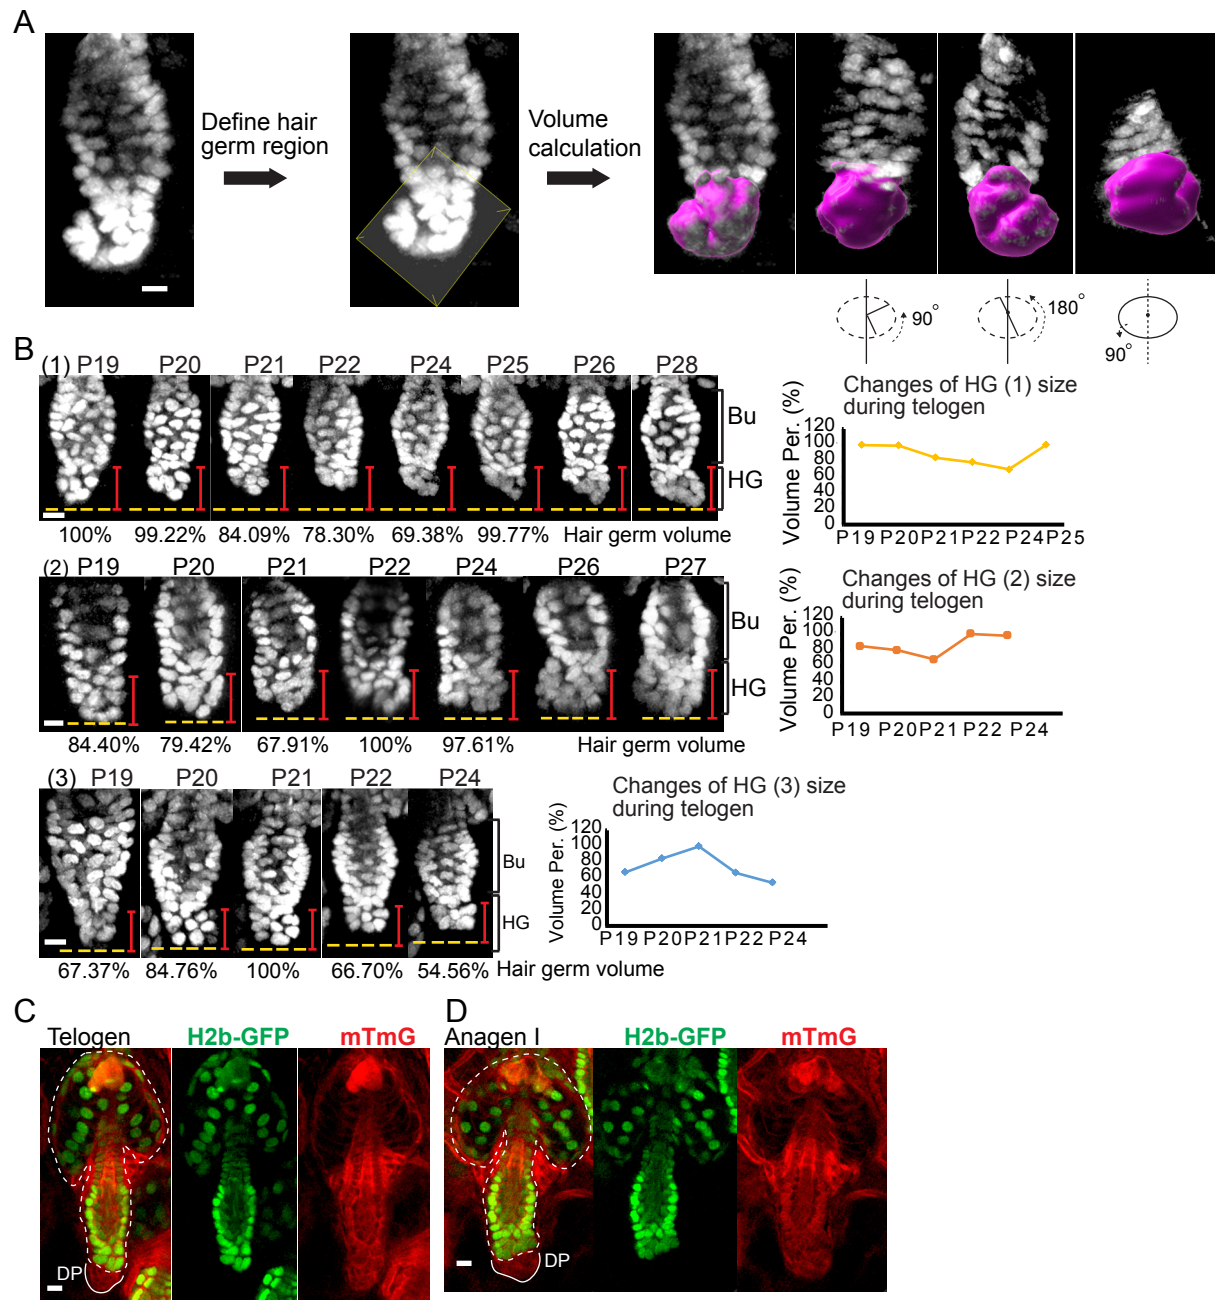

**Figure S1. Quantification of hair germ volumes by using H2b-GFP.**

(A) The workflow for the quantification of HG volume by using H2b-GFP in Imaris.

(B) Hair germs show dynamic volume changes in late catagen and telogen without cell division. Bu, bulge; HG, hair germ. 65 hair follicles from 4 animals were tracked.

(C-D) Double labeling of HF-SCs and HG progenitors by H2b-GFP and mT in telogen and early anagen. DP, dermal papillae. Scale bar 10  $\mu$ m in A, C, D, 15  $\mu$ m in B.

**Figure S2**

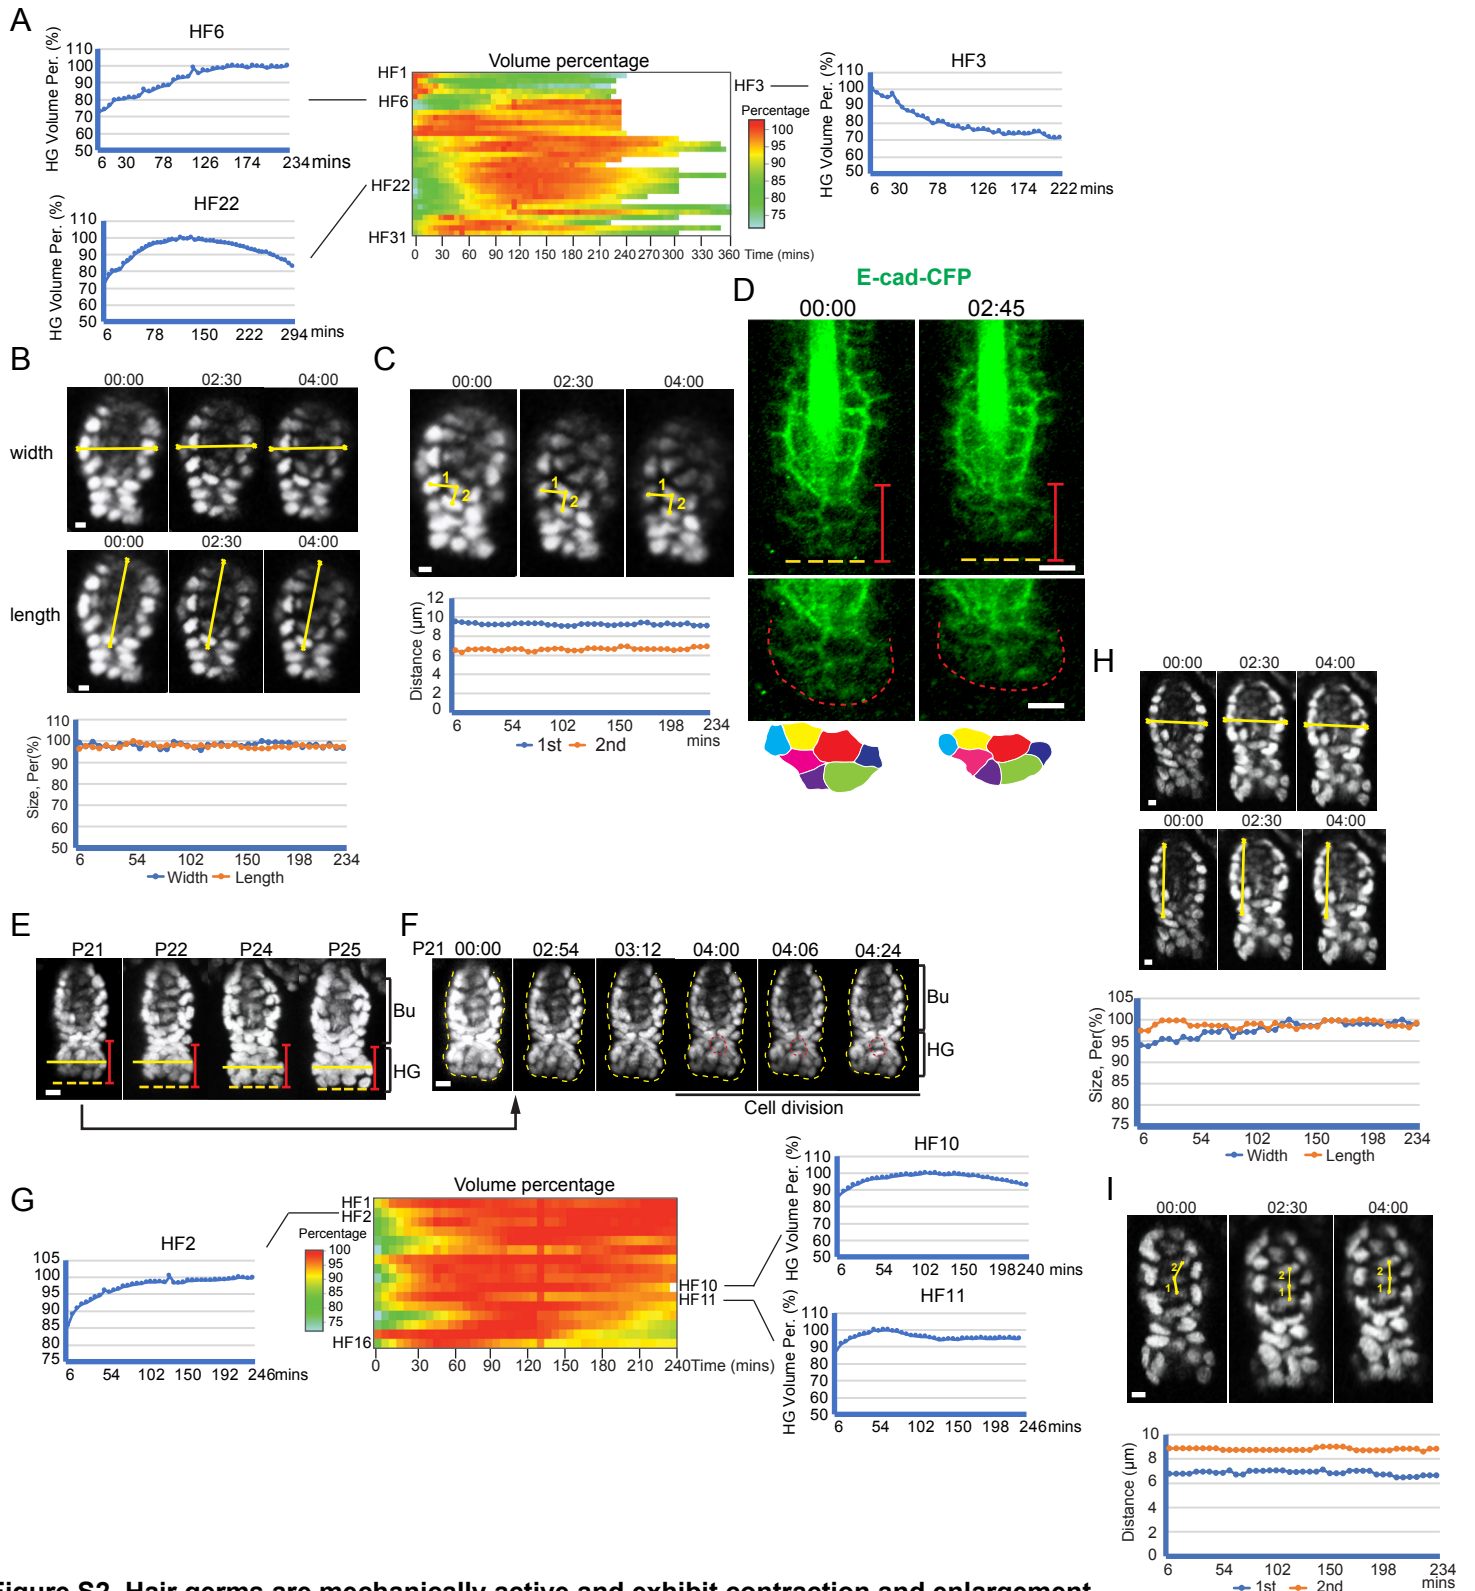

**Figure S2. Hair germs are mechanically active and exhibit contraction and enlargement.**

(A) HGs in telogen exhibit contraction and enlargement. 3 different patterns were shown as examples. 31 hair follicles from 9 animals were used to quantify volume changes. (B) Quantification of the width and length of telogen bulge (Figure 1C) shows relatively stable sizes of the bulge. (C) Quantification of distances between neighboring bulge stem cells of telogen HF (Figure 1C) shows relatively stable positions of the bulge SCs. (D) HG contraction during telogen was recorded by visualizing E-Cad-CFP signals at the cell membrane. (E) An example of HG undergoing enlargement during early anagen. (F) Infrequent cell division was recorded in an HG at early anagen (P21). No HG volume changes were recorded during the division. (G) HGs in early anagen exhibit reduced contraction, comparing with those in telogen. 16 hair follicles from 5 animals were used to quantify volume changes. (H) Quantification of the width and length of early Anagen bulge (Figure 1E) shows relatively stable size of the bulge. (I) Quantification of distances between neighboring bulge stem cells of early Anagen HF (Figure 1E) shows relatively stable positions of the bulge SCs. Scale bar 5 μm in B, C, H, I, 10 μm in D, E, F.

**Figure S3**

**A**

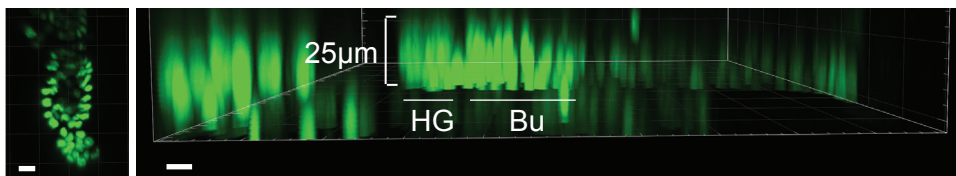

**B**

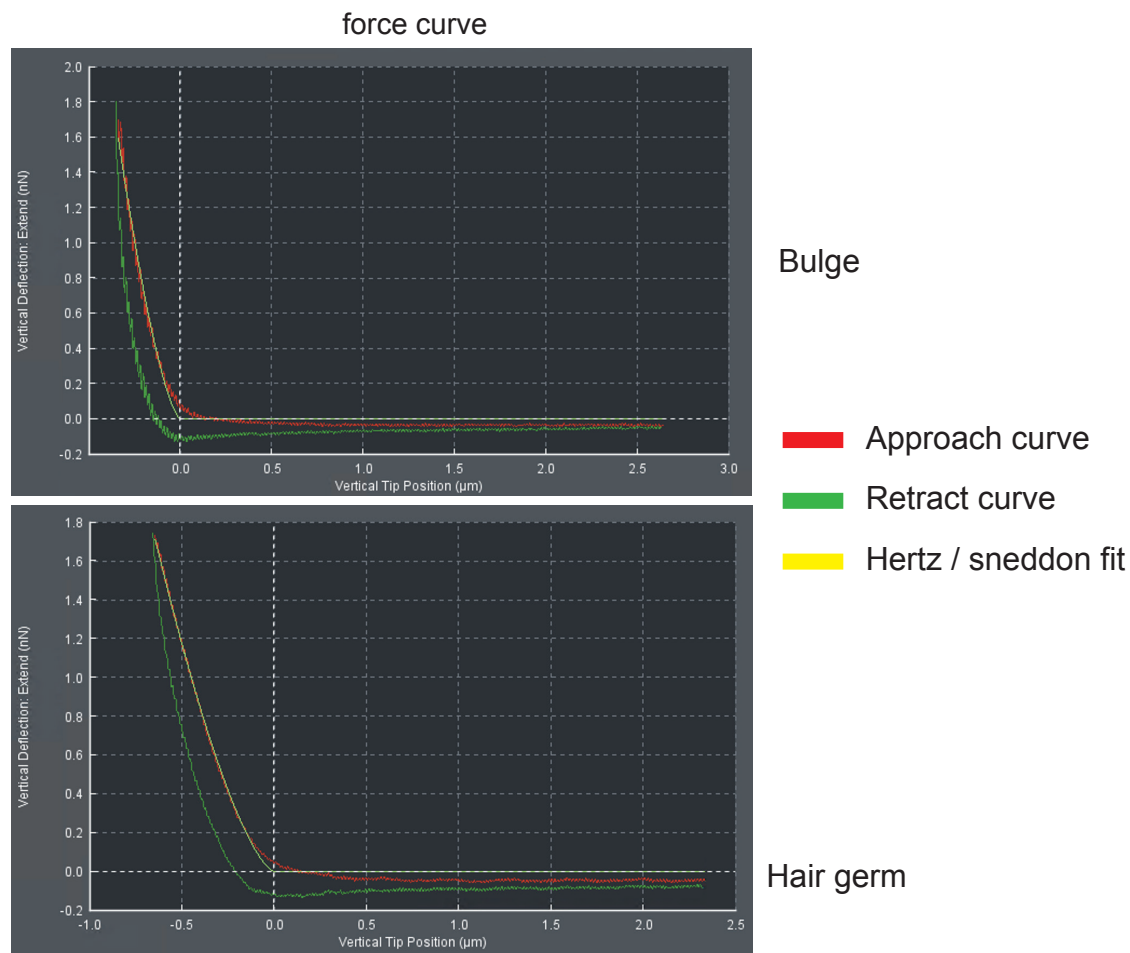

**C**

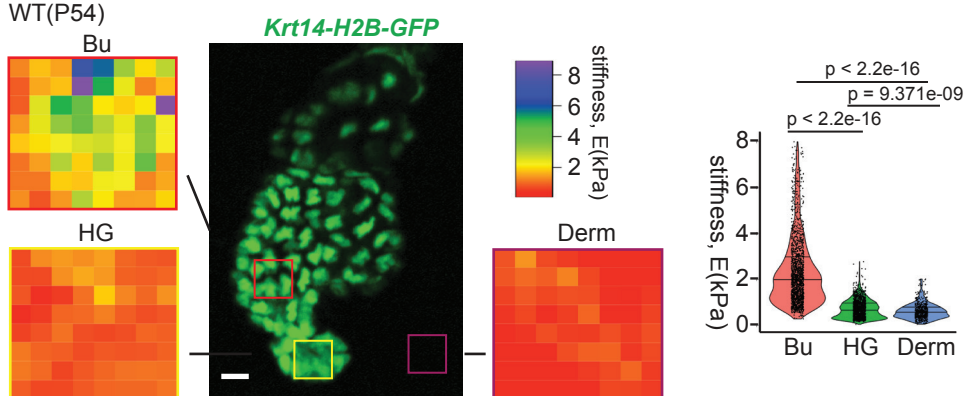

**Figure S3. HF-SC compartment is demarcated by differential mechanical stiffness measured by AFM**  
**(A)** 2D (left panel) and 3D (right panel) view of the back skin sample with a hair follicle (25  $\mu$ m section) for AFM measurement, from XY (left) and Z-axis (right) scanning separately.

**(B)** Force curve and Hertz / Sneddon fit for Young's modulus measurement of the bulge and HG.

**(C)** Stiffness of the bulge, HG and dermis was measured ex vivo by atomic force microscopy (AFM). Six hair follicles and dermis areas from 2 animal samples were measured. For each area, 64 points were measured.

Bu mean= 2240.1  $\pm$  1251.1 Pa, HG mean= 824.2  $\pm$  368.0 Pa, Dermis mean= 617.3  $\pm$  329.3 Pa.

P values were determined by Student's t-test. Scale bar 10  $\mu$ m in **A** and **C**.

**Figure S4**

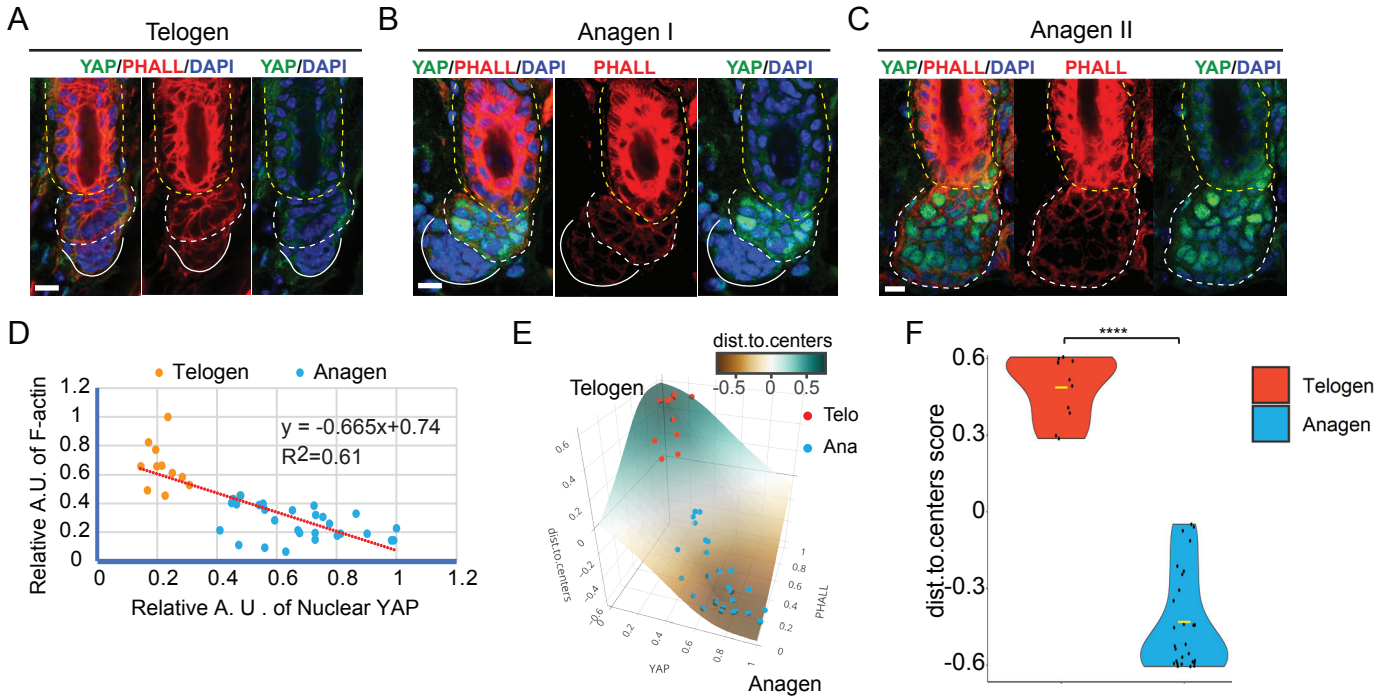

**Figure S4. Weakened actomyosin contractility is correlated with nuclear YAP accumulation during hair germ progenitor activation**

(A-C) Representative confocal microscopy image of telogen (A), anagen I (B) and anagen II (C) hair follicles with YAP and F-actin staining. (D) Cortical F-actin and nuclear accumulation of YAP showed an inverse correlation in telogen and early anagen. (E) Combined F-actin and nuclear YAP score demarcates telogen and anagen cellular states, as plotted in a 3-dimensional space. The color indicated the “distance to centers” score of each sample point. (F) F-actin and nuclear YAP signals, modeled by a distance to centers score, demarcate the telogen and anagen state (\*\*\*\* $p < 0.0001$ ).

Scale bar 10  $\mu\text{m}$  in A, B, C.

**Figure S5**

**A**

**miR-205 bound components of actin cytoskeleton and cell adhesion captured by CLEAR-Clip**

| Supramolecular fiber organization         |                                                                                                                                                                                                                                                                                           |
|-------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Regulation of cytoskeleton organization   | Cav1, Cd2ap, Cdkn1b, Il1a, Map1b, Notch2, Pafah1b1, Vps4b, Hdgfl3, Dlc1, Clip1, Cltc, Syde1, <b>Actr3</b> , Slain2, Mtpn, Tmsb4x, Hdgfl3, Kank1, Argef1, Taok1, Ppfia1                                                                                                                    |
| Actomyosin structure organization         | Cflar, Ccn2, Mef2a, Met, Dlc1, Tacstd2, Cdc42bpb, Pak2, Ppfia1, Fhod1, Kank2, Epb41, Frmd6                                                                                                                                                                                                |
| Regulation of actin cytoskeleton          | <b>Actb</b> , <b>Actn4</b> , Actn1, Cdc42, Fn1, Itgav, Ppp1r12a, Ppp1cb, Tmsb4x, Sos1, Iqgap1, Arpc1a, Pak2, Pak4, Baiap2                                                                                                                                                                 |
| Actin filament organization               | Cd2ap, Cdc42, Dlg1, Nedd9, Shroom3, Rufy3, Sh3kbp1, Ttc17, Marcks, Met, Hsp90b1, <b>Pls3</b> ,                                                                                                                                                                                            |
| Regulation of actin filament organization | Dlg1, Ccn2, Mtpn, Met, Tmsb4x, Tjp1, Dlc1, Arpc1a, Tacstd2, Actr3, Rictor, Kank1, Kank2, Baiap2, Argef1, Pak2, Ppfia1, Fhod1, <b>Rock2</b>                                                                                                                                                |
| Regulation of cell adhesion               |                                                                                                                                                                                                                                                                                           |
| Cell-cell adhesion                        | Ctnna1, Cd2ap, Chl1, Fut9, Lrp6, Ptpsr, Stxbp3, Nt5e, Cd164, Cadm1, Perp, Zdhhc21, Mcam, Lpp, Dll1                                                                                                                                                                                        |
| Regulation of cell adhesion               | Adam8, Slc7a1, Bcl6, Cav1, Runx1, <b>Cd44</b> , Cdk6, Fn1, Hes1, Il1a, Il6st, Itgav, Nedd9, Prkca, Cyth3, Ptprr, Sox2, Sox4, Stx3, Stk4, Thbs1, Tjp1, Map4k4, Net1, <b>Piezo1</b> , Zmiz1, Cd9, Dlg1, Jag1, Notch1, Dusp1, Snai2, Tnfaip3, Dlc1, Tacstd2, Peli1, Scrib, Cblb, Acer2, Wnk1 |
| Adherens junction                         | <b>Ctnna1</b> , Lmo7, Igf1r, Met, Ptprr, Snai2                                                                                                                                                                                                                                            |
| Focal adhesion                            | Cav1, Ccnd2, Fn1, Igf1r, Itgav, Met, Ppp1r12a, Ppp1cb, Prkca, Sos1, <b>Thbs1</b>                                                                                                                                                                                                          |
| Tight junction                            | Runx1, Cldn1, Cldn4, Dlg1, Ppp2cb, <b>Tjp2</b> , Pard6b, Rapgef2, Scrib                                                                                                                                                                                                                   |

**B**

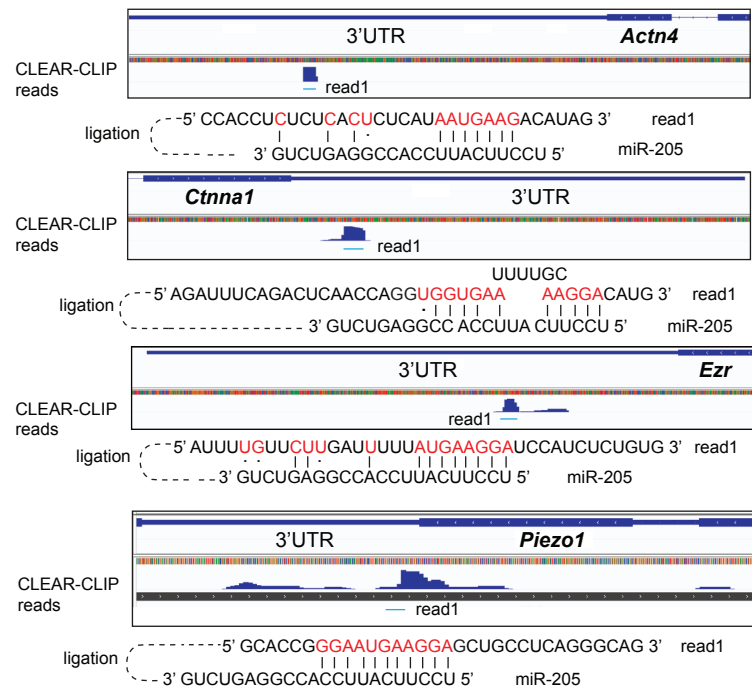

**Figure S5. *miR-205* targets components and regulators of the actin cytoskeleton and cell adhesion machinery** (A) *miR-205* binds to mRNAs of components and regulators of the actin cytoskeleton and cell adhesion, determined by CLEAR-CLIP. Genes marked by red font were highlighted in the manuscript. (B) The binding of *miR-205* to target sites, located within the 3'UTR of mRNAs, was captured by CLEAR-CLIP. Base-pairing between *miR-205* and targeted mRNA sites, marked by red font, is shown.

Figure S6

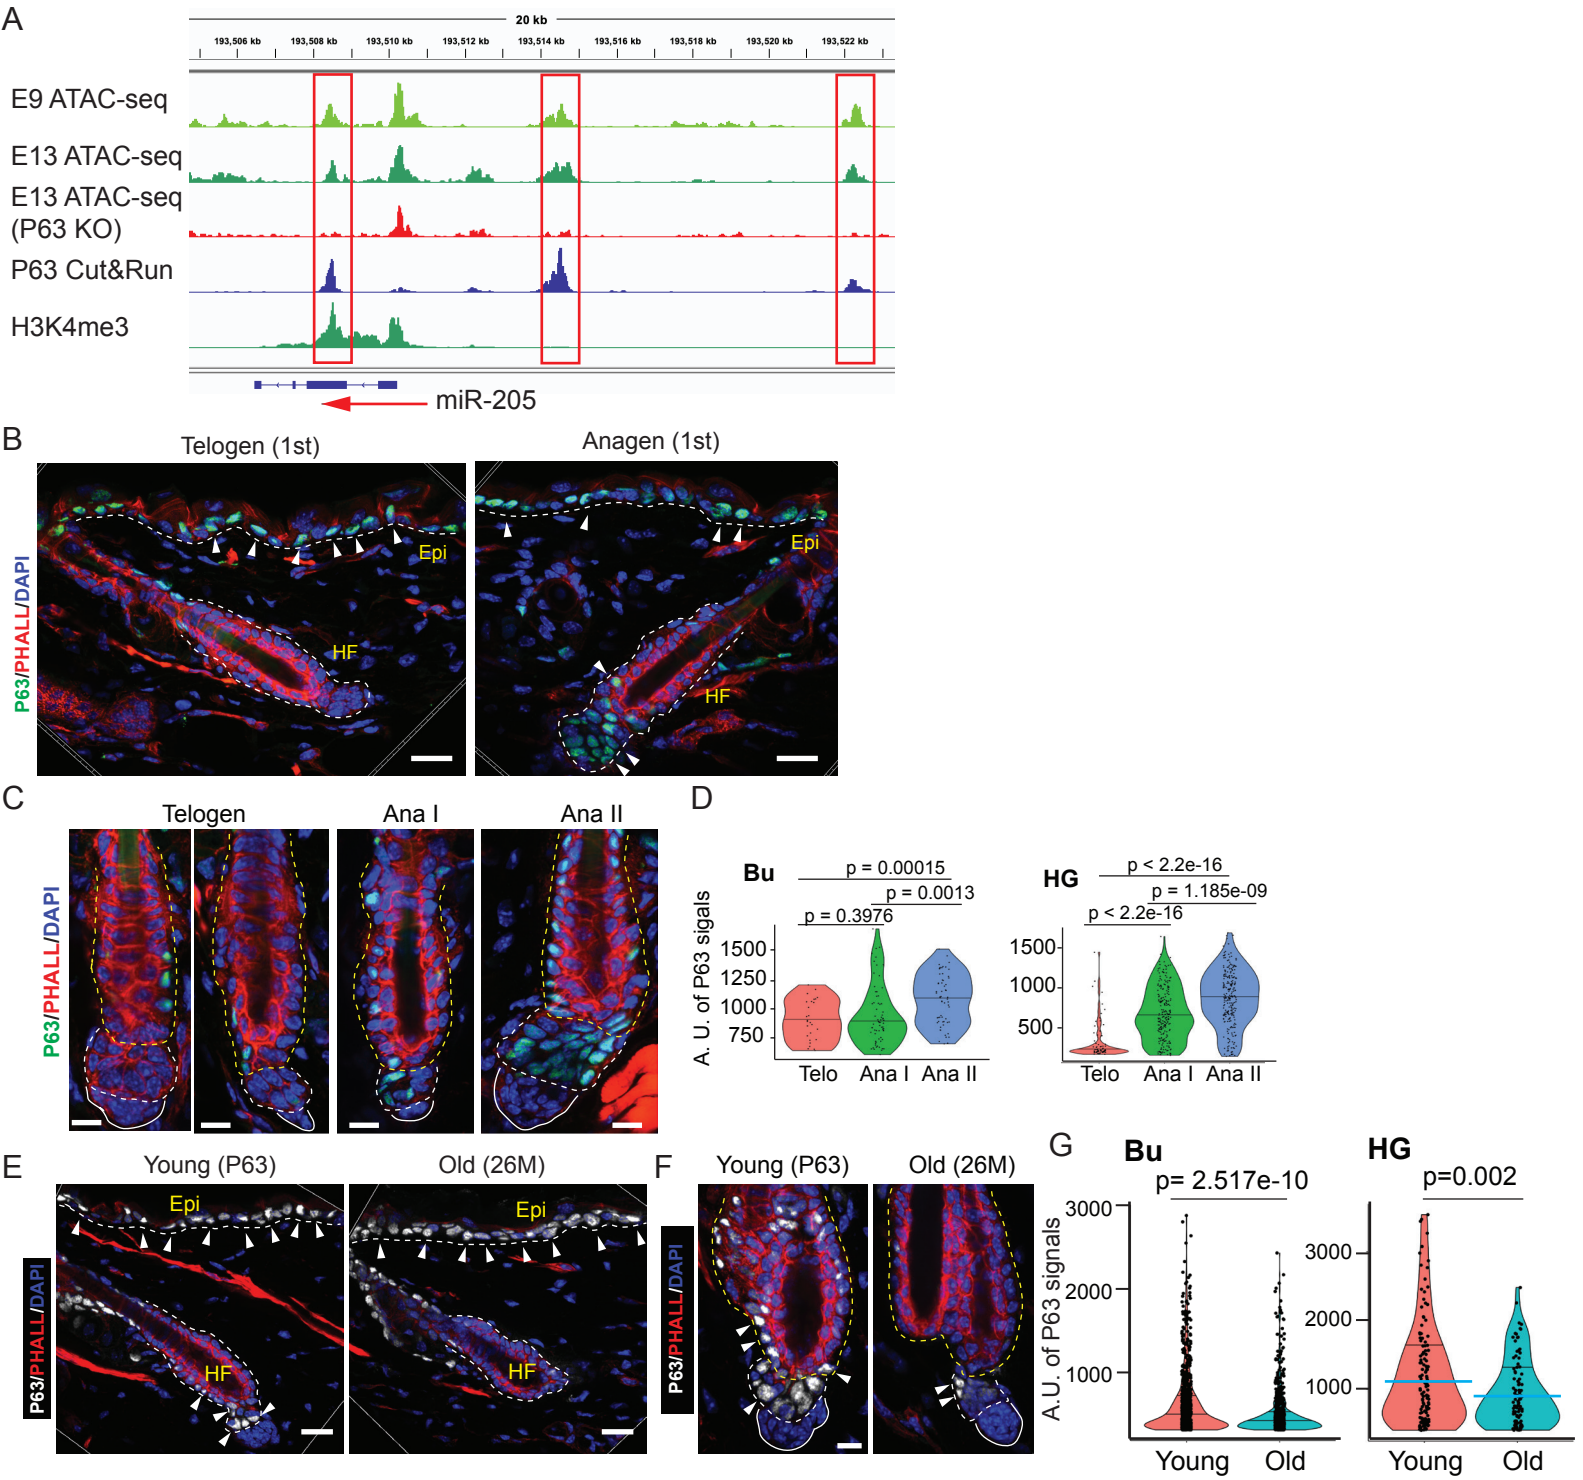

**Figure S6. The expression and regulation of *miR-205* in telogen, early anagen and during aging.**

(A) IGV track of  $\Delta$ Np63 ATAC-seq datasets shows that *miR-205* is transcriptionally regulated by  $\Delta$ Np63 through three enhancers, identified by  $\Delta$ Np63 Cut&Run. Note the open chromatin signals are lost in  $\Delta$ Np63 KO. (B)  $\Delta$ Np63 shows different expression patterns in bulge and HG in telogen and early Anagen. Note the largely uniform expression of  $\Delta$ Np63 in the epidermis. Scale bar, 20  $\mu$ m. (C)  $\Delta$ Np63 expression level is elevated in both bulge and HG in early anagen, compared with that in telogen. Scale bar, 10  $\mu$ m. (D) Quantification of  $\Delta$ Np63 levels from bulge and HG in telogen and anagen. Nuclear  $\Delta$ Np63 signals from 6 telogen hair follicles of 3 animals, 7 anagen I hair follicles of 3 animals and 8 anagen II hair follicle from 3 animals are quantified. P values are determined by Student's t-test. (E-F) Nuclear  $\Delta$ Np63 expression level is decreased in both bulge and HG in old mice. Note the largely uniform expression of  $\Delta$ Np63 in the epidermis. Scale bar 20  $\mu$ m in E, 10  $\mu$ m in F. (G) Quantification of  $\Delta$ Np63 levels from bulge and HG in young and old dorsal skin. Nuclear  $\Delta$ Np63 signals from 11 hair follicles of 3 old animals, 16 hair follicles of 3 young animals are quantified. P values were determined by Student's t-test. In B and E, arrowheads point to  $\Delta$ Np63 positive nuclei.

**Figure S7**

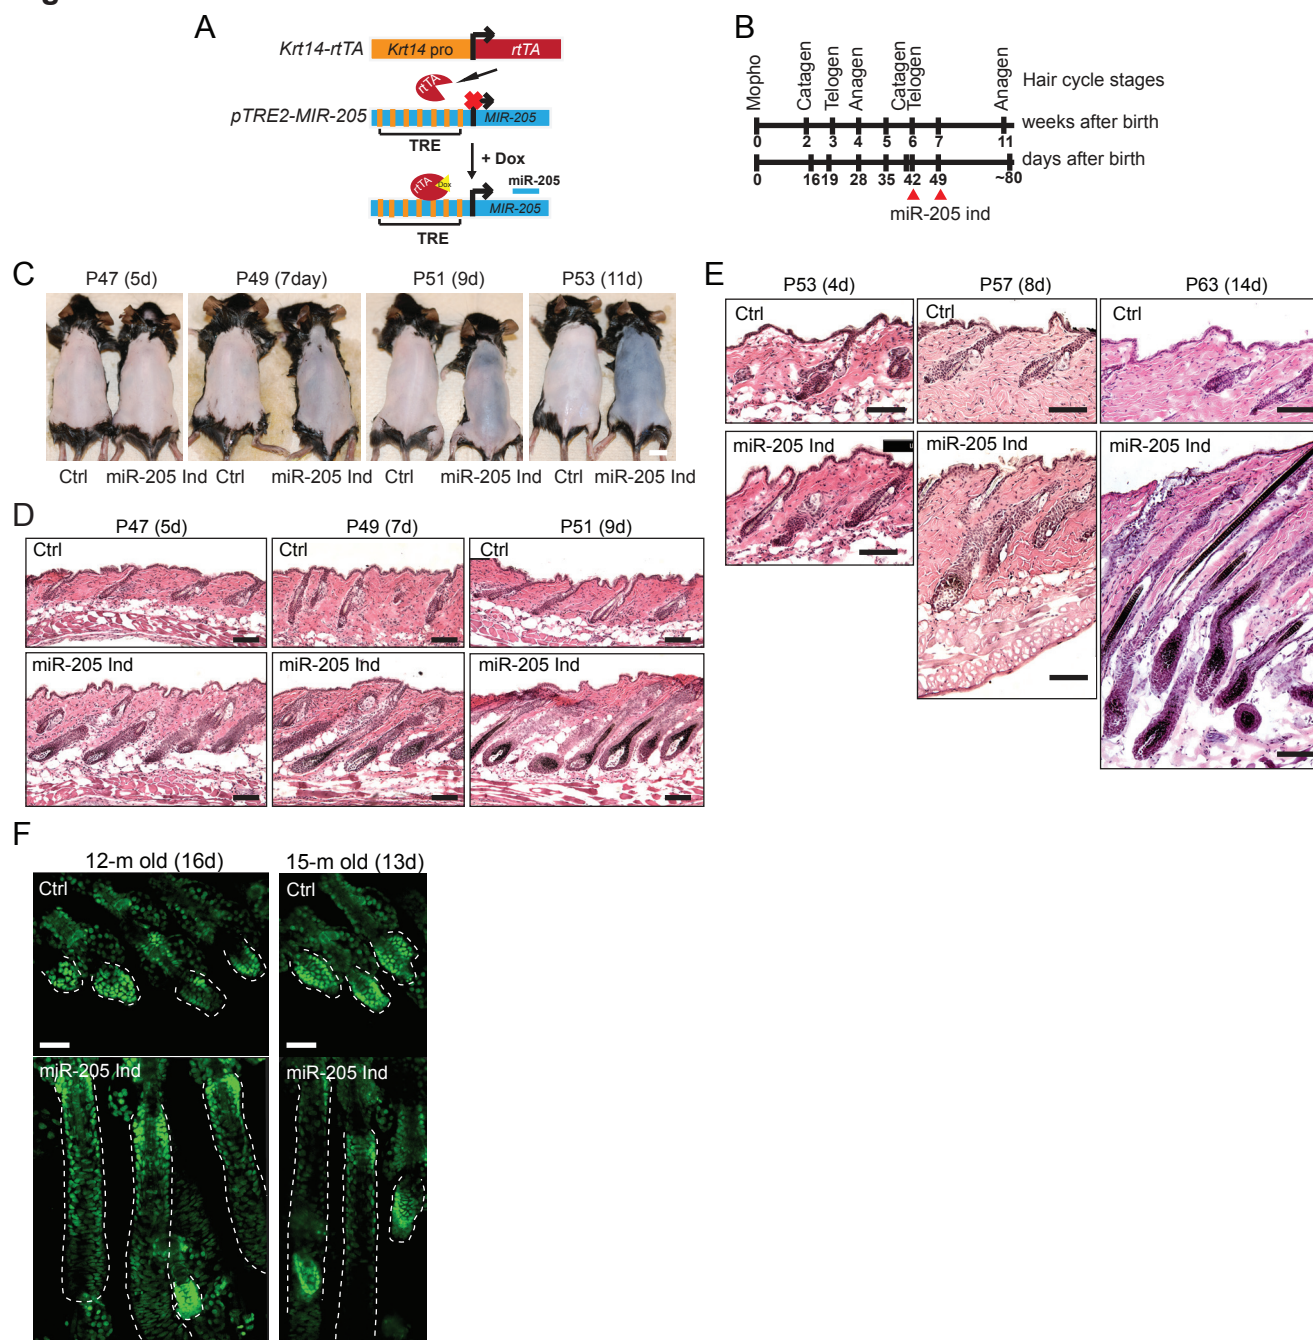

**Figure S7. *miR-205* induction promotes hair regeneration in young and old mice.**

(A) Schematics of *miR-205* inducible mouse model driven by *Krt14-rtTA*. (B) Schematics of *miR-205* induction in young mice. (C) *miR-205* promotes hair regeneration when the induction is initiated at P42. 5 pairs of animals were used for phenotypical analysis at each stage. (D) H&E staining for *miR-205* induced skin after 5-d, 7-d and 9-d induction. (E) H&E staining for *miR-205* induced skin after 4-day, 8-day and 14-day induction. (F) *miR-205* promotes ear hair regeneration in old mice, longitudinally tracked with multiphoton microscopy.

Scale bar 1 cm in C, 100  $\mu$ m in D, E, F.

Figure S8

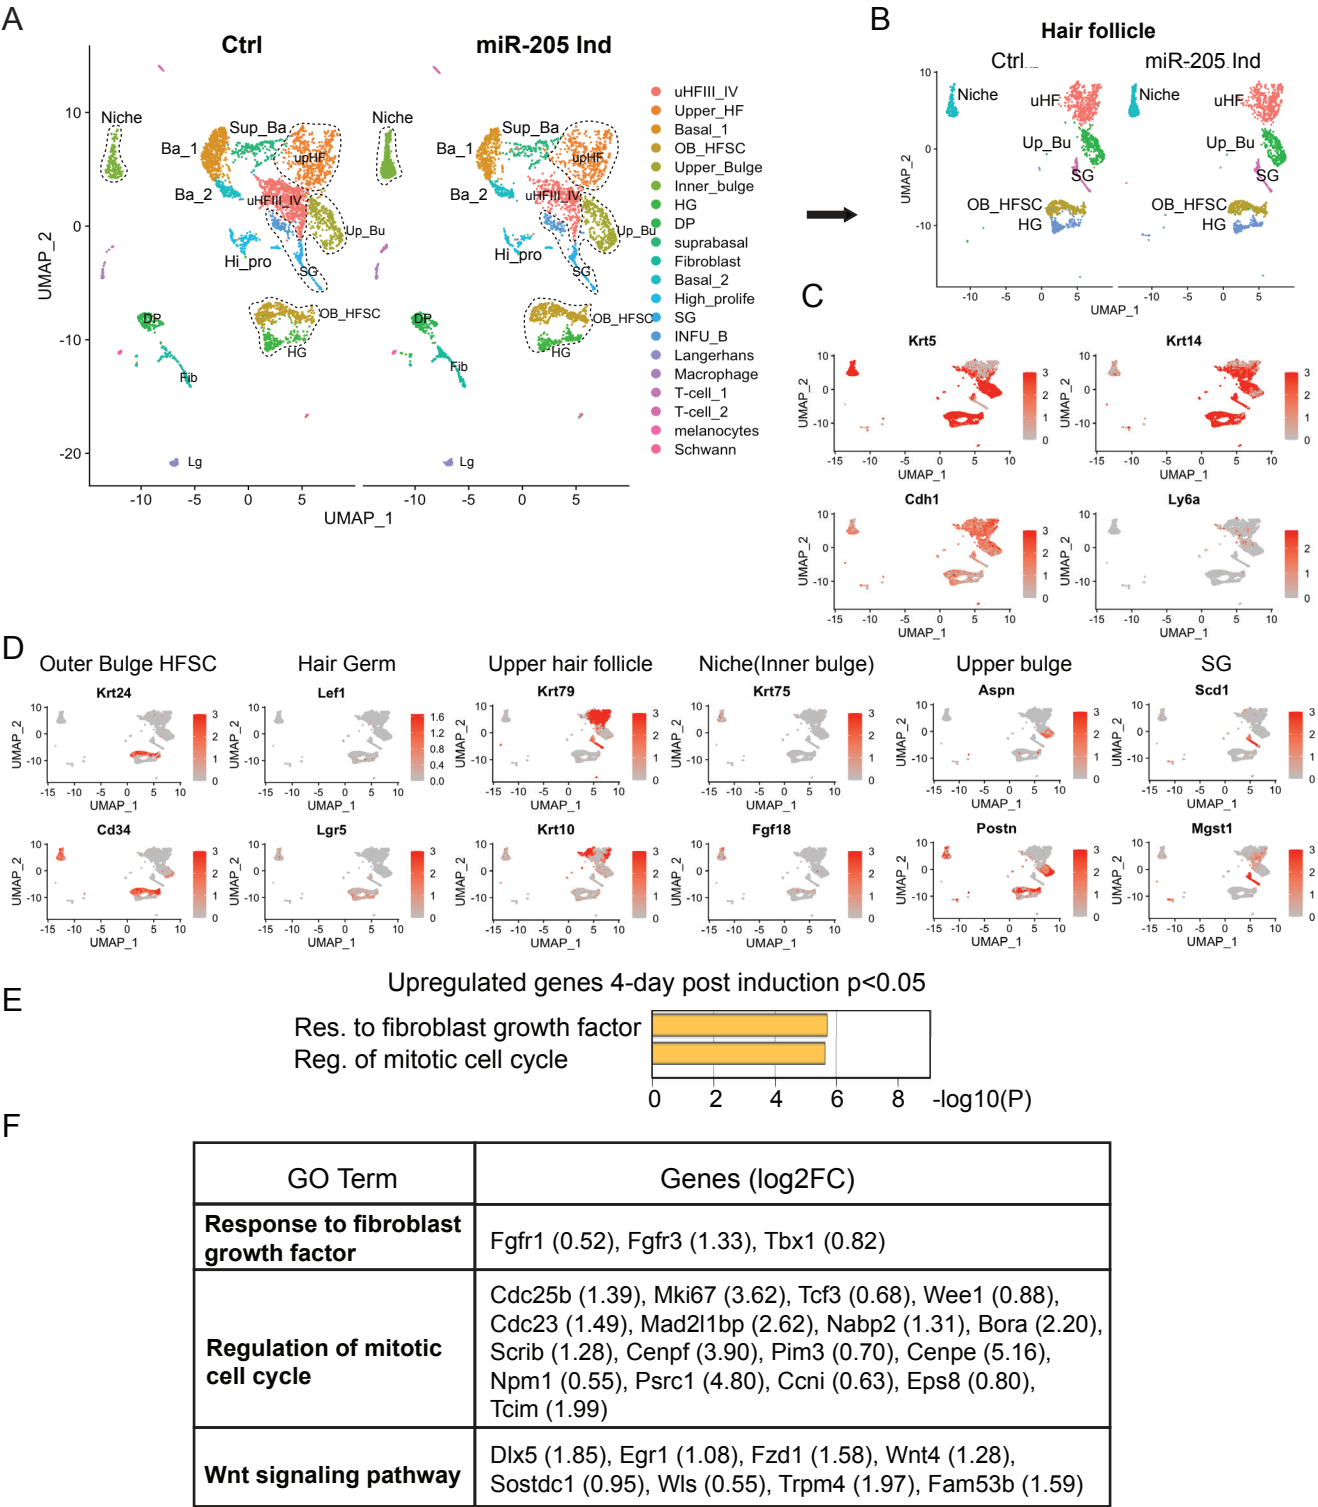

**Figure S8. *miR-205* promotes hair germ progenitor cells activation.** (A) *miR-205* induction does not globally change the epithelial and dermal cell fate 4-day after induction. (B) *miR-205* does not globally change the epithelial cell fate 4-day after induction. (C) Epithelial cells are identified by established marker genes *Krt5*, *Krt14* and *Cdh1*. (D) Epithelial cell clusters are identified by established marker genes. (E) Genes associated with mitotic cell cycle, FGF and WNT signaling are among the most highly upregulated genes in *miR-205* induced HGs 4 days after induction. (F) Upregulated genes in the categories of mitotic cell cycle, FGF and WNT signaling in *miR-205* induced HGs 4 days after induction.

**Figure S9**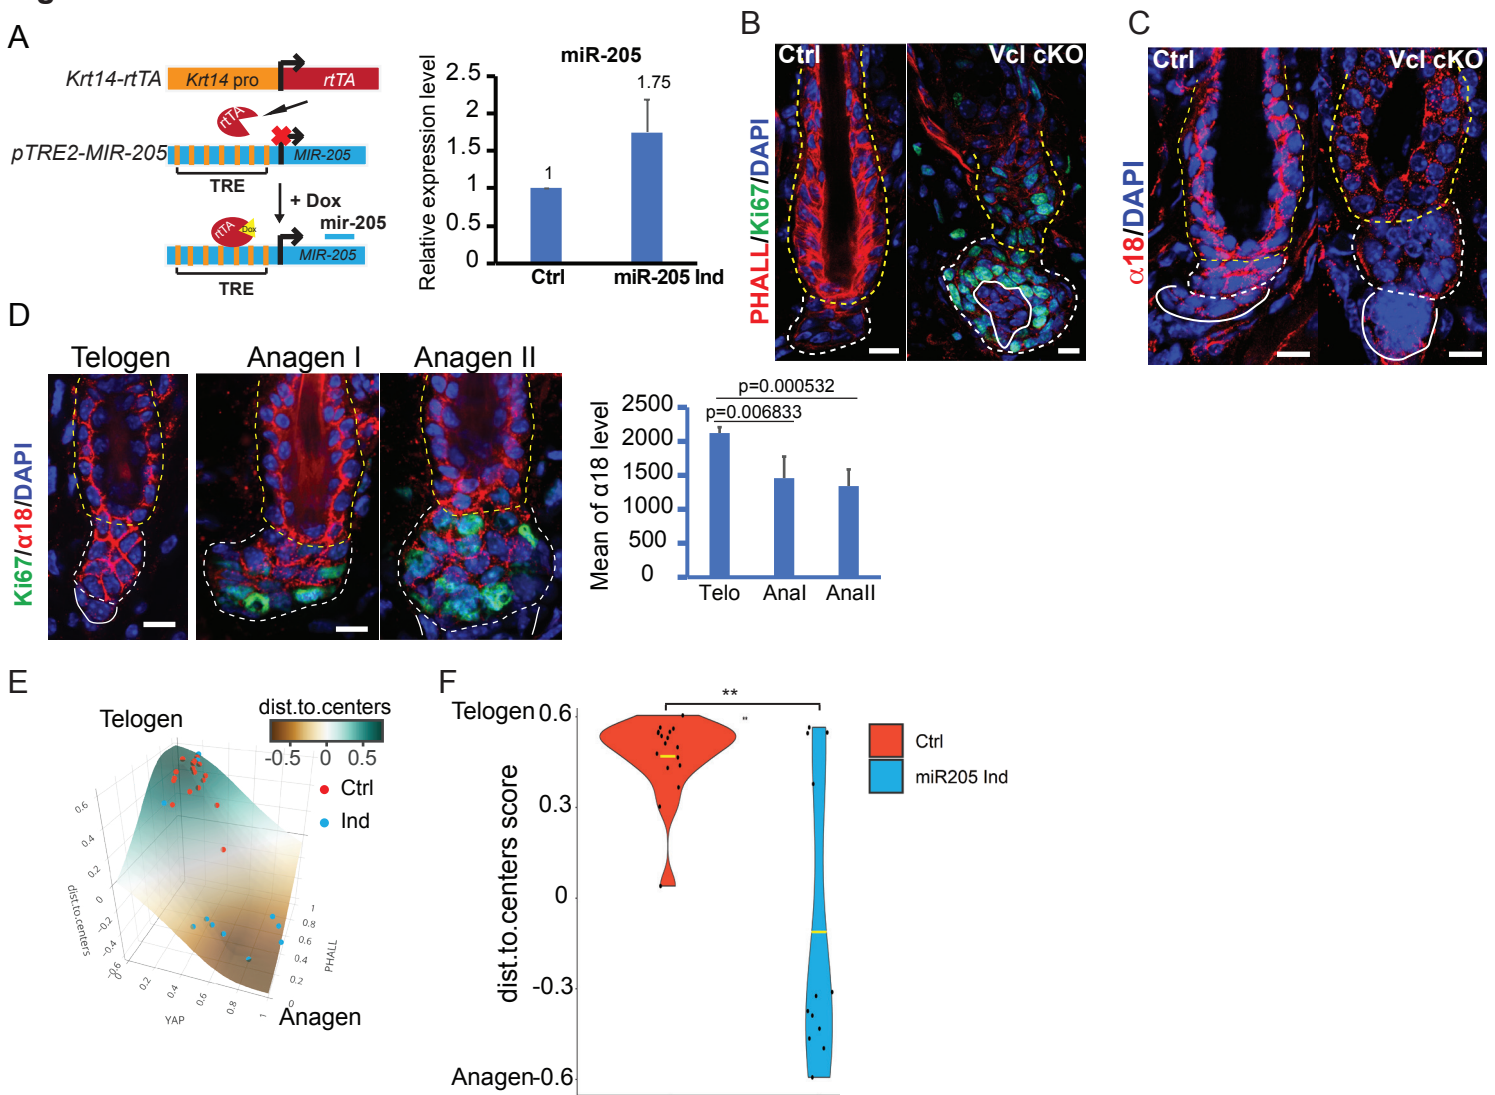**Figure S9. Interplay between tissue stiffness, actomyosin contractility and cell size control during the transition between quiescence and activation of hair regeneration.**

(A) *miR-205* levels are elevated by 75% upon 24-h induction in primary keratinocytes. (B) *Vcl* deletion reduces actin cytoskeleton and promotes cell cycle re-entry in bulge HF-SCs and HGs (n=3 pairs of animals). (C) Actomyosin forces on α-catenin are significantly reduced upon *Vcl* loss, indicated by reduced α18 signals (n=3 pairs of animals). (D) Actomyosin forces on α-catenin are weaker in early anagen than that in telogen, indicated by reduced α18 signals. Quantification is showed in the right panel. P values are determined by Student's t-test. (E) *miR-205* induction promotes the transition of HG cells from the quiescent telogen state to the activated anagen state, visualized by mathematical modeling and plotting of the F-actin and nuclear YAP score. The color gradient indicates the "distance to centers" score of each sample point. (F) F-actin and nuclear YAP signals, modeled as a distance to centers score, indicate that *miR-205* induction promotes the transition of HG cells from telogen to anagen. Note some cells are still classified as telogen cells whereas many are classified as anagen (\*\*p<0.01).

**Dataset S1.**

Differential Gene Expression Upon miR205 Induction (2 days) in HFSCs, determined by bulk RNA-seq

**Dataset S2.**

Differential Gene Expression Upon miR205 Induction (4 days) in HFSCs and HG, determined by single-cell RNA-seq

**Movie S1. Hair germ contraction during telogen.**

In the 4-hour intravital imaging, the HG but not the bulge HF-SC compartment contracts by ~30% in volume. Note the constant position and location of each HF-SCs during the same period. All epithelial cells are labeled with H2b-GFP. The constant red dotted line outlines the HF-SC and HG compartments. The yellow dotted line and green arrowheads track the movement of the bottom of the HG.

**Movie S2. Dynamic contraction and enlargement activities of hair germ during telogen.**

In the 6-hour intravital imaging, the HG exhibits pulsatile contraction and enlargement activities. Note the constant position and location of HF-SCs during the same period. All epithelial cells are labeled with H2b-GFP. The green arrowheads track the movement of the bottom of the HG.

**Movie S3. Hair germ contraction during telogen.**

In the 4-hour intravital imaging, the HG but not the bulge HF-SC compartment contracts by ~30% in volume. The plasma membrane of epithelial cells is labeled with E-Cad-CFP. Note the strong E-Cad levels in the HF-SCs and the relatively weak E-Cad levels in the HG. The constant red dotted line outlines the HF-SC and HG compartments. The yellow dotted line and green arrowheads track the movement of the bottom of the HG.

**Movie S4. Hair germ enlargement during early anagen.**

In the 4-hour intravital imaging, the HG enlarges by ~20% in volume in the absence of cell division. Note the HF-SC compartment also enlarges but less than the HG. All epithelial cells are labeled with H2b-GFP. The constant red dotted line outlines the HF-SC and HG compartments. The yellow dotted line and green arrowhead track the movement of the bottom of the HG.

**Movie S5. Hair germ enlargement in an miR-205 induced hair follicle.**

In the 4-hour intravital imaging, the HG initially enlarges and then slightly contracts toward the end of the imaging session in the absence of cell division. Note the HF-SC compartment also enlarges slightly. All epithelial cells are labeled with H2b-GFP. The constant red dotted line outlines the HF-SC and HG compartments. The yellow dotted line and green arrowheads track the movement of the bottom of the HG.

# Supplementary material for: MicroRNA-205 promotes hair regeneration by modulating mechanical properties of hair follicle stem cells
**Source:** Proc Natl Acad Sci U S A. 2023 May 22;120(22):e2220635120. doi: 10.1073/pnas.2220635120
**Supplement:** Supplementary file 2 — Appendix 02

**Supporting Information for**

**MicroRNA-205 promotes hair regeneration by modulating mechanical properties of hair follicle stem cells**

Jingjing Wang<sup>1</sup>, Yuheng Fu<sup>1</sup>, Wenmao Huang<sup>2</sup>, Ritusree Biswas<sup>3</sup>, Avinanda Banerjee<sup>4</sup>, Joshua A.

Broussard<sup>1,6</sup>, Zhihai Zhao<sup>2</sup>, Dongmei Wang<sup>1,6</sup>, Glen Bjerke<sup>5</sup>, Srikala Raghavan<sup>3,4</sup>, Jie Yan<sup>2</sup>,

Kathleen J. Green<sup>1,6</sup> and Rui Yi<sup>1,6\*</sup>

\*Rui Yi

**This PDF file includes:**

Supporting Information Text  
Figures S1 to S9  
Legends for Movies S1 to S5  
Legends for Datasets S1 to S2  
SI References

**Other supporting materials for this manuscript include the following:**

Movies S1 to S5  
Datasets S1 to S2

## Supporting Information Text

### Method

#### Fluorescence-activated cell sorting (FACS)

Gender matched mice (Ctrl and miR-205 Ind) harboring a *Krt14-H2b-GFP* allele were fed doxycycline for 2 or 4 days and euthanized to collect back skin samples. Hair coats were shaved and removed by nair hair removal lotion (Amazon, 22339) for around 5 minutes. Subcutaneous fat was removed, and back skin samples were minced into small pieces and incubated with 0.25% collagenase (Worthington, LS004188) in 10 mL 1x HBSS buffer at 37°C for 2 hours with rotation. 25 mL serological pipet was used to further enhance collagenase reaction at 1 hour incubation time. After collagenase treatment, 10 mL cold PBS was added, and sample suspension was centrifugated at 400 g for 10 minutes at 4°C to get the pellet. The pellet was resuspended with 5 ml pre-warmed 0.25% trypsin/EDTA (Gibco) for 7 minutes at 37°C and the digestion was blocked by adding 10 mL cold 1x PBS with 3% chelated FBS. The suspension was extensively triturated with a 25 ml pipette and filtered through a 40 µm cell strainer, followed by centrifugation at 400 g for 5 minutes at 4°C. The pelleted cells were resuspended in cold 1x PBS with 3% chelated FBS. Suspended cells were incubated with appropriated antibodies for 1 hour on ice. After washing away unbounded antibodies, DAPI was used to exclude dead cells. Hair follicle stem cells (HF-SCs) of Krt14-H2b-GFP-based experiments were isolated by enriching DAPI<sup>neg</sup>, H2BGFP<sup>hi</sup>, Sca1<sup>neg</sup>, α6<sup>hi</sup> and CD34<sup>hi</sup> cells. The following antibodies were used in K14-H2b-GFP-based experiments: integrin α6 (CD49f, 1:50; eBioscience, PE-conjugated, 12-0495), CD34 (1:100; eBioscience, eFluor 660-conjugated, 50-0341), Sca1 (Ly-6A/E, 1:500; eBioscience, PE-Cyanine7-conjugated, 25-5981-82). FACS was performed on MoFlo XDP machine (Beckman Coulter). FACS data were analyzed with FlowJo.

#### RNA Purification and miRNA qPCR

Total RNA was extracted using TRIZOL (Thermo Fisher Scientific). For miRNA analysis, miScript II RT Kit (Qiagen) was used to synthesize cDNA. miScript primers for miRNA-205 and control Sno25 were from Qiagen. Reactions were performed according to the manufacturer's manual and

on a CFX384 real-time system (Bio-Rad). Differences between samples and controls were calculated using the  $2^{-\Delta\Delta C(t)}$  method.

#### Laser ablation and recoil assay

CellMask™ Orange Plasma membrane Stain (ThermoFisher, C10045) was used to visualize mouse keratinocytes according to manufacturers' instructions. Mouse keratinocyte cultures were allowed to equilibrate for 20 minutes before imaging and only imaged for 1 hour each. Two-photon laser ablation was used to assess intercellular forces. Briefly, ablation was performed on a Nikon A1R-MP+ multiphoton microscope running Elements version 4.50 and equipped with an Apo LWD 25× 1.10W objective. Cells were maintained at 37 °C and 5% CO<sub>2</sub>. Images were obtained at a rate of 1 frame per second for 2 s before and 45 s after ablation using 4% laser power at 970 nm. Ablation was performed using 40% laser power at a scan speed of 512. The distance between the cell–cell vertices over time was measured using the Manual Tracking plugin in ImageJ. Distance curves were then generated using Excel software. Initial recoil measurements were calculated using Prism 8 software as previously described(1).

#### Force measurements at the AJs

The microbeads (Dynabeads M270, Invitrogen) were treated by 1% glutaraldehyde for 1 hour at room temperature. After washed with 1 X PBS for five times, the beads were incubated in 10 µg/ml recombinant E-cadherin (human, Sigma) solution overnight at 4 °C with agitation. The beads were then washed and stored in blocking buffer (1% BSA, 1 X PBS) at 4 °C on an agitation rotator for use.

Keratinocytes were seeded in a home-made chamber coated with 10 µg ml<sup>-1</sup> fibronectin. For the miR-205 inducible cells, cells were treated with 3 µg/ml final concentration doxycycline after cell attachment. For high Calcium treatment, 2µM final concentration Calcium was applied. After 24 hours incubation, the E-cadherin coated microbeads were added into the chamber. The glass micropipette mounted on a MP-285 micromanipulator was gently inserted into the chamber with a small angle, and captured an E-cadherin coated bead through liquid aspiration pressure. Then the bead was moved down to touch the cell surface for 1 minutes to allow E-cadherin mediated AJ formation. The cell was subsequently moved away from the micropipette by controlling the

microscopy stage at a speed of  $10 \mu\text{m s}^{-1}$ , resulting in the micropipette bending until the adhesion interface rupture (Figure 4D). The force (F) at which the bead was detached from the cell surface was a direct readout of the strength of the E-cadherin mediated AJs and underlying actomyosin formed by these cells with the beads. This helped to quantify the contribution of  $\alpha$ -catenin and underlying actomyosin to the adhesion strength at the AJs.

The micropipette experiments were recorded and analyzed by ImageJ to determine the micropipette deflection distance ( $\Delta x$ ). The amount of force can be evaluated from the micropipette deflection distance ( $\Delta x$ ) based on the pre-calibrated bending stiffness (k) of the micropipette ( $F=k\Delta x$ ).

#### RNA-seq assay

Total RNAs from FACS-purified cells were isolated using TRIZOL (Invitrogen). RNA quality was assessed by Agilent 2100 bioanalyzer. RNA Samples with RNA integrity numbers (RIN) > 8 were used to make libraries and perform RNA-seq assay. Libraries were prepared by following manufacturer's protocol (NEBNext Ultra Directional RNA Library Prep Kit). The cDNA libraries were quality-checked with bioanalyzer and sequenced at Genomics and Microarray Core Facility at University of Colorado Denver on Illumina NovaSeq 6000.

#### RNA-seq analysis

RNA-seq reads (150nt, paired-end) were aligned to the mouse genome (NCBI37/mm10) using Hisat2 (version 2.1.0) (2). The resulting sam files were converted to bam files using SAMtools (version 1.3.1)(3). Expression measurement of each gene was calculated from the resulting alignment bam file by HT-seq7(4). Differentially expressed genes were determined using DEseq2(5) using default settings, with adjusted p-value cutoff of 0.05. 

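The adjusted p of the authors' deposited table is given for 8971 genes, and the lowest mean normalized count among these is 95.8. At an adjusted p under 0.05 the authors' deposited table holds 464 genes, of which 384 fell and 80 rose. Of these, 384 genes are shared with those called by the adjustment recomputed over all genes with a p-value. Dataset S1 lists 1325 genes, and the genes with an unadjusted p under 0.05 and a mean normalized count over 50 in the authors' deposited table are the same apart from 1 name. Of the 1325 rows of Dataset S1, 396 passed the recomputed adjusted p under 0.05.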

Gene ontology analysis was performed using Metascape (6). The selected GO terms were from the metascape results along with the gene lists.

For bulk-RNAseq analysis for outer bulge stem cell (OB) and HG clusters, mapped transcriptome datasets from OB and HG clusters were extracted according to their cell barcodes, combined together and obtained sam files. The sam files were further analyzed as bulk-RNAseq datasets. The resulting sam files were converted to bam files using SAMtools (version 1.3.1)(3). Expression

measurement of each gene was calculated from the resulting alignment bam file by HT-seq<sup>7(4)</sup>. Differentially expressed genes were determined using DEseq2<sup>(5)</sup> using default settings, with adjusted p-value cutoff of 0.05. Gene ontology analysis was performed using Metascape <sup>(6)</sup>. The selected GO terms were from the metascape results along with the gene lists.

#### Actin Score Calculation

Actin Scores were calculated using AddModuleScore function in the Seurat package. We defined a custom actin cytoskeleton organization gene list from GO: GO0030036 by excluding genes that were not detected by our single-cell RNA-seq and genes that we did not find appropriate synonym with geneSynonym package.

#### Atomic force microscopy

25- $\mu\text{m}$ -thick OCT cryosections of back skin for control and miR-205 inducible were prepared for measurements of hair follicles and dermal tissue stiffness. Samples were affixed to Superfrost Plus Adhesion Microscope slides and washed three times for 5 min in 1x PBS at room temperature to remove OCT. For miR-205 inducible cells, cells were treated with doxycycline at the concentration of 3  $\mu\text{g}/\text{ml}$  after cell attachment. After 24-hour incubation, cells were used for stiffness measurement by AFM.

AFM measurements. The AFM-based nanoindentation measurements were carried out using an commercial AFM (JPK Nanowizard) equipped with a Nikon optical microscope. AFM nanoindentation tests were performed using a 5- $\mu\text{m}$ -radius cylindrical tipped nitride cantilever (SAA-SPH-5UM, Bruker) in 1x PBS. Cantilever spring constants were calibrated each time before sample measurements using the thermal fluctuation method, which were in the range of 0.20–0.30  $\text{N m}^{-1}$ . During measurements, samples were maintained in 1x PBS. Brightfield and K14rt-H2B-GFP images were captured, and used to align the cantilever to the sample and for image co-registration. To ensure only intact HFs, but not sliced cells, were measured, we performed Z scan on selected HFs and confirmed their intact surface in both the bulge and HG regions as shown in figure S3A. Two-dimensional force maps were taken in 15  $\mu\text{m} \times 15 \mu\text{m}$  square grids with 64 sample points per axial dimension. For cultured keratinocytes, cells were maintained in fresh medium. Two-dimensional force maps were taken in 10  $\mu\text{m} \times 10 \mu\text{m}$  square

grids with 4 sample points per axial dimension. AFM measurements were made using a cantilever deflection set point of 2.0 nN and an indentation rate of 5  $\mu\text{m s}^{-1}$  to capture elastic properties and minimize viscoelastic effects.

The force-indentation traces were analyzed to obtain the Young's modulus of the cells by using the JPK Data processing program. After baseline correction and contact point estimation, the approaching force-indentation curve was fitted with the Hertz (Spherical) model (eq. 1). Constant parameters were chosen to minimize the bias for different samples.

$$F(x) = \frac{4}{3} \frac{E}{(1-\nu^2)} \sqrt{r} x^{3/2} \quad (1)$$

where  $F$  is the force of the cantilever,  $x$  is the indentation distance of the cell pressed by the cantilever,  $E$  is the Young's modulus of the cell layer,  $r$  is the radius of the spherical indenter, and  $\nu$  is the Poisson ratio. The Poisson ratio of cell is normally in the range of 0.3-0.5. We chose  $\nu = 0.5$  in all calculations.

## **Quantification and statistical analysis**

### Quantification and 3D F-actin vs YAP analysis

To quantify the immune-staining signals of YAP and cortical F-actin in hair germs, the images were converted to Imaris for further quantification. Briefly, Imaris Surface module was applied to automatically select YAP positive areas in the nucleus in hair germ cells. The mean/median intensity of YAP signals of the selected region was obtained from the statistical tab. Cortical F-actin signals were quantified using Line quantification, crossing F-actin bundles, in Fiji software. The mean peak intensities of 5 line quantifications per cell was calculated.

After quantification of F-actin and YAP signals in wildtype control and miR-205 ind samples, we did normalization of F-actin values and YAP values by dividing all the values with the maximum value of the condition. For wildtype data, we also assigned a phase of the hair cycle (Telogen and Anagen) to each cell depending on their morphology and hair cycle stages. We then defined Telogen Center,  $t$ , and Anagen Center,  $a$ , by calculating the mean of normalized F-actin value and YAP value for Telogen and Anagen cells in wildtype respectively. We then defined a binary phase score for a cell  $c$  as:

$$\text{Binary Phase Score} = \text{dist}(c, a) - \text{dist}(c, t)$$

, where the distance is between normalized F-actin and YAP of the cell and two centers.

Observe that if a cell is closer to the Telogen Center, it will have a positive binary phase score.

Otherwise, if it is closer to the Anagen Center, it will have a negative binary phase score. If a cell is equidistant from both centers, it will have a zero score.

For visualization, we defined a Telogen-Anagen phase landscape by finding binary phase scores for simulated normalized F-actin and YAP value combinations ( $n=21^2$ , where both values in any combination is out of a sequence ranging from 0 to 1, incremented by 0.05) and created a smoothed 3D surface from simulated combinations with

$x$  = normalized YAP value

$y$  = normalized F-actin value

$z$  = binary phase score

Later, for each cell in control and miR-205 ind samples, we again calculated its binary phase score based on the normalized YAP and F-actin values and then plotted the data to the Telogen-Anagen phase landscape. For each group of data, one-sided Wilcoxon test was used to test the difference in mean.

To investigate the significance of the correlation between YAP and cortical F-actin (PHALL signal), we conducted a randomization test by shuffling all YAP and PHALL value pairs 1000 times, and we calculated  $R^2$  with 1000 for each shuffle and built a background distribution from these 1000  $R^2$ . Finally, we defined the empirical p-value of R-squared as:

$$p - \text{value}_{\text{empirical}} = \frac{\# \text{ of shuffles with } R^2 > R_{\text{YAP-PHALL}}^2 + 1}{1000 + 1}, \text{ where 1 is a pseudocount.}$$

For other cortical F-actin signal quantification, over 10 line quantifications were used for the one hair germ area and they were aligned by the peak values of those line quantification. The mean intensity of F-actin signals for each pixel were used for quantification.

**Figure S1**

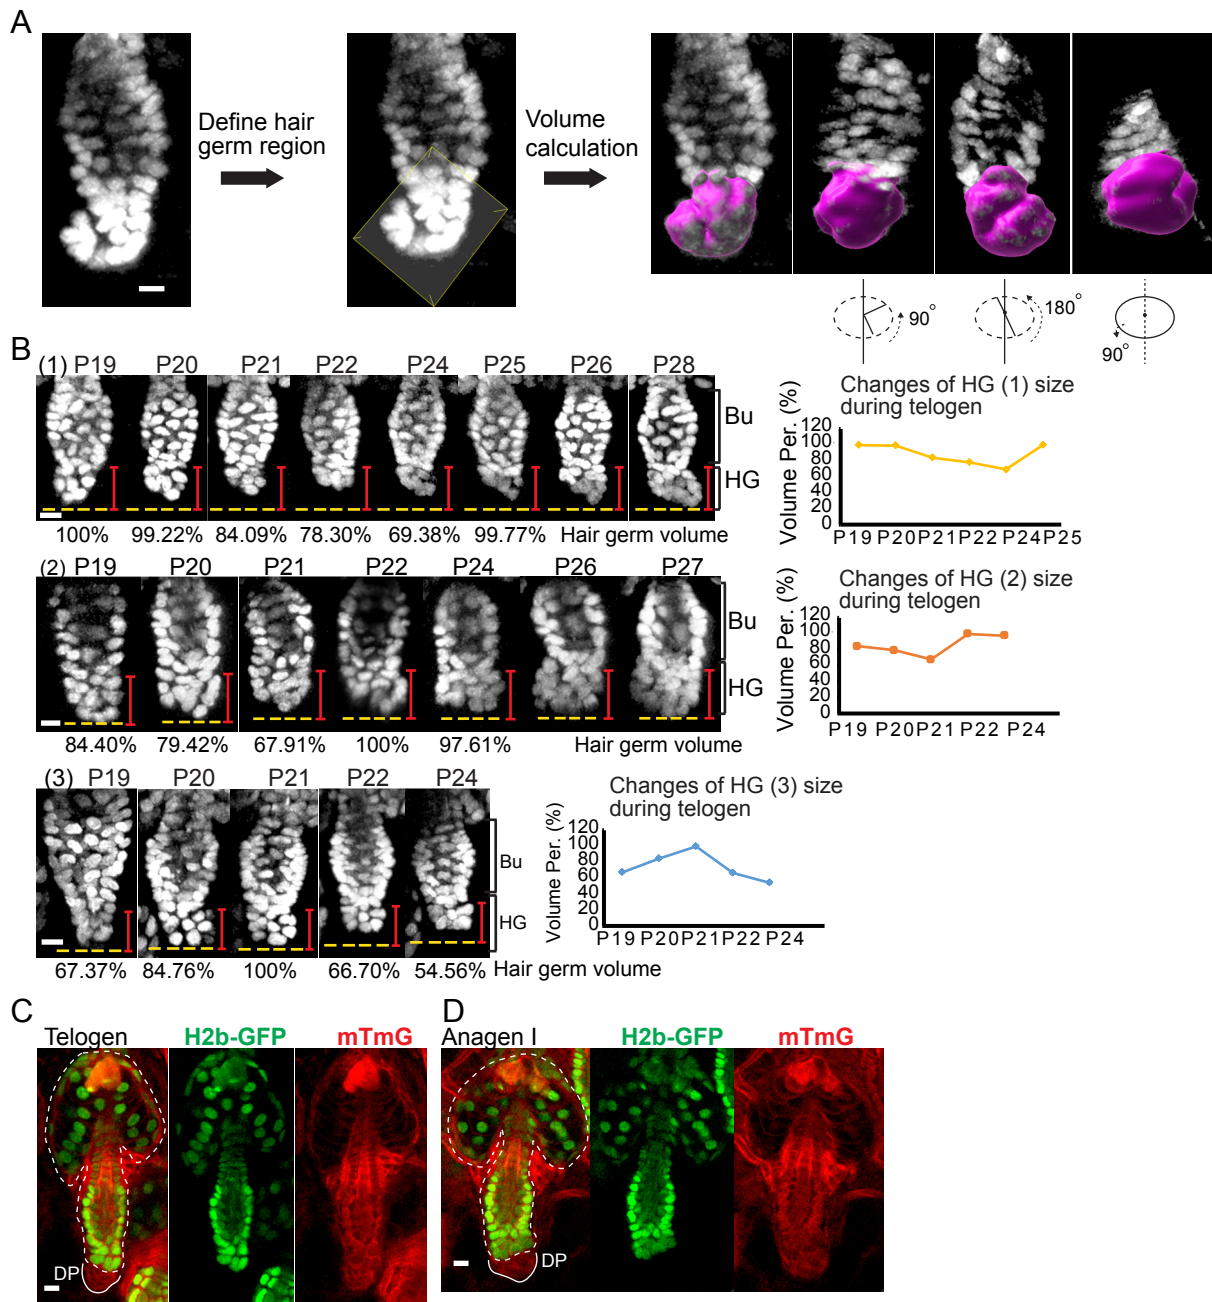

**Figure S1. Quantification of hair germ volumes by using H2b-GFP.**

(A) The workflow for the quantification of HG volume by using H2b-GFP in Imaris.

(B) Hair germs show dynamic volume changes in late catagen and telogen without cell division. Bu, bulge; HG, hair germ. 65 hair follicles from 4 animals were tracked.

(C-D) Double labeling of HF-SCs and HG progenitors by H2b-GFP and mT in telogen and early anagen. DP, dermal papillae. Scale bar 10  $\mu$ m in A, C, D, 15  $\mu$ m in B.

**Figure S2**

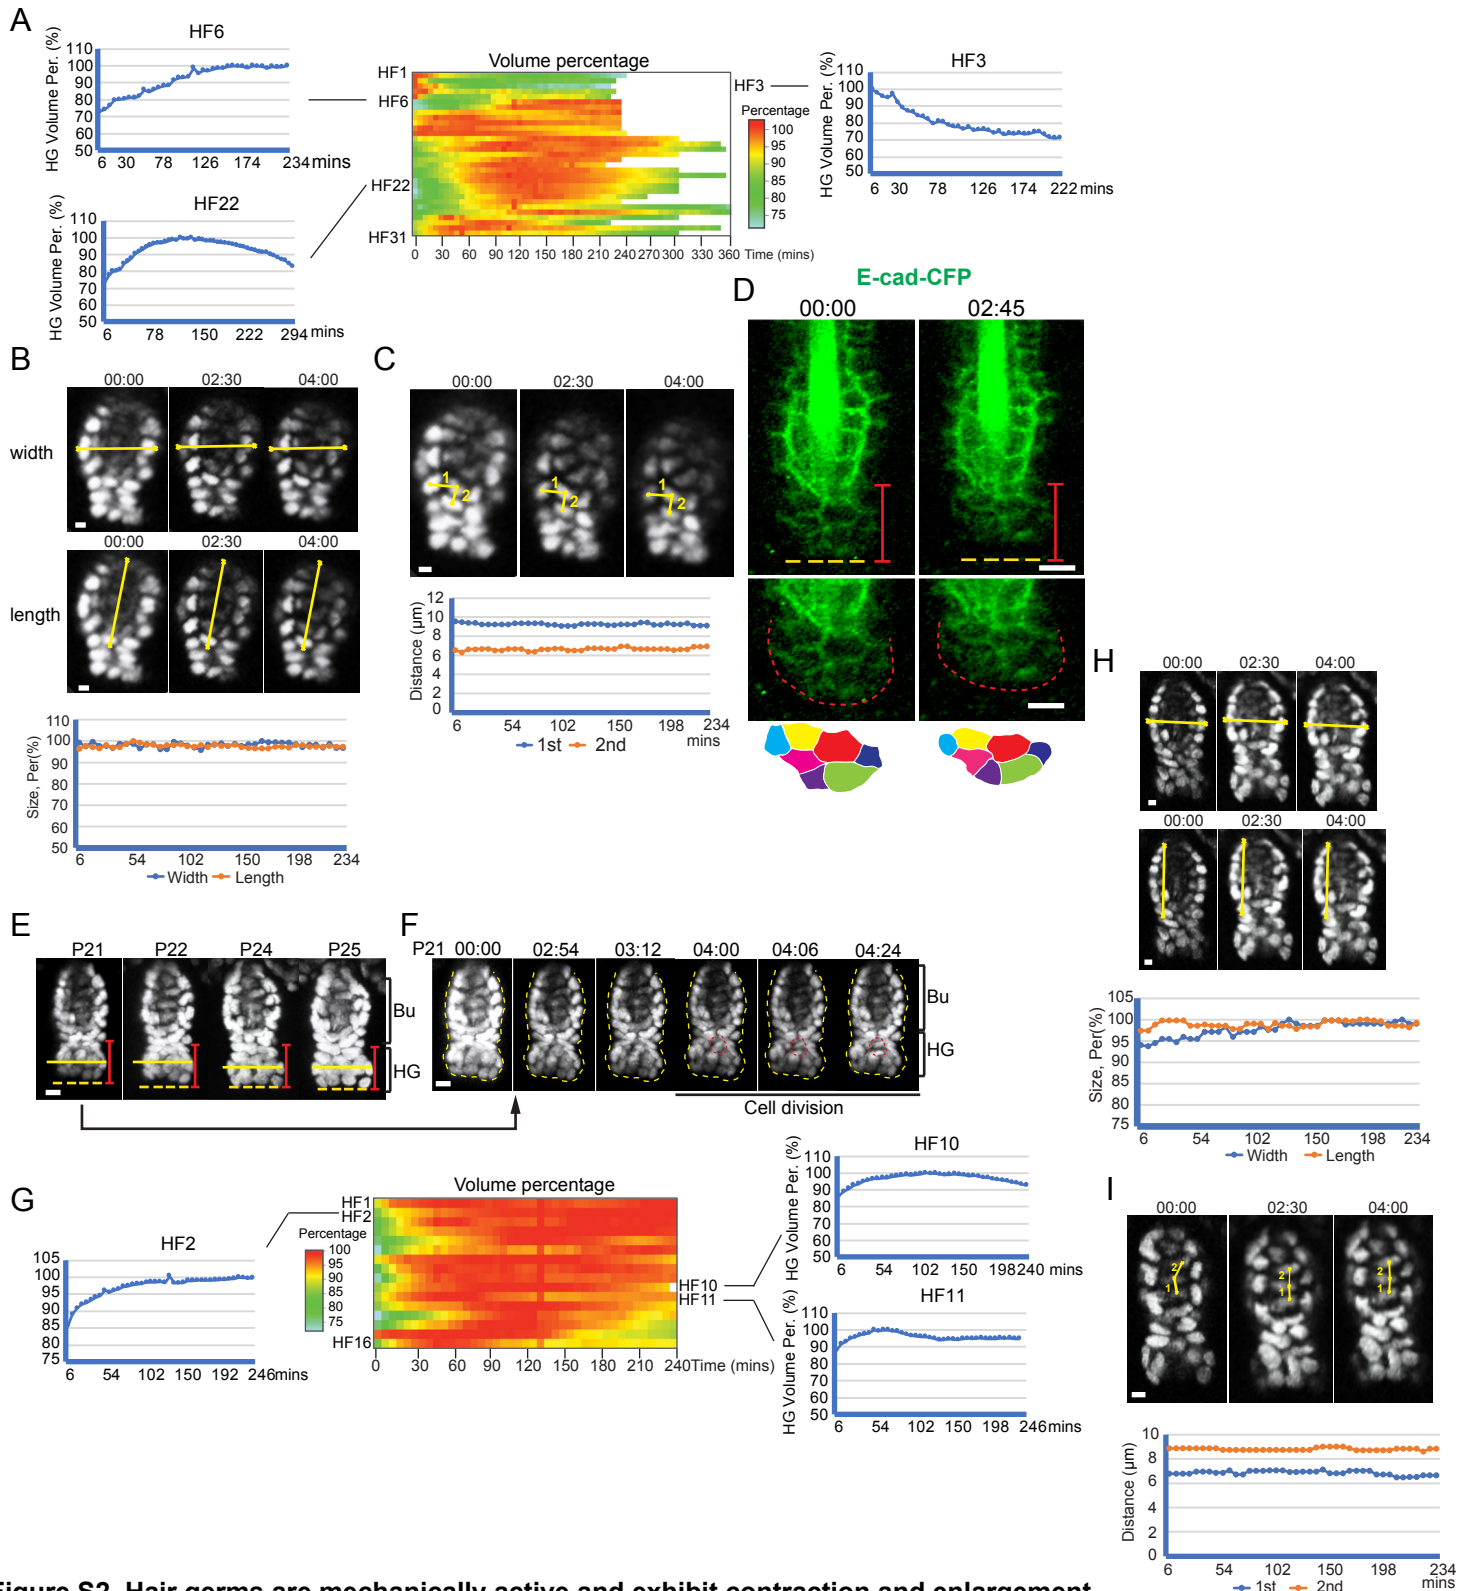

**Figure S2. Hair germs are mechanically active and exhibit contraction and enlargement.**

(A) HGs in telogen exhibit contraction and enlargement. 3 different patterns were shown as examples. 31 hair follicles from 9 animals were used to quantify volume changes. (B) Quantification of the width and length of telogen bulge (Figure 1C) shows relatively stable sizes of the bulge. (C) Quantification of distances between neighboring bulge stem cells of telogen HF (Figure 1C) shows relatively stable positions of the bulge SCs. (D) HG contraction during telogen was recorded by visualizing E-Cad-CFP signals at the cell membrane. (E) An example of HG undergoing enlargement during early anagen. (F) Infrequent cell division was recorded in an HG at early anagen (P21). No HG volume changes were recorded during the division. (G) HGs in early anagen exhibit reduced contraction, comparing with those in telogen. 16 hair follicles from 5 animals were used to quantify volume changes. (H) Quantification of the width and length of early Anagen bulge (Figure 1E) shows relatively stable size of the bulge. (I) Quantification of distances between neighboring bulge stem cells of early Anagen HF (Figure 1E) shows relatively stable positions of the bulge SCs. Scale bar 5 μm in B, C, H, I, 10 μm in D, E, F.

**Figure S3**

**A**

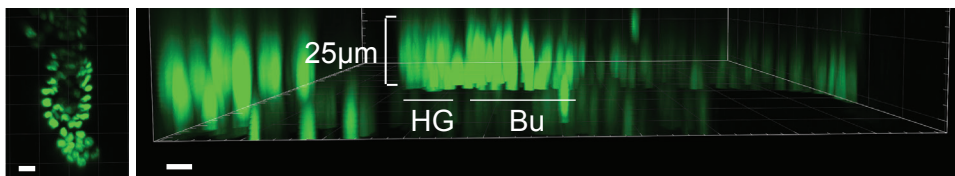

**B**

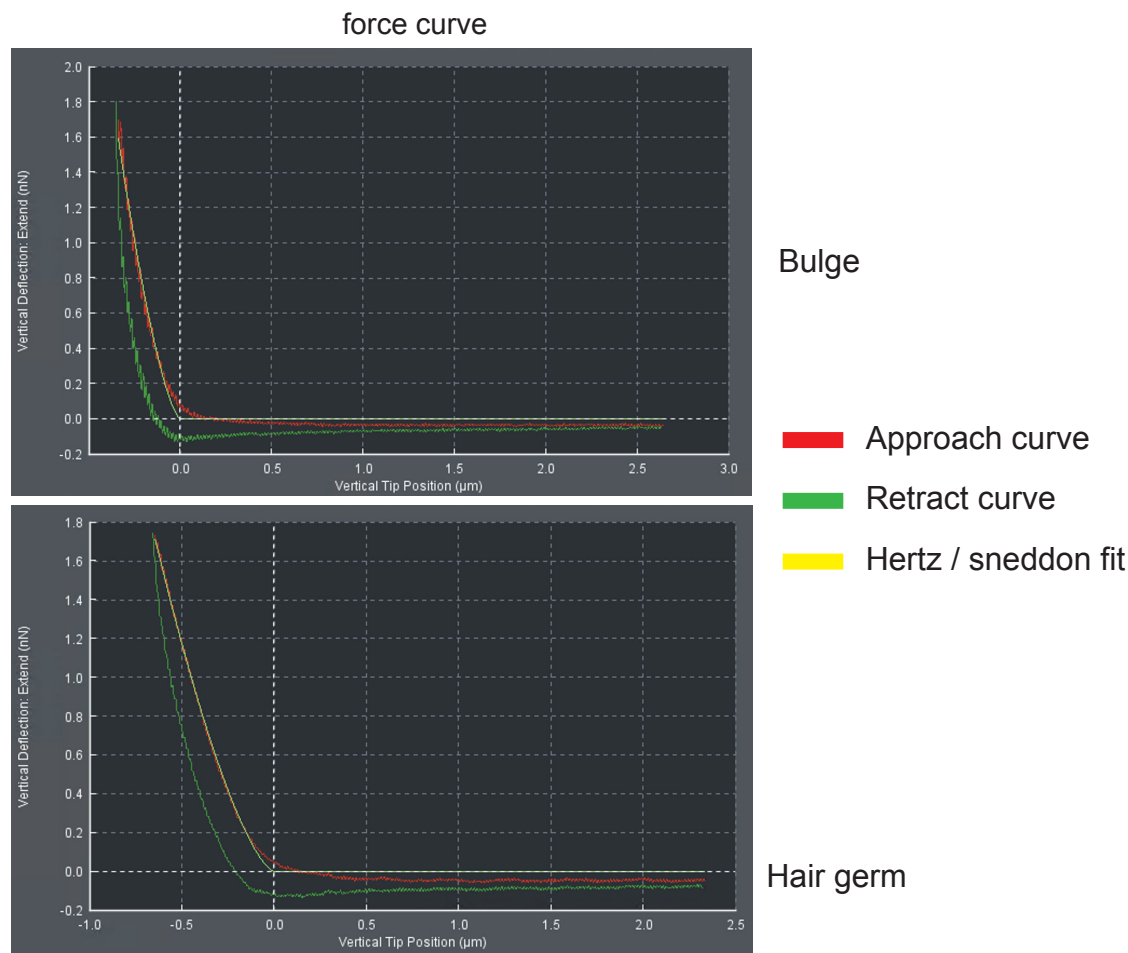

**C**

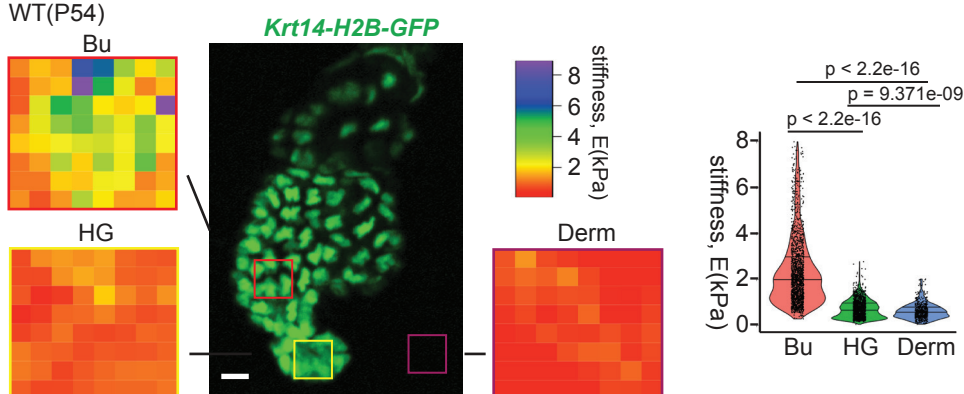

**Figure S3. HF-SC compartment is demarcated by differential mechanical stiffness measured by AFM**  
**(A)** 2D (left panel) and 3D (right panel) view of the back skin sample with a hair follicle (25  $\mu\text{m}$  section) for AFM measurement, from XY (left) and Z-axis (right) scanning separately.

**(B)** Force curve and Hertz / Sneddon fit for Young's modulus measurement of the bulge and HG.

**(C)** Stiffness of the bulge, HG and dermis was measured ex vivo by atomic force microscopy (AFM). Six hair follicles and dermis areas from 2 animal samples were measured. For each area, 64 points were measured.

Bu mean=  $2240.1 \pm 1251.1$  Pa, HG mean=  $824.2 \pm 368.0$  Pa, Dermis mean=  $617.3 \pm 329.3$  Pa.

P values were determined by Student's t-test. Scale bar 10  $\mu\text{m}$  in **A** and **C**.

**Figure S4**

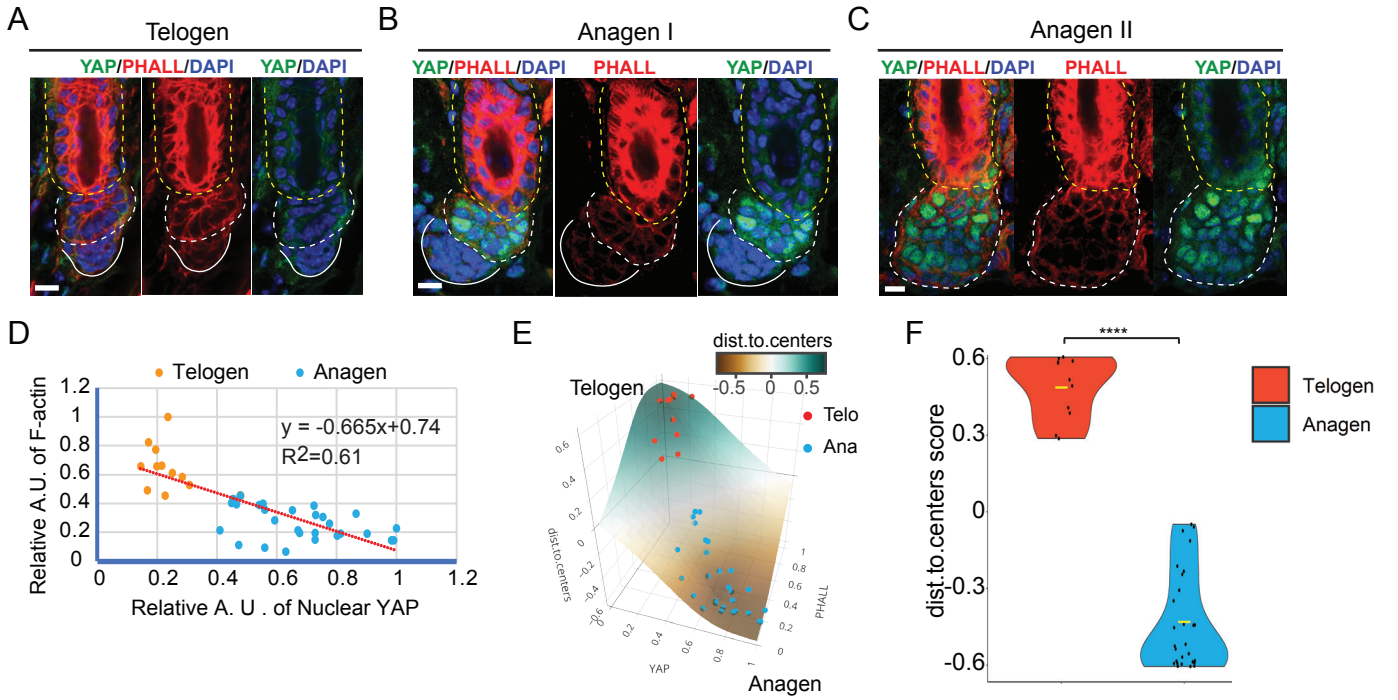

**Figure S4. Weakened actomyosin contractility is correlated with nuclear YAP accumulation during hair germ progenitor activation**

(A-C) Representative confocal microscopy image of telogen (A), anagen I (B) and anagen II (C) hair follicles with YAP and F-actin staining. (D) Cortical F-actin and nuclear accumulation of YAP showed an inverse correlation in telogen and early anagen. (E) Combined F-actin and nuclear YAP score demarcates telogen and anagen cellular states, as plotted in a 3-dimensional space. The color indicated the “distance to centers” score of each sample point. (F) F-actin and nuclear YAP signals, modeled by a distance to centers score, demarcate the telogen and anagen state (\*\*\*\* $p < 0.0001$ ).

Scale bar 10  $\mu\text{m}$  in A, B, C.

**Figure S5**

**A**

**miR-205 bound components of actin cytoskeleton and cell adhesion captured by CLEAR-Clip**

| Supramolecular fiber organization         |                                                                                                                                                                                                                                                                                           |
|-------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Regulation of cytoskeleton organization   | Cav1, Cd2ap, Cdkn1b, Il1a, Map1b, Notch2, Pafah1b1, Vps4b, Hdgfl3, Dlc1, Clip1, Cltc, Syde1, <b>Actr3</b> , Slain2, Mtpn, Tmsb4x, Hdgfl3, Kank1, Argef1, Taok1, Ppfia1                                                                                                                    |
| Actomyosin structure organization         | Cflar, Ccn2, Mef2a, Met, Dlc1, Tacstd2, Cdc42bpb, Pak2, Ppfia1, Fhod1, Kank2, Epb41, Frmd6                                                                                                                                                                                                |
| Regulation of actin cytoskeleton          | <b>Actb</b> , <b>Actn4</b> , Actn1, Cdc42, Fn1, Itgav, Ppp1r12a, Ppp1cb, Tmsb4x, Sos1, Iqgap1, Arpc1a, Pak2, Pak4, Baiap2                                                                                                                                                                 |
| Actin filament organization               | Cd2ap, Cdc42, Dlg1, Nedd9, Shroom3, Rufy3, Sh3kbp1, Ttc17, Marcks, Met, Hsp90b1, <b>Pls3</b> ,                                                                                                                                                                                            |
| Regulation of actin filament organization | Dlg1, Ccn2, Mtpn, Met, Tmsb4x, Tjp1, Dlc1, Arpc1a, Tacstd2, Actr3, Rictor, Kank1, Kank2, Baiap2, Argef1, Pak2, Ppfia1, Fhod1, <b>Rock2</b>                                                                                                                                                |
| Regulation of cell adhesion               |                                                                                                                                                                                                                                                                                           |
| Cell-cell adhesion                        | Ctnna1, Cd2ap, Chl1, Fut9, Lrp6, Ptptr, Stxbp3, Nt5e, Cd164, Cadm1, Perp, Zdhhc21, Mcam, Lpp, Dll1                                                                                                                                                                                        |
| Regulation of cell adhesion               | Adam8, Slc7a1, Bcl6, Cav1, Runx1, <b>Cd44</b> , Cdk6, Fn1, Hes1, Il1a, Il6st, Itgav, Nedd9, Prkca, Cyth3, Ptptr, Sox2, Sox4, Stx3, Stk4, Thbs1, Tjp1, Map4k4, Net1, <b>Piezo1</b> , Zmiz1, Cd9, Dlg1, Jag1, Notch1, Dusp1, Snai2, Tnfaip3, Dlc1, Tacstd2, Peli1, Scrib, Cblb, Acer2, Wnk1 |
| Adherens junction                         | <b>Ctnna1</b> , Lmo7, Igf1r, Met, Ptptr, Snai2                                                                                                                                                                                                                                            |
| Focal adhesion                            | Cav1, Ccnd2, Fn1, Igf1r, Itgav, Met, Ppp1r12a, Ppp1cb, Prkca, Sos1, <b>Thbs1</b>                                                                                                                                                                                                          |
| Tight junction                            | Runx1, Cldn1, Cldn4, Dlg1, Ppp2cb, <b>Tjp2</b> , Pard6b, Rapgef2, Scrib                                                                                                                                                                                                                   |

**B**

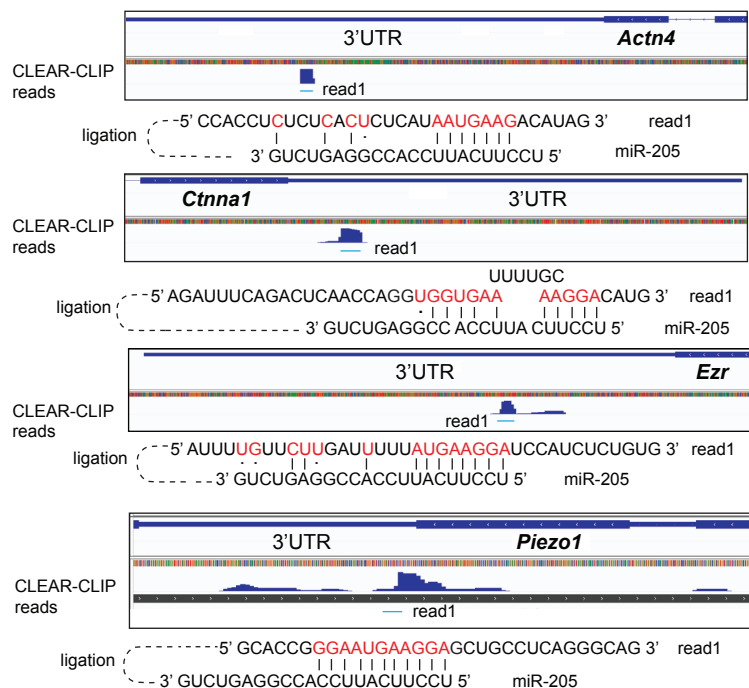

**Figure S5. miR-205 targets components and regulators of the actin cytoskeleton and cell adhesion machinery** (A) *miR-205* binds to mRNAs of components and regulators of the actin cytoskeleton and cell adhesion, determined by CLEAR-CLIP. Genes marked by red font were highlighted in the manuscript. (B) The binding of *miR-205* to target sites, located within the 3'UTR of mRNAs, was captured by CLEAR-CLIP. Base-pairing between *miR-205* and targeted mRNA sites, marked by red font, is shown.

Figure S6

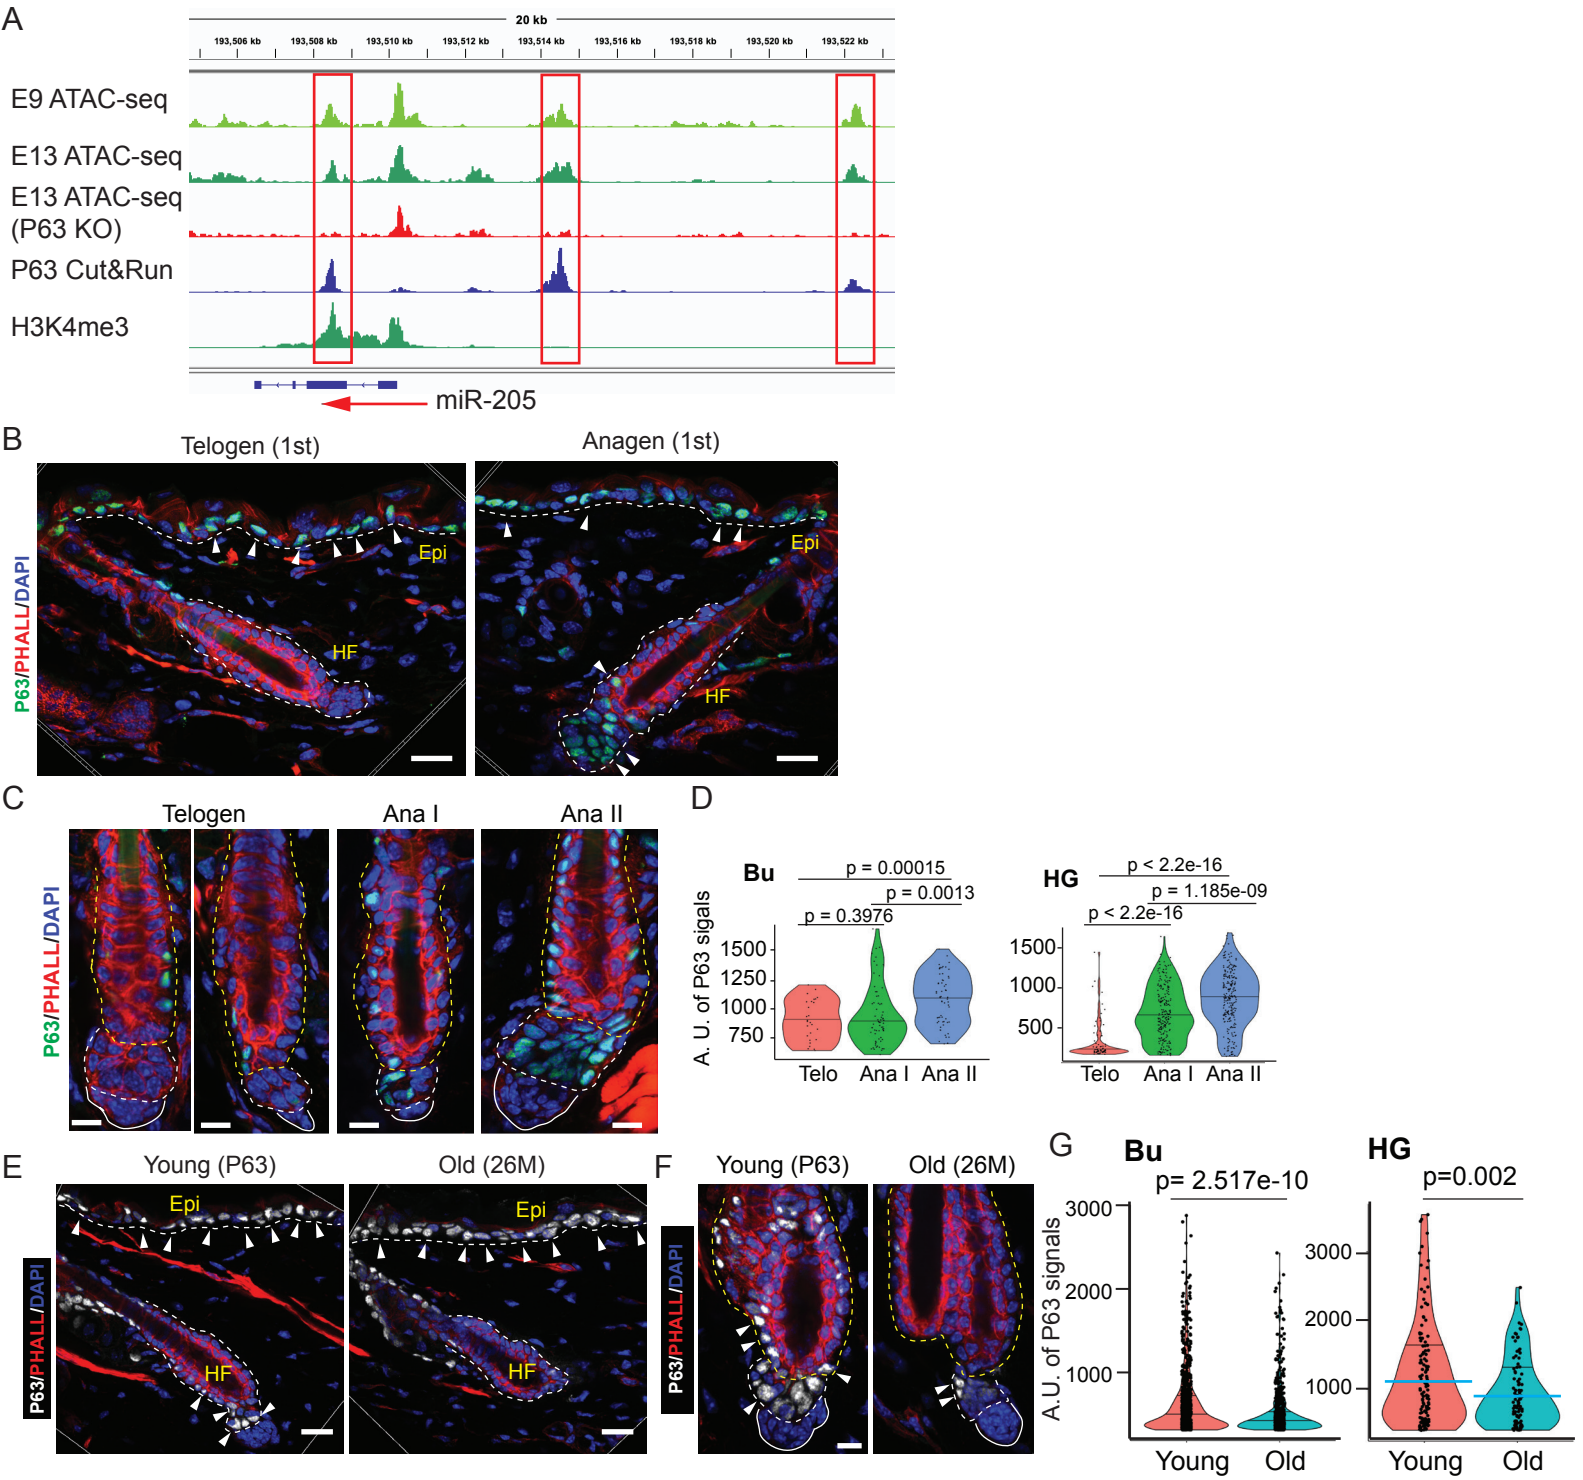

**Figure S6. The expression and regulation of *miR-205* in telogen, early anagen and during aging.**  
(A) IGV track of  $\Delta$ Np63 ATAC-seq datasets shows that *miR-205* is transcriptionally regulated by  $\Delta$ Np63 through three enhancers, identified by  $\Delta$ Np63 Cut&Run. Note the open chromatin signals are lost in  $\Delta$ Np63 KO. (B)  $\Delta$ Np63 shows different expression patterns in bulge and HG in telogen and early Anagen. Note the largely uniform expression of  $\Delta$ Np63 in the epidermis. Scale bar, 20  $\mu$ m. (C)  $\Delta$ Np63 expression level is elevated in both bulge and HG in early anagen, compared with that in telogen. Scale bar, 10  $\mu$ m. (D) Quantification of  $\Delta$ Np63 levels from bulge and HG in telogen and anagen. Nuclear  $\Delta$ Np63 signals from 6 telogen hair follicles of 3 animals, 7 anagen I hair follicles of 3 animals and 8 anagen II hair follicle from 3 animals are quantified. P values are determined by Student's t-test. (E-F) Nuclear  $\Delta$ Np63 expression level is decreased in both bulge and HG in old mice. Note the largely uniform expression of  $\Delta$ Np63 in the epidermis. Scale bar 20  $\mu$ m in E, 10  $\mu$ m in F. (G) Quantification of  $\Delta$ Np63 levels from bulge and HG in young and old dorsal skin. Nuclear  $\Delta$ Np63 signals from 11 hair follicles of 3 old animals, 16 hair follicles of 3 young animals are quantified. P values were determined by Student's t-test. In B and E, arrowheads point to  $\Delta$ Np63 positive nuclei.

**Figure S7**

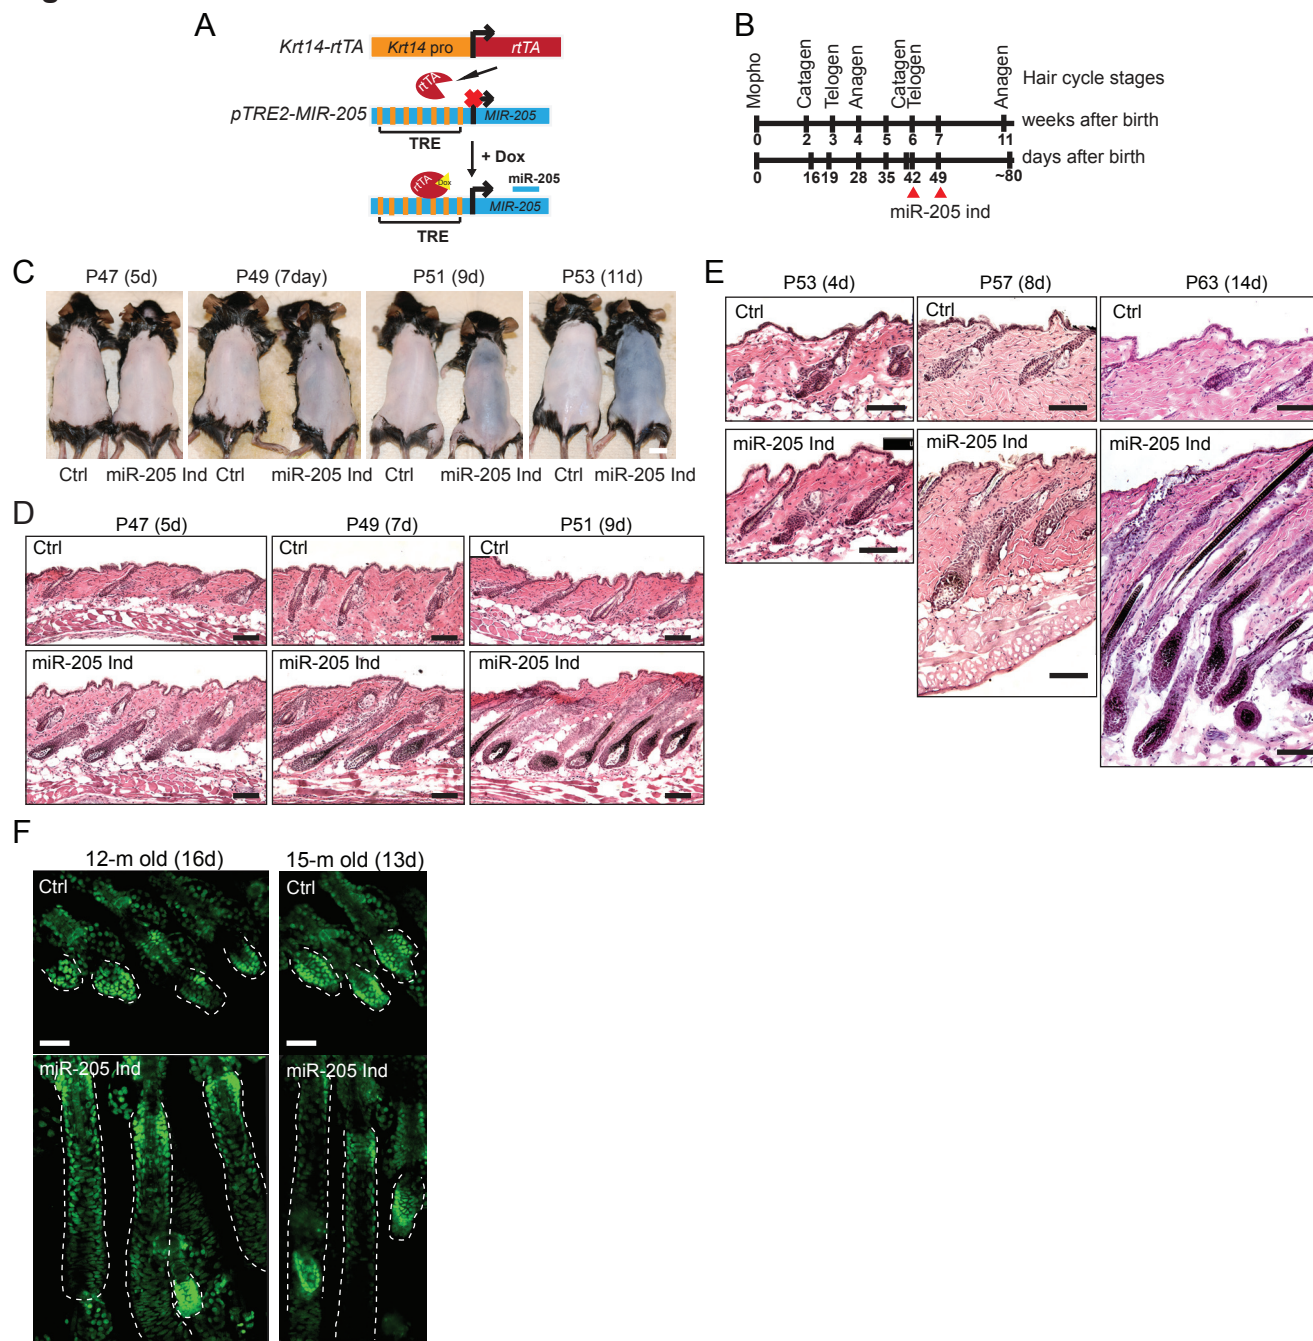

**Figure S7. *miR-205* induction promotes hair regeneration in young and old mice.**

(A) Schematics of *miR-205* inducible mouse model driven by *Krt14-rtTA*. (B) Schematics of *miR-205* induction in young mice. (C) *miR-205* promotes hair regeneration when the induction is initiated at P42. 5 pairs of animals were used for phenotypical analysis at each stage. (D) H&E staining for *miR-205* induced skin after 5-d, 7-d and 9-d induction. (E) H&E staining for *miR-205* induced skin after 4-day, 8-day and 14-day induction. (F) *miR-205* promotes ear hair regeneration in old mice, longitudinally tracked with multiphoton microscopy.

Scale bar 1 cm in C, 100  $\mu$ m in D, E, F.

**Figure S8**

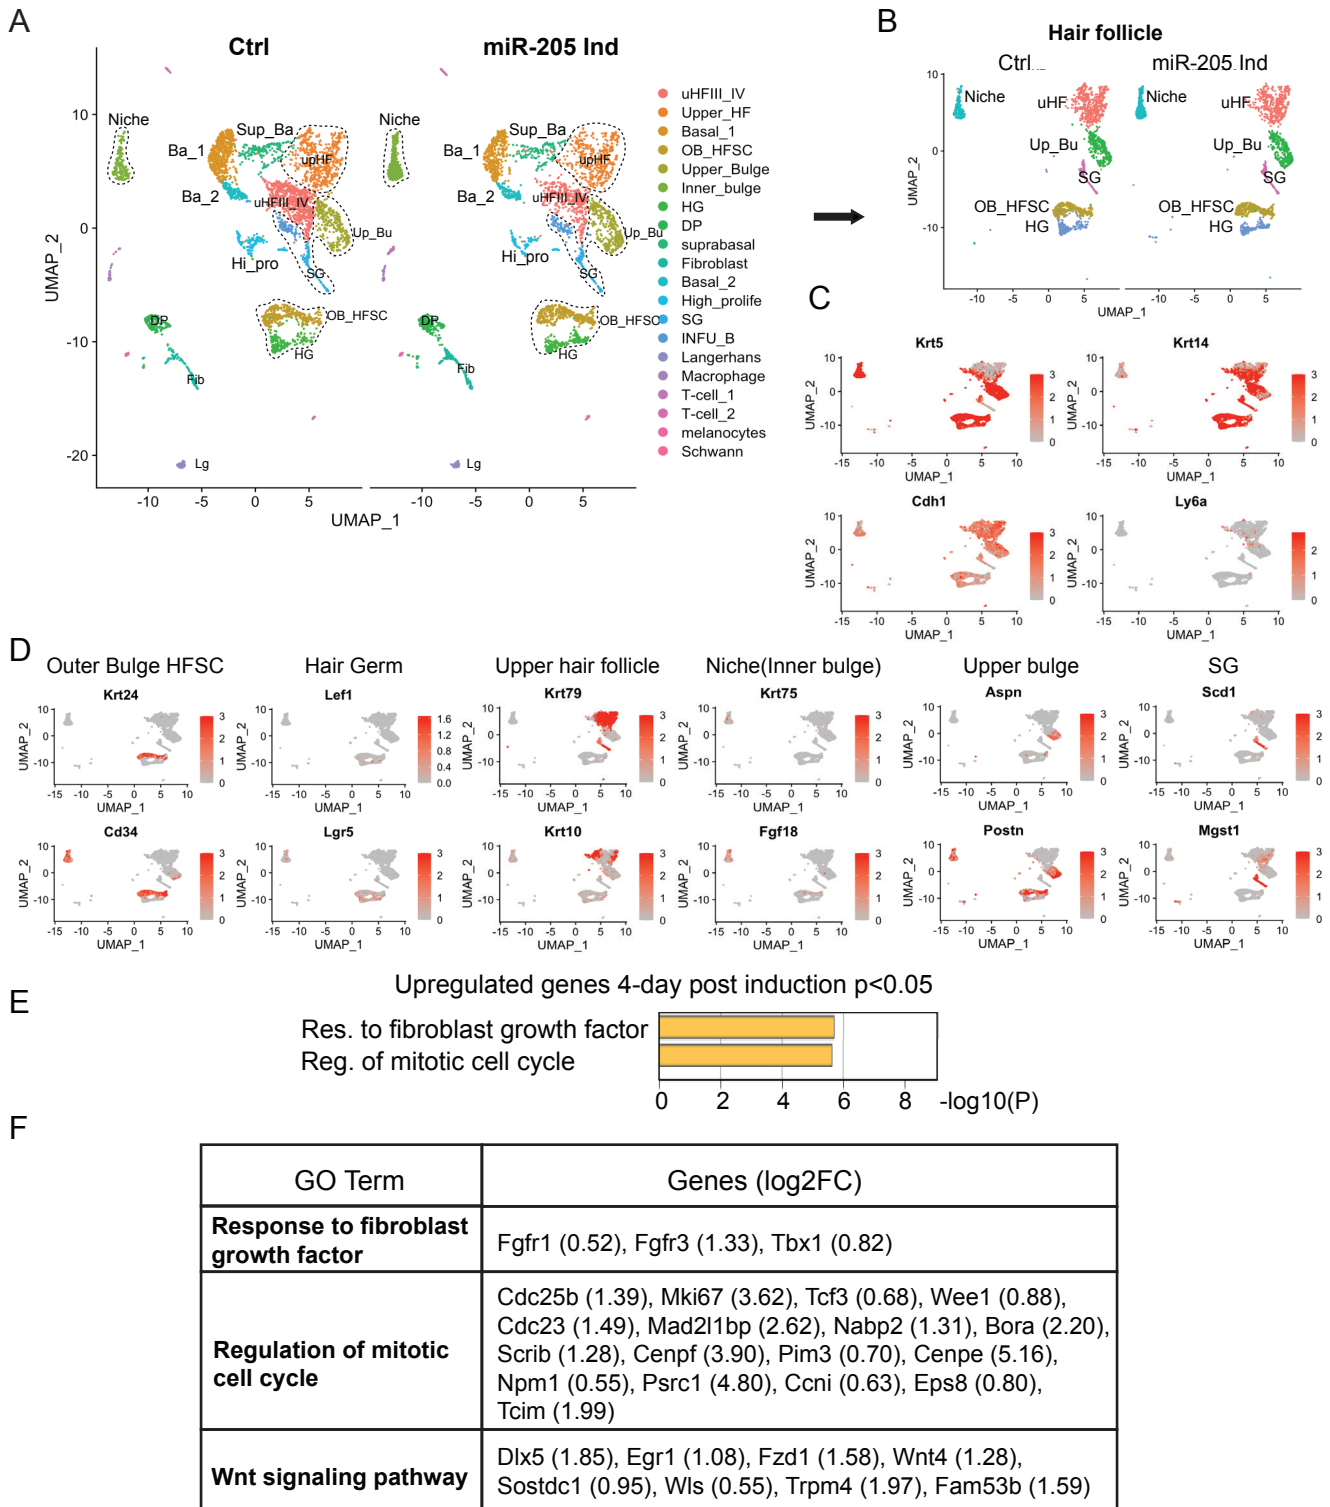

**Figure S8. *miR-205* promotes hair germ progenitor cells activation.**

(A) *miR-205* induction does not globally change the epithelial and dermal cell fate 4-day after induction. (B) *miR-205* does not globally change the epithelial cell fate 4-day after induction. (C) Epithelial cells are identified by established marker genes *Krt5*, *Krt14* and *Cdh1*. (D) Epithelial cell clusters are identified by established marker genes. (E) Genes associated with mitotic cell cycle, FGF and WNT signaling are among the most highly upregulated genes in *miR-205* induced HGs 4 days after induction. (F) Upregulated genes in the categories of mitotic cell cycle, FGF and WNT signaling in *miR-205* induced HGs 4 days after induction.

**Figure S9**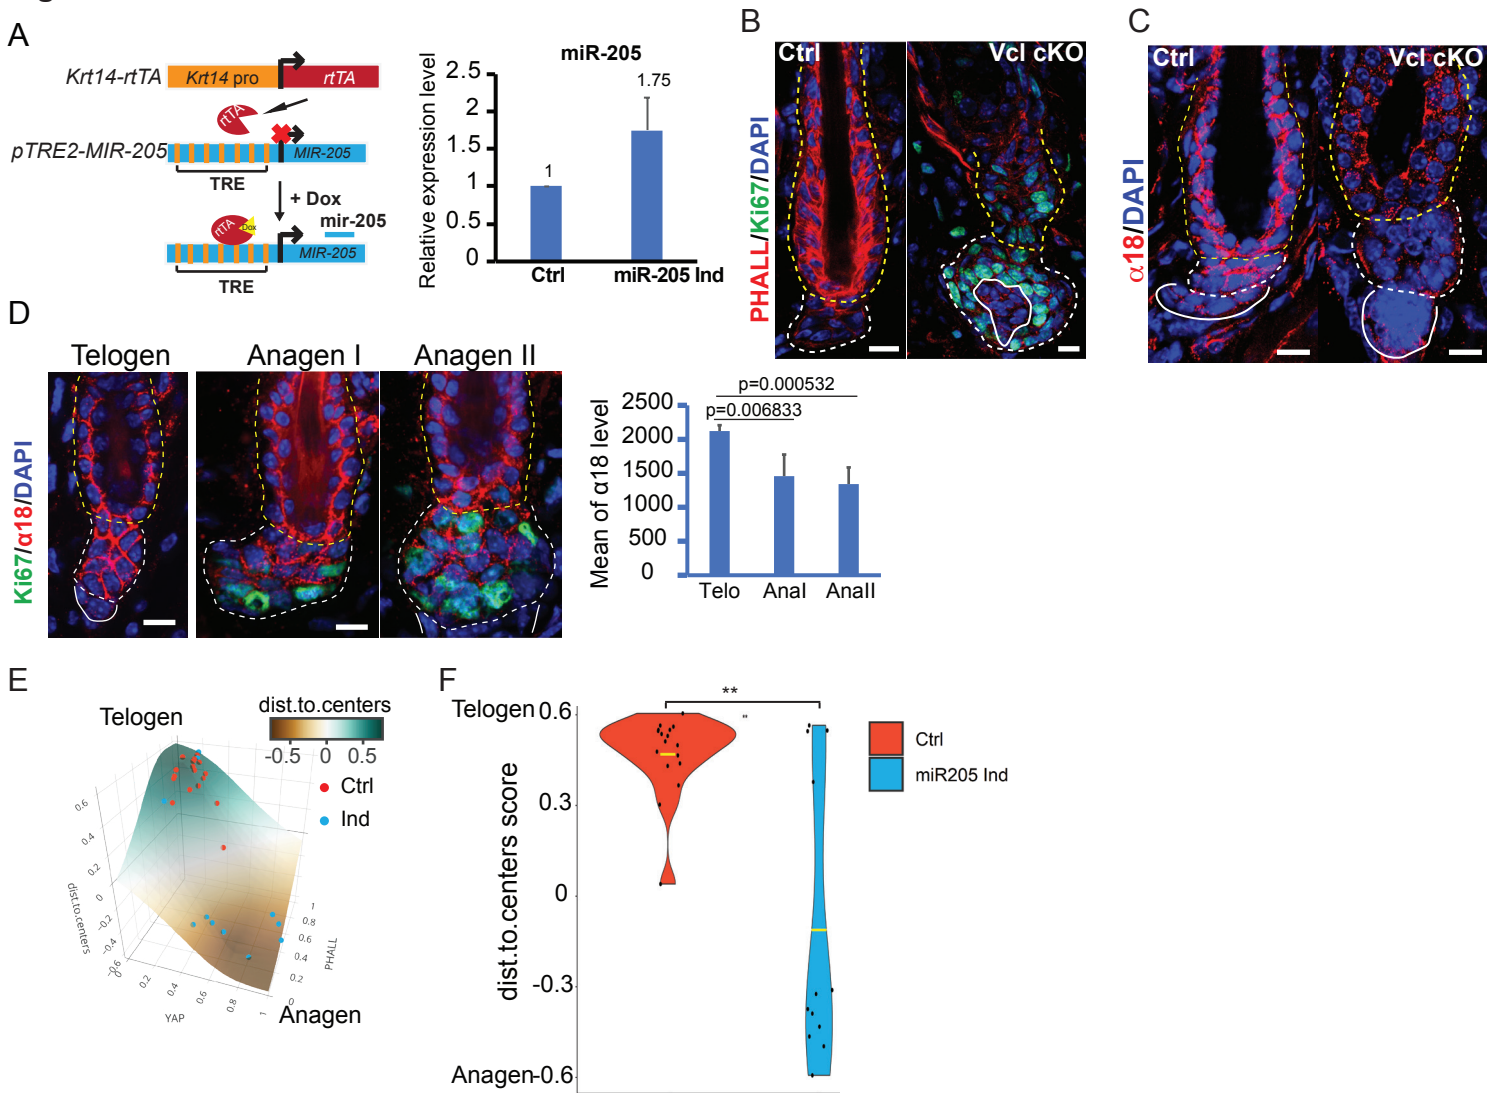**Figure S9. Interplay between tissue stiffness, actomyosin contractility and cell size control during the transition between quiescence and activation of hair regeneration.**

(A) *miR-205* levels are elevated by 75% upon 24-h induction in primary keratinocytes. (B) *Vcl* deletion reduces actin cytoskeleton and promotes cell cycle re-entry in bulge HF-SCs and HGs (n=3 pairs of animals). (C) Actomyosin forces on α-catenin are significantly reduced upon *Vcl* loss, indicated by reduced α18 signals (n=3 pairs of animals). (D) Actomyosin forces on α-catenin are weaker in early anagen than that in telogen, indicated by reduced α18 signals. Quantification is showed in the right panel. P values are determined by Student's t-test. (E) *miR-205* induction promotes the transition of HG cells from the quiescent telogen state to the activated anagen state, visualized by mathematical modeling and plotting of the F-actin and nuclear YAP score. The color gradient indicates the “distance to centers” score of each sample point. (F) F-actin and nuclear YAP signals, modeled as a distance to centers score, indicate that *miR-205* induction promotes the transition of HG cells from telogen to anagen. Note some cells are still classified as telogen cells whereas many are classified as anagen (\*\*p<0.01).

**Dataset S1.**

Differential Gene Expression Upon miR205 Induction (2 days) in HFSCs, determined by bulk RNA-seq

**Dataset S2.**

Differential Gene Expression Upon miR205 Induction (4 days) in HFSCs and HG, determined by single-cell RNA-seq

**Movie S1. Hair germ contraction during telogen.**

In the 4-hour intravital imaging, the HG but not the bulge HF-SC compartment contracts by ~30% in volume. Note the constant position and location of each HF-SCs during the same period. All epithelial cells are labeled with H2b-GFP. The constant red dotted line outlines the HF-SC and HG compartments. The yellow dotted line and green arrowheads track the movement of the bottom of the HG.

**Movie S2. Dynamic contraction and enlargement activities of hair germ during telogen.**

In the 6-hour intravital imaging, the HG exhibits pulsatile contraction and enlargement activities. Note the constant position and location of HF-SCs during the same period. All epithelial cells are labeled with H2b-GFP. The green arrowheads track the movement of the bottom of the HG.

**Movie S3. Hair germ contraction during telogen.**

In the 4-hour intravital imaging, the HG but not the bulge HF-SC compartment contracts by ~30% in volume. The plasma membrane of epithelial cells is labeled with E-Cad-CFP. Note the strong E-Cad levels in the HF-SCs and the relatively weak E-Cad levels in the HG. The constant red dotted line outlines the HF-SC and HG compartments. The yellow dotted line and green arrowheads track the movement of the bottom of the HG.

**Movie S4. Hair germ enlargement during early anagen.**

In the 4-hour intravital imaging, the HG enlarges by ~20% in volume in the absence of cell division. Note the HF-SC compartment also enlarges but less than the HG. All epithelial cells are labeled with H2b-GFP. The constant red dotted line outlines the HF-SC and HG compartments. The yellow dotted line and green arrowhead track the movement of the bottom of the HG.

#### **Movie S5. Hair germ enlargement in an miR-205 induced hair follicle.**

In the 4-hour intravital imaging, the HG initially enlarges and then slightly contracts toward the end of the imaging session in the absence of cell division. Note the HF-SC compartment also enlarges slightly. All epithelial cells are labeled with H2b-GFP. The constant red dotted line outlines the HF-SC and HG compartments. The yellow dotted line and green arrowheads track the movement of the bottom of the HG.

#### **References:**

1. X. Liang, M. Michael, G. A. Gomez, Measurement of Mechanical Tension at Cell-cell Junctions Using Two-photon Laser Ablation. *Bio Protoc* **6**, e2068 (2016).
2. D. Kim, B. Langmead, S. L. Salzberg, HISAT: a fast spliced aligner with low memory requirements. *Nat Methods* **12**, 357–360 (2015).
3. H. Li, *et al.*, The Sequence Alignment/Map format and SAMtools. *Bioinformatics* **25**, 2078–2079 (2009).
4. S. Anders, P. T. Pyl, W. Huber, HTSeq—a Python framework to work with high-throughput sequencing data. *Bioinformatics* **31**, 166–169 (2015).
5. M. I. Love, W. Huber, S. Anders, Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biology* **15**, 550 (2014).
6. Y. Zhou, *et al.*, Metascape provides a biologist-oriented resource for the analysis of systems-level datasets. *Nat Commun* **10**, 1523 (2019).

How the deposited data were processed for this re-analysis (not part of the article)

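The data are bulk RNA-seq of FACS-purified HF-SCs from 2 control and 2 miR-205-induced libraries at 2 d of induction. The authors aligned 150-nt paired-end reads with Hisat2 2.1.0, converted them with SAMtools 1.3.1, counted reads per gene with HTSeq and compared the groups with DESeq2 at its default settings. The version of DESeq2 that the authors used and the annotation are not given in the sources used here. What the authors deposited is the table of that comparison. Its mean normalized count is a signal averaged by the authors over the 4 libraries after division by size factors. The fold change and its standard error were deposited on the log2 scale, the Wald statistic is a score equal to the authors' log2 fold change over its standard error, and each p-value and adjusted p-value is the authors' own. The number of columns of per-sample values was 0, so libraries could not be compared, left out in turn or paired.

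The p-values were adjusted by the Benjamini-Hochberg method over all 17044 genes that have one, with a cutoff of 0.05 as in the methods. An adjusted p that the authors left missing was kept missing. For a list of genes, the median log2 fold change was placed among the medians of 10000 random lists of the same size matched on mean expression in 20 bins. These percentiles describe the libraries and carry no p-value, because genes are not replicates. For sites, a linear model of the log2 fold change on the log2 of 3'UTR length and of mean expression gave a coefficient for the presence of ATGAAGG, which pairs with bases 2 to 8 of miR-205, and the same coefficient was computed for the 140 heptamers of this composition and for the sites of 16 miRNAs. The 3'UTR was the longest annotated one of each gene, found for 15290 genes. For 1027 of these it came from a transcript not annotated as protein-coding and can cover coding exons, which was seen after the first fit, so protein-coding transcripts were added as an alternative.

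Gene names were matched by symbol and by synonyms of the GRCm38.p6 RefSeq gene table. Places are on NCBIM37 with GENCODE vM1, and no coordinate was converted. The genes named are those the paper names for this experiment, Cdh1, Vcl, Yap1, Trp63 and Mir205, the 5 largest falls and 5 largest rises among genes past the cutoff with a mean over 50, and members of reported lists. Items withheld for evaluation are not reported here. The values of Dataset S1 had been seen when this rule and the lists were written. The lists are actin and junction genes not listed as bound, SRF/MRTF targets, YAP targets, sterol synthesis, glucocorticoid, circadian, immediate early, proliferation, myeloid, suprabasal, sebaceous, hair follicle stem cell, fibroblast and melanocyte genes.

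Alternatives were a mean over 50 or over 200, the unadjusted p, the authors' adjusted p, other adjustments of the named genes, the Wald statistic, other matchings, other site lengths, the shortest 3'UTR and other covariates. The subtraction of the median log2 fold change of each of 20 bins of mean expression was added after the values were seen. The steps were tested on simulated data. Of 200 simulated changed genes among 17044, 92% were called, and 7.54% of the calls were unchanged genes. Of 200 unchanged random lists, 7% fell under the 5th percentile. A simulated site coefficient of -0.2 was estimated at -0.20 over 15290 genes. The work used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The absolute depth of the libraries was not given, and the relative depth within the control pair differed 1.73-fold.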

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

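The comparisons with the fibroblast list were chosen only after the medians of the lists had been seen. The paper does not discuss the genes below.

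A list of 20 myeloid marker genes had a median log2 fold change of 0.90, above every one of 10000 random lists matched on mean expression, and 5 of its genes passed the recomputed adjusted p under 0.05, all as rises. Its most abundant gene, Cd74, had a mean normalized count of 2744 in the authors' deposited table. A lower share of hair follicle stem cells in the induced sorts would raise the markers of every other cell type alike. The melanocyte, sebaceous and suprabasal medians, 0.97, 0.77 and 0.63, rose with the myeloid one, as such a share would have it. Of 8 melanocyte genes 0 passed the recomputed adjusted p under 0.05, and of 19 suprabasal genes 4 did, all as rises. Dct, Pmel and Tyrp1 rose by 1.36, 1.17 and 0.77, with standard errors of 0.86, 0.95 and 1.06. Kit and Tyr rose by 1.23 and 2.20, with standard errors of 0.46 and 0.76, and Mitf had -0.24. The fibroblast list rose less. Its median was 0.22 with quartiles of 0.09 and 0.33, against myeloid quartiles of 0.79 and 0.96. The gap of the medians, 0.67, lay at percentile 99.985 of random divisions of the same genes, at 99.97 with the median of each of 20 bins of mean expression subtracted, and at 99.61 against the 7 fibroblast genes with a mean of 200 or less. Random divisions take genes as independent, although genes of 1 cell type can vary together across libraries. The divisions also leave out the standard errors of the genes. Col1a1, Col1a2 and Col3a1 had log2 fold changes of 0.33, 0.24 and 0.17 in the authors' deposited table. Their standard errors were 0.40, 0.57 and 0.71. Mfap4 rose by 1.01 with a standard error of 0.33. Col5a1, Col5a2, Sparc and Fbln1 had 0.22, -0.17, -0.07 and 0.02, with standard errors of 0.20, 0.13, 0.15 and 0.15. The gap therefore does not decide whether all types rose alike, and such a rise stays open. A lower share with more myeloid, melanocyte, sebaceous and suprabasal cells but not fibroblasts stays open as well. So does a change within myeloid cells.

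A list of 18 sebaceous gland genes had a median of 0.77, also above every random list. Of these, 11 passed the recomputed adjusted p under 0.05, with 10 rises and 1 fall, Fasn at a log2 fold change of -0.38 in the authors' deposited table, which did not pass with the bin medians subtracted, at -0.18 with an adjusted p of 0.990. Scd1, at a mean normalized count of 3085, had a log2 fold change of 1.37 in the authors' deposited table. The quartiles, 0.52 and 1.38, lay above those of the fibroblast list, and the gap of the medians, 0.54, lay at percentile 99.66 of random divisions and at 99.415 with the bin medians subtracted, but at 94.19 against the 7 fibroblast genes with a low mean. The last value leaves a rise of all cell types alike open, and the myeloid comparison above does not decide it. More sebaceous gland cells in the induced sorts, or a change within them, stays open.

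Serpina3b had the largest rise past the cutoff with a mean over 50, with a log2 fold change of 2.54 and a standard error of 0.22 in the authors' deposited table and a recomputed Benjamini-Hochberg adjusted p of 1.38e-27. Reads shared with near-identical Serpina3 genes were not tested, so this gene is uncertain. No biological explanation was tested.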

How the results depend on the processing

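The alternatives were set before the authors' deposited table was examined but after the values of Dataset S1 had been seen, apart from those restricted to protein-coding transcripts, which were added after the first fit, and the subtraction of bin medians, which was added after the log2 fold changes were seen to go down with mean expression. No paired analysis was possible because the authors' deposited table holds no value per library. For the same reason leaving out each replicate, the block on the replicate number and another count test were not run.

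The number of genes past the threshold was 401 with the adjusted p recomputed over all genes, 462 over genes with a mean over 50 and 464 with the authors' adjusted p. The unadjusted p under 0.05 with a mean over 50 gave 1325, with 994 falls and 331 rises. Falls were 81.0% of the calls with the recomputed adjusted p and 75.0% with the unadjusted p. With the median of each of 20 bins of mean expression subtracted, 183 genes passed, with 115 falls and 68 rises, and falls were 62.8%. Of these genes, 169 are shared with the 401, in the same direction. Such a subtraction also takes away true falls that most of a bin shares.

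Of the named targets, 11 of 15 passed with the recomputed adjusted p. With the bin medians subtracted all 15 stayed below 0, and 2 passed, Piezo1 and Thbs1. Cadm1 had 0.0749 over all genes and 0.0464 over genes with a mean over 50. Adjusted over the list alone, Actn1 had 0.0149, Actn4 0.0173, Cadm1 0.00252 and Cald1 0.0104.

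The bound genes of Fig. S5A stayed under the 5th percentile of random lists except in the adhesion part, at percentile 5.75. Without matching on expression, the actin genes not listed as bound went from percentile 14.4 to 0.01, the immediate early list from 80.8 to 8.32, the hair follicle stem cell list from 64.1 to 6.98 and the fibroblast list from 99.8 to 94.6. With the Wald statistic the glucocorticoid list went from 2.09 to 9.39 and the fibroblast list to 90.9. With a mean over 200 the circadian list went from 1.04 to 7.24. The cause was not tested.

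The share of words of the same composition with a site coefficient as low as that of the miR-205 site was 21.4% for ATGAAGG and never under 5% in any setting run. With a mean over 200 the coefficient was 0.00 and the share 53.6%, and with the Wald statistic the share was 65%. With protein-coding transcripts the share was 22.9%, and with these and a mean over 200 it was 41.4%. In simulations with a mean over 200, a coefficient of -0.05 put the true site among the 7 lowest in 100% of the runs, with noise drawn independently for each gene.

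The expression percentile of Inppl1 went from 76.2 to 60.7 when genes with a mean of 50 or less were left out. Depth limits the genes with low counts, and 15450 of the 24421 genes have no adjusted p in the authors' deposited table.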

Differences from the paper's values

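At a recomputed adjusted p under 0.05, 401 genes differed, where the paper's Dataset S1 lists 1325. Falls were 325 against the paper's 994, and rises 76 against the paper's 331. Of the alternatives set before the authors' deposited table was examined but after the values of Dataset S1 had been seen, the unadjusted p under 0.05 with a mean over 50 reached the paper's numbers. The adjusted p over genes with a mean over 50 gave 462, with 373 falls and 89 rises, and the authors' adjusted p gave 464, with 384 falls and 80 rises, and neither did.

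The paper names Actn1, Actn4, Cald1 and Cadm1 among the genes lowered after induction. All 4 had a negative log2 fold change in the authors' deposited table, and their recomputed adjusted p values were 0.279, 0.323, 0.207 and 0.0749. The other 11 of the 15 named genes passed. Adjusted over the list alone all 15 passed, and Cadm1 also passed over genes with a mean over 50 and with the authors' adjusted p, at 0.0417.

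The paper describes Inppl1 as expressed at a low level in adult HF-SC and HG cells, without naming the data. In this table of HF-SCs its mean normalized count lay at percentile 76.2 of the genes with a mean above 0. All 15 named targets lay higher, from 85.3 for Cald1 to 99.99 for Thbs1, so Inppl1 was low relative to them. Its small change, 0.02 on the log2 scale in the authors' deposited table, goes with the paper's statement that expression changed little.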

Other observations

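The tests chosen only after the result was seen are those of bound against not-bound actin genes, of the sterol genes without a site, of YAP targets without shared genes, of proliferation, of the shift with mean expression and of sex. The other tests of sites in the 3'UTR were set before their values were seen. Those restricted to protein-coding transcripts were the exception and were added after the first fit.

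Across genes, a miR-205 site in the 3'UTR went with little change. The coefficient of ATGAAGG was -0.02, and 29 of the other heptamers of the same composition had one as low, so the value does not stand apart from words of the same base composition. With the bound, actin, SRF/MRTF and YAP lists left out the number was 30, which decides nothing about these lists because the site did not stand apart before. Among the sites of 16 miRNAs over all genes with a 3'UTR, miR-205 ranked 7, and the lowest was miR-21 with -0.06. Over genes with a mean over 50, miR-205 ranked 9, and the lowest was miR-200bc with -0.03.

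The bound genes fell more than matched random lists, but it stays open how far this follows binding. Bound actin genes had a median lower by 0.05 than actin genes not listed as bound, at percentile 9.48 of random divisions, and the not-bound list itself had a median of -0.16 at percentile 14.4 of random lists. Among bound genes, the 28 with ATGAAGG in the 3'UTR lay at percentile 20.4 of random divisions against the 80 without. A pairing effect and a shared fall of actin genes cannot be told apart from these values.

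SRF/MRTF targets, 32 genes, had a median of -0.43, below every random list. YAP targets had a median of -0.35 over 21 genes at percentile 0.01, and without genes shared with the SRF/MRTF and bound lists the median of the remaining 19 was -0.35 at percentile 0.02. In the authors' deposited table Cyr61 had a log2 fold change of -0.91 and Ctgf of -0.78. Ctgf is on the bound list, as Ccn2, so its fall can also be direct. Of 21 YAP targets, 2 held ATGAAGG in the 3'UTR, at percentile 23.5 of lists matched on 3'UTR length. This leaves pairing open, since 80 bound genes also lack this site. A fall in SRF or YAP activity may contribute, as a hypothesis not tested on these data. For YAP this runs against the paper, which reports YAP protein building up in the nuclei of HG cells and bulge HF-SCs. That staining followed a longer induction than the 2 d used here and measured protein, not the RNA of targets.

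Sterol synthesis genes had a median of -0.55 over 25 genes, below every random list, and 11 of the 12 past the cutoff fell. ATGAAGG was present in 7 of 24 of their 3'UTRs, or 29.2%, at percentile 99.5 of lists matched on 3'UTR length, with the same count in protein-coding transcripts at percentile 99.5. Sites may therefore contribute, but as the whole cause they are argued against by the 17 genes without a site, whose median was -0.40 at percentile 0 of random lists. This was 1 of 2 lists tested for sites.

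The paper places the 2-d time point before signs of proliferation. A list of 29 proliferation genes had a median of 0.68, at percentile 100 of matched random lists. The 9 genes with a mean over 200, which are part of the 29, also had a median of 0.68 at percentile 100. Both medians are the value of Top2a, whose standard error was 0.59 in the authors' deposited table. The percentile of the 9 genes argues against scatter of genes with low counts as the whole cause. It leaves out their standard errors, so a spread between libraries stays open. Random lists take genes as independent, although proliferation genes can vary together across libraries. Of the 29 genes, 1 passed the recomputed adjusted p, Rrm2. Mki67 had a log2 fold change of 0.78 with a standard error of 0.50 in the authors' deposited table. Pcna, with a mean normalized count of 3116, had -0.27 in the authors' deposited table, with a recomputed adjusted p of 0.463. Cycling cells of another type in the sort stay open.

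The remaining lists were as follows. Suprabasal genes had a median of 0.63 and melanocyte genes of 0.97, each at percentile 100, though 0 of the 8 melanocyte genes passed the recomputed adjusted p. Glucocorticoid and circadian genes each had a median of -0.26, at percentiles 2.09 and 1.04. The glucocorticoid genes went both ways, with 53.3% below 0 and quartiles of -0.47 and 0.14. Of these genes, 6 passed the recomputed adjusted p under 0.05, of which 5 fell and Angptl4 rose. The largest of these falls were Zbtb16 at -1.23, Tsc22d3 at -1.20 and Fkbp5 at -0.94 in the authors' deposited table. The glucocorticoid and circadian medians are both the value of Per1, which is on both lists. Of the circadian genes, 100% lay below 0. Immediate early genes had a median of -0.13 at percentile 80.8, and hair follicle stem cell genes a median of -0.13 at percentile 64.1.

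More genes fell than rose, and from bin 5 of 20 on the log2 fold changes went down with mean expression. The median log2 fold change was -1.52 in bin 1, the least abundant genes, 0.23 in bin 7, 0.05 in bin 13 and -0.19 in bin 20, the most abundant genes, which held 155 of the 325 falls. With the median of each bin subtracted, 115 falls and 68 rises were left, a ratio of 1.69 with a counting interval of 1.25 to 2.28. The interval lies above 1 but reaches below the 1.5 set for the test. How much of the ratio before subtraction came from a shift with mean expression and how much from falls of single genes cannot be told apart, because subtracting a bin's median also takes away true falls that most of the bin shares. The interval takes genes as independent and was added after the ratio was seen. Whether the shift itself is technical was not tested. A difference in sex between the groups is argued against by Xist, whose recomputed adjusted p was 0.999, and by the 4 genes of the Y chromosome looked up, Ddx3y, Eif2s3y, Kdm5d and Uty, the highest of which had a mean normalized count of 1.87 in the authors' deposited table.

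The 5 largest falls past the cutoff with a mean over 50 were Gm6682 at -4.73, Fgf1 at -2.20, Prrg4 at -2.16, Adamtsl3 at -1.97 and Nppb at -1.87, and after Serpina3b the largest rises were Lce1a2 at 2.27, 2310007B03Rik at 2.12, Mcpt4 at 2.03 and Lce1c at 1.99, all in the authors' deposited table. Gm6682 is annotated as a pseudogene, so its reads can be shared with its parent gene. Cdh1, which the paper calls not a target, had a log2 fold change of -0.27 in the authors' deposited table with a recomputed adjusted p of 0.30, and Vcl had -0.51 in the authors' deposited table with a recomputed adjusted p of 0.00242, and with the bin medians subtracted -0.32 with an adjusted p of 0.319. Yap1 had -0.10 and Trp63 -0.10 in the authors' deposited table, and with the bin medians subtracted these turned to 0.10 and 0.09. The Mir205 row of the authors' deposited table had a mean normalized count of 8.18 and a log2 fold change of -1.65 with a standard error of 1.25, and such a library does not measure the mature miRNA.

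In Dataset S1, 1 row is named 43354 in place of a gene. Its log2 fold change of 0.47 is that of Sept11 in the authors' deposited table, and 43354 is the number a spreadsheet stores for day 11 of month 9 of 2018.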
